# Microarray analysis of *Foxa2 *mutant mouse embryos reveals novel gene expression and inductive roles for the gastrula organizer and its derivatives

**DOI:** 10.1186/1471-2164-9-511

**Published:** 2008-10-30

**Authors:** Owen J Tamplin, Doris Kinzel, Brian J Cox, Christine E Bell, Janet Rossant, Heiko Lickert

## Abstract

**Background:**

The Spemann/Mangold organizer is a transient tissue critical for patterning the gastrula stage vertebrate embryo and formation of the three germ layers. Despite its important role during development, there are still relatively few genes with specific expression in the organizer and its derivatives. Foxa2 is a forkhead transcription factor that is absolutely required for formation of the mammalian equivalent of the organizer, the node, the axial mesoderm and the definitive endoderm (DE). However, the targets of Foxa2 during embryogenesis, and the molecular impact of organizer loss on the gastrula embryo, have not been well defined.

**Results:**

To identify genes specific to the Spemann/Mangold organizer, we performed a microarray-based screen that compared wild-type and *Foxa2 *mutant embryos at late gastrulation stage (E7.5). We could detect genes that were consistently down-regulated in replicate pools of mutant embryos versus wild-type, and these included a number of known node and DE markers. We selected 314 genes without previously published data at E7.5 and screened for expression by whole mount *in situ *hybridization. We identified 10 novel expression patterns in the node and 5 in the definitive endoderm. We also found significant reduction of markers expressed in secondary tissues that require interaction with the organizer and its derivatives, such as cardiac mesoderm, vasculature, primitive streak, and anterior neuroectoderm.

**Conclusion:**

The genes identified in this screen represent novel Spemann/Mangold organizer genes as well as potential Foxa2 targets. Further investigation will be needed to define these genes as novel developmental regulatory factors involved in organizer formation and function. We have placed these genes in a Foxa2-dependent genetic regulatory network and we hypothesize how Foxa2 may regulate a molecular program of Spemann/Mangold organizer development. We have also shown how early loss of the organizer and its inductive properties in an otherwise normal embryo, impacts on the molecular profile of surrounding tissues.

## Background

The organizer is a highly specialized and transient structure that has been found in all studied vertebrates. It was originally discovered in amphibians by Spemann and Mangold in 1924 by its ability to induce much of a secondary body axis when transplanted to a host embryo [1]. These experiments were repeated with equivalent tissues in the chick (Hensen's node; [2]), zebrafish (shield; [3]), and mouse (node; [4]), demonstrating that organizer function is highly conserved and is essential for patterning of the basic body plan during gastrulation. In mouse, the early gastrula organizer (EGO) forms just anterior to the emerging primitive streak (PS) at E6.5, then gives rise to the mid-gastrula organizer (MGO) as the PS elongates towards the distal tip of the mouse embryo, and finally forms the morphologically visible node at E7.5 [5]. These organizer cell populations contribute to the axial mesoderm and notochord, and are the source of DE that displaces the embryonic visceral endoderm (VE) into the extra-embryonic region (reviewed [6]). Although the organizer has been studied for more than 80 years, there are still relatively few genes that have defined expression in this highly specialized tissue.

One important and conserved organizer-specific gene is *Foxa2*, which is first expressed in the mouse embryo at E6.5 in the EGO and the anterior VE [7-9]. As gastrulation proceeds, *Foxa2 *is expressed in the later organizer populations (MGO and node) and organizer derivatives (anterior mesendoderm (AME), notochord, DE and floor plate). *Foxa2 *is absolutely required in these tissues, as they do not form in the *Foxa2 *null embryo [10,11]. *Foxa2 *null embryos die between E7.5 and E9.5 due to embryonic patterning defects of the primary body axes. *Foxa2 *has an additional function in the VE for proper elongation of the PS, a function that can be rescued in a *Foxa2 *mutant embryo by restoration of wild-type VE [12]. As an indication of its conserved importance among vertebrates, *Foxa2 *has organizer-specific homologues in zebrafish [13,14], *Xenopus *[15], and chicken [16]. Despite its conserved and important functions, the only defined targets of Foxa2 in the early embryo are *Shh *[17,18] and *Otx2 *[19], leaving many open questions regarding the downstream targets of Foxa2 in vertebrate development. Furthermore, the lack of markers for organizer derivatives, particularly the DE, is a major obstacle in our understanding of the molecular pathways that underlie differentiation of distinct lineages in the early embryo [20]. This is of particular significance when attempting to coax embryonic stem (ES) cells into specific cell types for therapeutic applications [21,22].

A number of groups have designed screens to identify regionally specific transcripts within the mouse gastrula embryo, as well as novel molecular markers of node, AME, and DE [23-28]. Transcriptional profiling of the embryo has been done using subtractive cDNA libraries, serial analysis of gene expression (SAGE), and microarrays. These techniques, in conjunction with micro-dissection, flow cytometry, and wild-type versus mutant comparison, have highlighted the molecular differences between tissues and cell types in the gastrula. Although these screens were highly productive, they by no means reached saturation and each study contributed its own set of novel markers depending on the design and limitations of each approach. This suggested to us that there were still many more genes to be identified in the tissues derived from the mouse gastrula organizer.

In this study, we present a functionally based microarray screen to identify novel molecular markers of the node, AME, and DE. We compared total RNA from pools of wild-type and *Foxa2 *mutant embryos at E7.5. We could detect genes whose levels were significantly reduced in *Foxa2 *mutant embryos due to the absence of organizer-derived tissues. The genes we detected represent putative targets of Foxa2 or indirect targets due to the absence of organizer tissue. Based on the microarray results, we conducted whole mount *in situ *hybridization screens to identify novel gene expression patterns. Finally, we placed our results in the context of a gene regulatory network of organizer development.

## Results

### Microarray Analysis

To identify novel genes implicated in organizer and endoderm formation, we performed a differential gene expression comparison of wild-type and *Foxa2 *null embryos at E7.5. *Foxa2 *null embryos were derived from *Foxa2 *null ES cells [12] using the tetraploid complementation technique [29,30]. Briefly, this technique involves aggregating ES cells (GFP^-^) with wild-type tetraploid host embryos (GFP^+^), culturing the chimeric embryos to blastocyst stage, then transferring back to pseudo-pregnant recipient mothers (Figure 1). In these experiments, the ES cells contribute to the epiblast and the tetraploid host will contribute to the extra-embryonic tissues, including the VE. The embryos are then dissected at E7.5 and screened for GFP^- ^ES cell contribution to the epiblast. In our experiments, this technique has the advantage of rescuing the function of *Foxa2 *in the VE, allowing proper elongation of the PS, and analysis of Foxa2 function exclusively in the embryo proper [12]. The technique also allowed us to rapidly collect litters of entirely homozygous null embryos (~50 gastrula stage E7.25–E7.75 embryos per experiment). Furthermore, total RNA could be isolated without the need for amplification before hybridization to Affymetrix GeneChip microarrays. We initially used the U74Av2 array platform (~12,000 transcripts represented), and then to expand the scope of our study, we re-hybridized the same biological samples to the whole genome MOE430v2 array platform (~39,000 transcripts represented) when it became available. 

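On both Affymetrix platforms a transcript is measured by a set of short probes (a probe set). RNA extracts of 2 wild-type pools, of 53 and 50 embryos, and of 2 Foxa2 null pools, of 53 and 48 embryos, were each hybridized to 1 U74Av2 and 1 MOE430v2 array, which makes 8 arrays. The MOE430v2 arrays measure the same 4 extracts again and add no pools, so n is 2 pools per genotype on either platform. The sample labels describe the epiblast region at embryonic day 7.5 with the extra-embryonic region removed and the sexes mixed. By the paper's methods, visceral endoderm from the tetraploid host stayed on the embryos. Wild-type embryos were ICR, and Foxa2 null embryos were derived from embryonic stem cells by tetraploid complementation, so genotype cannot be separated from the origin of the embryos in these pools. By staging, wild-type pool 2 was the youngest, with 7 head-fold and 14 mid-streak embryos, and the other pools held 16 or 17 head-fold and 8 to 10 mid-streak embryos.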

We performed the array experiments on two biological replicate pools each of *Foxa2 *null and wild-type epiblasts. 

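On the U74Av2 arrays, Foxa2 itself had a log2 signal of 7.37 and 8.08 in the wild-type pools and of 6.39 and 6.55 in the Foxa2 null pools. The log2 ratio of Foxa2 null to wild-type was -1.25 (standard error 0.26, adjusted p = 0.13) by limma with Benjamini-Hochberg adjustment, and it is not known whether the probe set lies in the deleted part of the gene. The Foxa2 array ratio was -1.61 without wild-type pool 1 and -0.90 without wild-type pool 2, fits in which the spread between wild-type pools is not measured. With the replicate number as a block, adjusted p was 0.00154 by limma. The deposited values are MAS5 signals, an intensity per probe set on a linear scale, which the authors scaled to 1 target per array. The methods give a target of 1000 for U74Av2, whereas the deposited arrays have a mean signal of 150 after trimming 2% at each end. The signals were taken to log2 with no further normalization. Control probe sets (66) and the 30% of probe sets with the lowest mean signal were left out, which left 8695 of 12422 probe sets, for 6410 genes. Limma's test, with a prior variance that follows the signal, compared the pools, since an exact permutation test of 2 pools against 2 gives no p below 0.333. The number of arrays limits the precision of every ratio.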

We also collected a third biological replicate pool of *Foxa2 *mutant and wild-type embryos that we could use for independent quantitative validation of gene expression level changes (see below).

**Figure 1:**
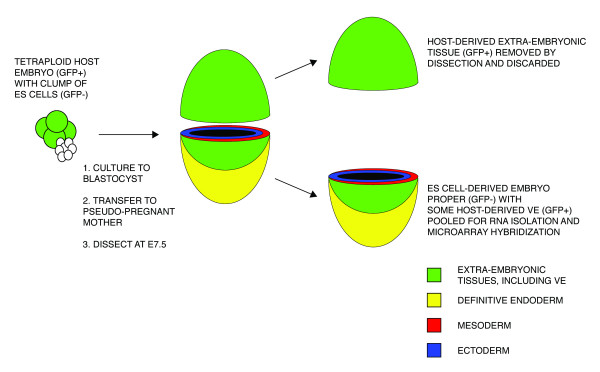
Overview of the method used to derive and collect *Foxa2 *mutant epiblasts for analysis.

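Slc1a5 encodes a neutral amino acid transporter. Its log2 signal on U74Av2 was 6.80 ± 0.10 (SD, n = 2 pools) in wild-type and 4.74 ± 0.04 in Foxa2 null pools, a log2 ratio of -2.06 (standard error 0.26, adjusted p = 0.0313 by limma with Benjamini-Hochberg). Gas5, a noncoding host transcript of small nucleolar RNAs, fell by 1.93 at 1 probe set (standard error 0.14, adjusted p = 0.00137), while its other U74Av2 probe sets had a median of -0.61 and its ratio on MOE430v2 was -0.22. Pts, an enzyme of tetrahydrobiopterin synthesis, fell by 1.70 (standard error 0.24, adjusted p = 0.0386), and Strap, which acts in the assembly of small nuclear ribonucleoproteins, fell by 1.32 (standard error 0.17, adjusted p = 0.0321). On MOE430v2 Pts was at -1.19 and Strap at -0.18. Each of these was lower in all 4 comparisons of a Foxa2 null with a wild-type array. In all, 15 probe sets were lower at an adjusted p under 0.05 and 9 were higher, and at an unadjusted p under 0.05 the counts were 436 and 436, where chance gives 435 in total. Leaving out Foxa2 null pool 2 raised the lower probe sets to 29, whereas without the other pools they numbered 11 to 15. Limma without a trend of the variance with the signal called 0 probe sets (786 at an unadjusted p under 0.05). In 1860 probe sets (21.4%) the Foxa2 null array was below the wild-type array in all 4 comparisons, and in 1616 (18.6%) it was above, where chance gives 16.7% each.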

After normalization and filtering of the U74Av2 microarray data, we scored probe sets as consistently reduced in *Foxa2 *null embryos compared to wild-type, if they had a significant change in two out of four cross comparisons (p ≤ 0.01; see Methods for details). We hypothesized that these genes would represent direct or indirect targets of Foxa2, due to loss of activation by Foxa2 or loss of organizer-derived tissues, respectively. 

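Egln1, a prolyl hydroxylase that marks hypoxia-inducible factors for degradation, had a log2 signal on U74Av2 of 7.20 ± 0.16 (SD, n = 2 pools) in wild-type and 8.48 ± 0.03 in Foxa2 null pools. It rose by 1.28 (standard error 0.17, adjusted p = 0.0324 by limma with Benjamini-Hochberg). Egln1 lies on chromosome 8, where the median gene was also higher in the Foxa2 null pools. Srp9, a subunit of the signal recognition particle, rose by 1.29 on U74Av2 (standard error 0.17, adjusted p = 0.0324) and was at -0.11 on MOE430v2. A probe set for Uri1, a prefoldin-like chaperone, rose by 1.91 on MOE430v2 (standard error 0.19, adjusted p = 0.00796), while the other Uri1 probe sets there had a median of 0.19. Alox15, a lipoxygenase of polyunsaturated fatty acids, rose from 6.43 ± 1.75 to 10.25 ± 0.26 (log2 ratio 3.82, standard error 0.64, adjusted p = 0.0469). A probe set for Vcp, an ATPase of protein degradation, rose on each platform, by 2.15 on U74Av2 (adjusted p = 0.0316) and 2.10 on MOE430v2 (adjusted p = 0.0174), while the other tested Vcp probe sets were at a median of 0.49 and at 0.05. On MOE430v2, 60 probe sets were higher by limma with Benjamini-Hochberg, and 1900 at an unadjusted p under 0.05. They numbered 39 without wild-type pool 1 and 18 without wild-type pool 2. The 9 higher probe sets on U74Av2 became 14 and 19 without these pools and 2 without Foxa2 null pool 1. Over the genes on both platforms, 79 were higher, and 57 of these lie on chromosome 8 of GRCm38.p6, which carries 5.39% of the genes tested (Fisher's exact test, two-sided, p = 2.4e-56). On U74Av2 alone 1 of the 4 higher probe sets with a known chromosome lies there (Fisher's exact test, p = 0.2), and on MOE430v2 20 of 44 (p = 8e-15). The median log2 ratio of chromosome 8 genes was 0.32 on U74Av2 (344 genes) and 0.35 on MOE430v2 (739 genes).

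**Figure D1:**
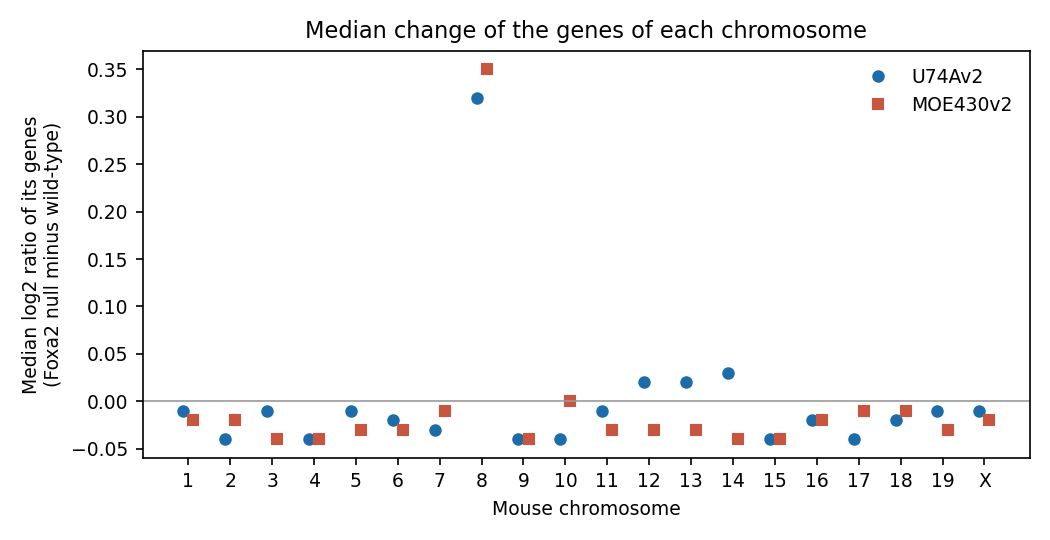
Median log2 ratio of Foxa2 null to wild-type (vertical axis) of the genes of each chromosome (horizontal axis, GRCm38.p6) on U74Av2 and MOE430v2. Chromosome 8 lies at 0.32 and 0.35, and the other chromosomes shown lie between -0.04 and 0.03. The Y chromosome, with 4 and 9 genes, is not shown (0.12 and 0.21).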

Our *Foxa2 *mutant microarrays also detected many up-regulated genes (data not shown), which could represent putative target genes repressed by Foxa2. There is evidence that Foxa2 acts as a repressor [31], however in our experiments these results are confounded and would be difficult to analyze. This is because a *Foxa2 *mutant epiblast derived by tetraploid complementation does not displace its wild-type VE, and when compared to a wild-type epiblast that *does *displace its VE, the mutant appears to be highly enriched for VE markers (data not shown); this makes it impossible to distinguish between genuine up-regulated genes, and genes up-regulated due to VE enrichment. Accordingly, we focused on the genes with reduced levels in *Foxa2 *mutant embryos, and could identify a number of known markers of the node, AME and DE (Table 1). 

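Apob, which carries lipids in lipoproteins, had a log2 ratio of Foxa2 null to wild-type of 0.60 on U74Av2 and 0.71 (standard error 0.18, adjusted p = 0.154 by limma with Benjamini-Hochberg, n = 2 pools) on MOE430v2. The endocytic receptor Cubn had ratios of 0.48 and 0.52, and Mttp, which loads lipid onto lipoproteins, of 1.02 and 0.38. Afp, a serum protein secreted by the visceral endoderm, was at -0.48 on U74Av2 and 0.43 on MOE430v2. Of a textbook list of 22 visceral endoderm genes, 14 of the 18 tested on U74Av2 were above 0 (median 0.30) and 18 of the 21 tested on MOE430v2 (median 0.24). By limma, 0 of these passed the threshold on either platform (7 and 9 at an unadjusted p under 0.05), and adjusted over the list alone 0 and 3 were higher. As a set the list was higher than the other genes by camera (adjusted p = 0.0011 on U74Av2 and 8.5e-05 on MOE430v2), with adjusted p = 0.62 and 0.57 with an estimated correlation. Without Foxa2 null pool 1 the medians were 0.09 and 0.13 and the set calls were lost. Without Foxa2 null pool 2 the medians were 0.64 and 0.45. Over the alternatives tried the adjusted p reached 0.62 and 0.57. The lists for other extra-embryonic tissues gave no set call with no block: medians on the 2 platforms were 0.47 and -0.02 for trophoblast (camera adjusted p = 0.26 and 0.15, 0.039 and 0.044 with the replicate block and 0.62 and 0.57 with an estimated correlation; the MOE430v2 mean was 0.24), -0.02 and -0.11 for parietal endoderm (0.72 and 0.27), and 0.01 and 0.02 for primitive blood (0.48 and 0.87).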

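Of the 7 known node and notochord genes of Table 1 tested on U74Av2, all were below 0, with a median log2 ratio of -0.94. By limma, 1 of them was lower at an adjusted p under 0.05, and 6 were lower adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Of the 9 known definitive endoderm genes tested, all were below 0 (median -0.77), 1 was lower, and 6 were lower adjusted over the list alone, again not independent evidence. Both lists were lower than the other genes by camera (adjusted p = 1.8e-07 and 5.6e-08), with adjusted p = 0.34 for each with an estimated correlation. Textbook genes that the study did not choose gave other values. Foxj1, a transcription factor for motile cilia, which the node carries, had a log2 ratio of -1.12 (standard error 0.24, adjusted p = 0.138) on U74Av2. The Bmp antagonist Nog was at -0.03 and the homeobox gene Lhx1 at 0.08. Over 5 textbook node and notochord genes the median was -0.03 (mean -0.25, camera adjusted p = 0.34). Over 7 textbook definitive endoderm genes it was 0.06 (adjusted p = 0.72), with Dkk1, a Wnt antagonist, at -0.63 and the endoderm factors Hhex and Gata6 at 0.04 and 0.25. The paper describes the mutant as keeping its visceral endoderm, and which genes of this list that tissue also expresses was not tested. The list therefore cannot show whether definitive endoderm genes were unchanged. On MOE430v2 the same textbook lists had medians of -0.32 (11 genes, adjusted p = 0.14) and -0.29 (10 genes, adjusted p = 0.27). A probe set that names Pkd1l1, a cilium protein of the node, fell by 2.20 there (standard error 0.26, adjusted p = 0.0117 by limma). It is not among the called probe sets that name a single gene, so it may measure other genes too. It counts in the list of 11 genes. On this platform some probe sets, such as that of T, were matched to their gene through Additional File 5, which the study drew from these samples. Whether this probe set was is not settled here, so it and its part in the median are not taken as independent evidence. Foxj1 was at -0.57 and Lhx1 at 0.87 on MOE430v2.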

A number of these known markers were also previously validated in the literature as being reduced or absent in *Foxa2 *null embryos (Table 1).

**Table 1:** Summary of node, notochord, and DE genes with reduced expression in *Foxa2 *mutants.

Expression Group	Gene Symbol	Microarray* (MGU74v2A)	Microarray* (MOE430v2)	Q-PCR*	Reduced expression in Foxa2 mutants by whole mount in situ hybridization
Known node and/or notochord markers	Foxd4	-2.80	-3.74	-4.64	Compare Figures 2A and 2D (n = 6/6) Ref: [34]
	Foxa1	-1.18	-1.56	-1.69	Ref: [10]
	T	-0.90	-0.78	-1.43	Ref: [10-12]
	Foxa2	-1.28	-0.87	--	--
	Shh	--	-1.43	--	Ref: [10-12,38]
	Car3	--	-1.55	--	--
	Cthrc1	--	-1.45	--	--
	Chrd	--	-1.49	--	--
	Tmprss2	--	-0.36	--	--
	Dynlrb2	--	-0.69	--	--

Novel node and/or notochord markers	Gal	-0.93	-1.58	-3.32	Compare Figures 2B and 2E (n = 7/7)
	Prnp	-0.65	-0.76	-0.30	Data not shown (n = 3/3)
	Pim1	-0.63	-1.68	--	--
	Smoc1	-0.20	-0.68	--	--
	Gstm5	-0.48	--	--	--
	Cyb561	-0.40	--	--	--
	1700027A23Rik	--	-1.01	--	--
	Josd2	--	-1.04	--	--
	Mlf1	--	-0.87	--	--
	1700009P17Rik	--	-1.26	--	--

Known DE markers	Sox17	-0.83	-0.87	-0.58	--
	Cer1	-1.40	-1.87	-2.32	Ref: [38]
	Foxa2	-1.28	-0.87	--	--
	Foxa1	-1.18	-1.56	-1.69	Ref: [10]
	Trh	-0.65	-0.79	--	--
	Shh	--	-1.43	--	Ref: [10-12,38]
	Gprc5c	--	-1.64	--	--
	Cyp26a1	--	-0.40	--	--
	Tmprss2	--	-0.36	--	--
	Cpn1	--	-0.79	--	--

Novel DE markers	Cldn4	-0.60	--	-0.40	Ref: (Burtscher & Lickert, 2008, manuscript submitted)
	Itga3	-0.58	--	-0.60	Compare Figures 2C and 2F (n = 4/4)
	Cpm	--	-2.45	--	--
	Efhd2	--	-0.64	--	--
	Ppp1r14a	--	-0.90	--	--

* values are log_2 _transformed ratios of *Foxa2 *mutant pools over wild type

Abbreviation: DE, definitive endoderm

We found *Foxa1 *transcript, another forkhead transcription factor that follows *Foxa2 *expression in the AME and DE [7-9], was reduced in the *Foxa2 *null embryo. This is consistent with previous data that showed *Foxa1 *is reduced in both *Foxa2 *null embryos [10] and embyroid bodies (EBs) derived from *Foxa2 *null ES cells [32]. 

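The log2 signal of Foxa1 on U74Av2 was 6.43 ± 0.04 (SD, n = 2 pools) in wild-type and 4.96 ± 0.09 in Foxa2 null pools. The log2 ratio was -1.46 (standard error 0.26, adjusted p = 0.0994) by limma with Benjamini-Hochberg adjustment, so the difference exceeded the spread between pools and did not pass the threshold over all probe sets. All 4 comparisons of a Foxa2 null with a wild-type array were below 0. Averaged over both platforms, Foxa1 fell by 1.50 (standard error 0.21, adjusted p = 0.0119).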

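T encodes a T-box transcription factor of mesoderm formation. Its log2 signal on U74Av2 was 9.66 and 10.34 in the wild-type pools and 8.56 and 9.67 in the Foxa2 null pools, so 3 of 4 comparisons of a Foxa2 null with a wild-type array were below 0. The log2 ratio was -0.88 (standard error 0.34, adjusted p = 0.418) by limma with Benjamini-Hochberg, and the spread between the Foxa2 null pools (SD 0.79) was close to the difference. The ratio was -1.44 without Foxa2 null pool 2 and -0.33 without Foxa2 null pool 1, fits in which the spread between Foxa2 null pools is not measured. With the replicate number as a block, adjusted p was 0.00175.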

We also found reduction of *Brachyury *(*T*) levels, which is expressed in the PS, node and AME at E7.5 [33]. This is consistent with loss of *Brachyury *expression specifically in the node and AME, but not PS, of tetraploid-derived *Foxa2 *null embryos at E7.5 [12]. 

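Foxd4, a forkhead transcription factor, had a log2 signal on U74Av2 of 6.85 ± 0.02 (SD, n = 2 pools) in wild-type and 4.07 ± 0.19 in Foxa2 null pools. It fell by 2.79 (standard error 0.29, adjusted p = 0.0164 by limma with Benjamini-Hochberg), and no other single-gene probe set past the threshold decreased more except that of H2-K2, a histocompatibility gene, at -3.17 (standard error 0.35, adjusted p = 0.0182). Leaving out any pool in turn, Foxd4 remained past the threshold, with ratios between -2.92 and -2.65.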

One of the most highly down-regulated genes in the *Foxa2 *null data set was *Foxd4 *(formerly *fkh-2*). *Foxd4 *expression is completely lost in the axial midline of *Foxa2 *null embryos at E8.5 and is also slightly reduced in the anterior neuroectoderm (ANE) [34]. We confirmed that expression of *Foxd4 *in the node and AME at E7.5 was absent in *Foxa2 *null embryos (compare Figures 2A and 2D; n = 6/6). In addition to known markers of the node and AME, we also found DE markers *Sox17 *[35], *Trh *[25,36] and *Cer1 *[37] were reduced in *Foxa2 *null embryos, consistent with previous data that showed loss of *Foxa2 *in the epiblast leads to reduction of *Cer1 *[38]. 

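Cer1, a secreted antagonist of Nodal, Bmp and Wnt proteins, had a log2 signal on U74Av2 of 8.00 ± 0.34 (SD, n = 2 pools) in wild-type and 6.18 ± 0.22 in Foxa2 null pools. It fell by 1.82 (standard error 0.23, adjusted p = 0.0313 by limma with Benjamini-Hochberg), and remained past the threshold without each pool in turn. Sox17, a transcription factor of endoderm formation, had a log2 ratio of -0.73 (standard error 0.22, adjusted p = 0.253), and Trh, the precursor of thyrotropin-releasing hormone, of -0.77 (standard error 0.22, adjusted p = 0.247). For both, all 4 comparisons of a Foxa2 null with a wild-type array were below 0 and the difference did not pass the threshold.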

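Cdx1, a homeobox factor of axial patterning, had log2 ratios of -1.51 (standard error 0.31, adjusted p = 0.13) on U74Av2 and -2.08 (standard error 0.26, adjusted p = 0.0151) on MOE430v2 by limma with Benjamini-Hochberg, n = 2 pools per genotype. On MOE430v2 its log2 signal was 10.80 ± 0.21 (SD) in wild-type and 8.71 ± 0.58 in Foxa2 null pools. This call was lost without wild-type pool 1 (adjusted p = 0.0788) and without wild-type pool 2 (0.0698), within a range of 2.06e-11 to 0.0788 over the alternatives tried. On U74Av2 the ratio was -2.01 without Foxa2 null pool 1 and -1.02 without pool 2. With the replicate number as a block, its adjusted p there was 0.000132. Averaged over both platforms, Cdx1 fell by 1.80 (standard error 0.25, adjusted p = 0.0119).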

Finally, we also detected reduction in genes strongly expressed in the DE as well as in other germ layers, such as *Arg1 *and *Cdx1 *[25].

**Figure 2:**
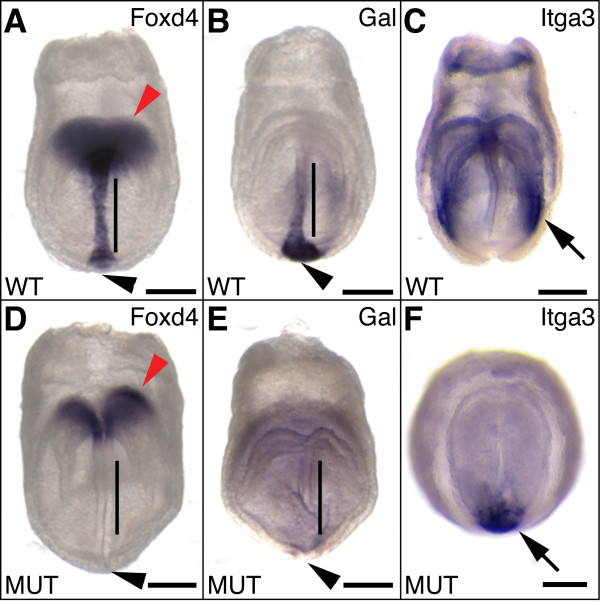
**Validation of genes reduced in the *Foxa2* mutant by whole mount *in situ* hybridization.** (A-C) Wild-type and (D-F) *Foxa2* mutant embryos at E7.75. (A, D) *Foxd4* expression is absent from node and AME, and reduced in the ANE in mutant embryos compared to wild-type. (B, E) *Gal* is completely absent from node, AME and PS in the mutant embryos compared to wild-type. (Note: the *Foxa2 *mutant embryo in (E) has some background signal due to over-staining to detect any residual *Gal* expression). (C, F) *Itga3* is severely reduced in the mutant embryo compared to wild-type and is only expressed in a small area around the APS. Black arrowheads indicate node; black lines indicate AME; red arrowheads indicate ANE; black arrows indicate DE. Scale bars are 200 μm.

To provide further validation of the microarray results, we performed quantitative real-time PCR (Q-PCR) on third biological replicate pools of wild-type and *Foxa2 *mutant embryos. We confirmed that the known node, AME and DE markers described above (*Foxa1*, *T*, *Foxd4*, *Sox17*, *Cer1*; Table 1 and Additional File 1) had reduced levels in the *Foxa2 *mutant embryo.

Reduction of these known markers provided evidence that our microarray-based screen could detect changes in transcripts specific to organizer-derived tissues at E7.5.

### Whole mount *in situ *hybridization screening: Phase I

Based on the presence of known node, AME or DE markers among the most highly down-regulated genes in the *Foxa2 *null embryo (Table 1), we selected further genes for expression analysis by whole mount *in situ *hybridization. 

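The U74Av2 probe sets of Additional File 2, which the study chose on these samples, number 137, and all had a log2 ratio below 0, with a median of -0.84. They include probe sets for Dll1, a Notch ligand, at -0.78 (standard error 0.16), and Aldh1a2, which makes retinoic acid, at -1.07 (standard error 0.30). In 122 of them (89.1%) the Foxa2 null array was lower in all 4 comparisons, and 113 were at least 1.5-fold lower in the mean. By limma with Benjamini-Hochberg, 12 of the 129 tested were lower at an adjusted p under 0.05, and 94 were lower adjusted over the list alone, which is not independent evidence. Over all probe sets tested, 172 were at least 1.5-fold lower in every one of the 4 comparisons, against 119 higher. The other splits of the 4 arrays into pairs gave 47 and 56 lower and 80 and 38 higher, a direction that is arbitrary for these splits, and the splits are too few to exclude chance or not. Leaving out 1 pool, which asks for fewer comparisons to pass, this count rose to 373 (without wild-type pool 1), 426 (wild-type pool 2), 384 (Foxa2 null pool 1) and 589 (Foxa2 null pool 2).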

In the first phase of our screen, we analyzed genes based on the criteria that they were significantly reduced in the *Foxa2 *null embryo (≥ 1.5 fold decrease, as detected by the U74Av2 array) and did not have previously published expression patterns as early as E7.5 (n = 106, after removing redundancies; Additional File 2). After completing the first round of screening, we found the frequency of novel, regionally specific patterns was 13% (n = 14/106), which was on par with previous gene expression screens at the same stage of embryonic mouse development (e.g. Sousa-Nunes and colleagues found 18%; n = 29/160 [23]). The frequency of regionally specific genes with a ≥ 1.5 fold decrease in the *Foxa2 *null mutant more than doubles if the known (n = 24) and novel (n = 14) expression patterns in the data set are considered together (29%; n = 38/131; Additional File 2).

In this initial phase of the screen we found three genes with novel expression domains in the node and/or AME: *Gal *(Figures 3A, 3B), *Pim1 *(Figures 3C, 3D), and *Prnp *(Figure 3E). 

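Gal, the neuropeptide galanin, had a log2 signal on U74Av2 of 7.82 ± 0.00 (SD, n = 2 pools) in wild-type and 6.43 ± 0.39 in Foxa2 null pools. The log2 ratio was -1.39 (standard error 0.23, adjusted p = 0.0706), and on MOE430v2 it was -1.59 (standard error 0.28, adjusted p = 0.0548), both by limma with Benjamini-Hochberg. Gal passed the threshold after median centring (0.0332 and 0.0475) and with an offset before log2 on MOE430v2 (0.0411). It also passed with the replicate number as a block (0.000504 and 1.9e-06). Without Foxa2 null pools 1 and 2 its ratio was -1.12 and -1.67 on U74Av2, and -1.16 and -2.02 on MOE430v2. Another Gal probe set on U74Av2 had a ratio of 0.11. Prnp, the prion protein, had ratios of -0.95 (standard error 0.18, adjusted p = 0.101) and -0.76 (standard error 0.18, adjusted p = 0.135), with another MOE430v2 probe set at -0.02. Pim1, a serine/threonine kinase, had ratios of -0.74 (standard error 0.19, adjusted p = 0.197) and -0.27 (standard error 0.19, adjusted p = 0.616), with other probe sets at -0.35 on U74Av2 and -0.37 on MOE430v2. Averaged over both platforms, Gal fell by 1.49 (standard error 0.22, adjusted p = 0.014) and Prnp fell by 0.86 (standard error 0.15, adjusted p = 0.0266).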

*Gal *(*galanin*) encodes a peptide hormone that controls various biological activities [39], and is expressed in the node, AME, and PS at E7.5 (Figures 2B, 3A, and 3B). We confirmed that *Gal *was completely absent in *Foxa2 *mutant embryos (compare Figures 2B and 2E; n = 7/7). *Gal *has an intriguing expression pattern in the PS, which is first observed in the most posterior and medial region of the streak before it bifurcates, and is then expressed more laterally in the posterior mesoderm (Additional File 3). At E9.0 *Gal *is weakly expressed in the heart and posterior notochord (Additional File 3). *Pim1 *(*proviral integration site 1*) is a serine/threonine kinase [40], and is expressed in the node and PS at E7.5 (Figures 3C, 3D), after which its expression becomes widespread at E8.5 (Additional File 3). We found *Prnp*, the gene that encodes prion protein, is expressed specifically in the node at E7.75 (Figure 3E). This was much earlier in development than was previously reported, which described initial onset in the mouse embryo at E9.5 [41]. Third replicate pool validation of *Gal *and *Prnp *levels using Q-PCR confirmed their reduction in *Foxa2 *null embryos (Table 1 and Additional File 1). We also identified genes that, although widespread at E7.75, had an obvious and strong expression domain in the node (*Igfbp5 *and *Ppp1r1a*; Additional File 3).

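Igfbp5 binds insulin-like growth factors. Its log2 signal on U74Av2 was 8.20 ± 0.78 (SD, n = 2 pools) in wild-type and 7.05 ± 0.24 in Foxa2 null pools, with a log2 ratio of -1.15 (standard error 0.33, adjusted p = 0.243) by limma with Benjamini-Hochberg. On MOE430v2 the ratio was -1.40 (standard error 0.37, adjusted p = 0.177), while another probe set of the gene there was at -0.03. The Igfbp5 ratio was -1.70 on U74Av2 without wild-type pool 2 and -1.86 on MOE430v2 without Foxa2 null pool 1. Without wild-type pool 1 the ratios were lower in size, -0.60 on U74Av2 and -0.87 on MOE430v2, and on MOE430v2 without Foxa2 null pool 2 -0.94. Ppp1r1a, an inhibitor of protein phosphatase 1, had ratios of -0.59 (standard error 0.28, adjusted p = 0.545) and -0.65 (standard error 0.25, adjusted p = 0.342). Its MOE430v2 ratio was -1.02 and -0.28 without wild-type pools 1 and 2, and -0.69 and -0.60 without Foxa2 null pools 1 and 2. With all 4 arrays and no replicate block, neither gene passed the threshold on either platform. With the replicate number as a block, Igfbp5 passed by limma on U74Av2 (adjusted p = 0.00269) and MOE430v2 (1.11e-06). Ppp1r1a then passed on MOE430v2 (adjusted p = 0.0466).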

**Figure 3:**
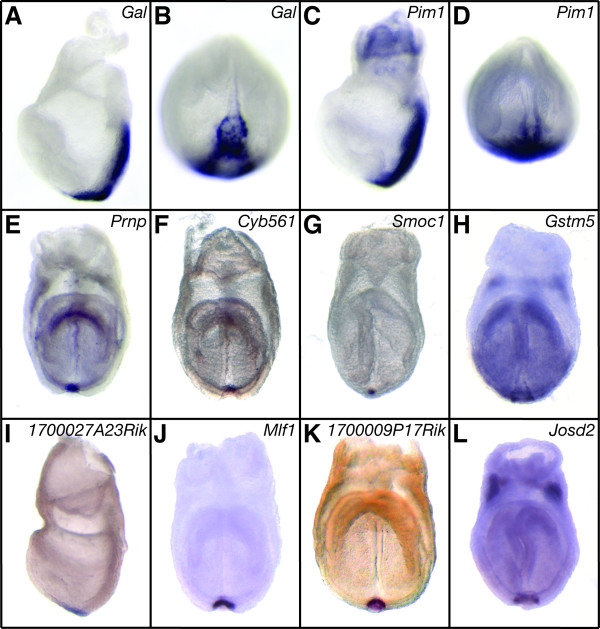
**Genes we identified that are expressed in the node at E7.5**. (A, B) *Gal *and (C, D) *Pim1 *are expressed in the PS and node. (E) *Prnp*, (F) *Cyb561*, (G) *Smoc1*, (I) *1700027A23Rik*, (J) *Mlf1*, (K) *1700009P17Rik*, and (L) *Josd2 *are all specifically expressed in the node (Note: later at E7.75, *Smoc1 *is expressed in the node and more broadly in the mesoderm; Additional File 3). (H) *Gstm5 *has widespread expression throughout the embryo, but is expressed strongly in the periphery of the node. (A, C, I) lateral view, anterior left; (B, D) distal view, anterior top; (E-H, J-L) anterior view.

The two novel DE expression patterns that were revealed in the first phase of the screen were *Cldn4 *and *Itga3*. 

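Cldn4, a tight junction protein, had a log2 signal on U74Av2 of 6.63 ± 0.24 (SD, n = 2 pools) in wild-type and 5.92 ± 0.59 in Foxa2 null pools, a log2 ratio of -0.70 (standard error 0.31, adjusted p = 0.505) by limma with Benjamini-Hochberg. Without Foxa2 null pool 1 the U74Av2 ratio was -1.12 and without Foxa2 null pool 2 it was -0.29. On MOE430v2 the ratio was -0.22 (standard error 0.24, adjusted p = 0.753). Itga3, a laminin-binding integrin subunit, had ratios of -0.77 (standard error 0.27, adjusted p = 0.35) and -0.43 (standard error 0.20, adjusted p = 0.438), and another probe set of the gene on U74Av2 was at -0.38. On both platforms all 4 comparisons of a Foxa2 null with a wild-type array were below 0 for Cldn4 and Itga3, and neither gene passed the threshold.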

*Cldn4 *(*claudin 4*) encodes a tight junction protein that is expressed in the anterior DE and extra-embryonic regions at E7.25, then in lateral DE and the foregut pocket at E7.75 (Figures 4A, 4B). *Cldn4 *is restricted to the gut endoderm and otic vesicle from E8.5–9.0 (Figures 4C, 4D). Reduction of *Cldn4 *has been observed in whole mount *Foxa2 *null embryos (Burtscher & Lickert, 2008, manuscript submitted). A large-scale embryonic gene expression screen previously identified *Cldn4 *and *Cldn6 *as regionally restricted genes, but only *Cldn6 *was described and shown at E9.5 as being expressed in the endoderm and otic vesicle [42]. *Cldn6 *was also one of two DE genes identified in a subtractive cDNA screen at E7.5 [23]. Furthermore, *Cldn9 *was identified in a SAGE-based screen to identify genes enriched in the DE [25]. This raises the possibility that at least part of the large *claudin *gene family may have important and therefore redundant functions in the endoderm. *Itga3 *(*integrin alpha 3*) is strongly expressed in a lateral region of the DE at E7.5 (Figure 2C). *Itga3 *is expressed throughout the notochord and gut endoderm at E8.5 (Figure 4E and data not shown). We confirmed *Itga3 *was reduced in *Foxa2 *null embryos (compare Figures 2C and 2F; n = 4/4). Interestingly, one of the four mutants examined still expressed some *Itga3 *in a small patch at the anterior primitive streak (APS; Figure 2F). This is consistent with previous results that showed endoderm-like cells form in tetraploid chimeric *Foxa2 *mutant embryos, which accumulate in the APS region due to failure of epithelialization (Burtscher & Lickert, 2008, manuscript submitted). Reduction of *Cldn4 *and *Itga3 *levels in *Foxa2 *mutant embryos was confirmed using Q-PCR (Table 1 and Additional File 1). 

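Gpx2, a glutathione peroxidase of epithelia, had a log2 ratio of -1.07 (standard error 0.25, adjusted p = 0.165) on U74Av2 and -2.33 (standard error 0.57, adjusted p = 0.145) on MOE430v2 by limma with Benjamini-Hochberg, n = 2 pools per genotype. On MOE430v2 the ratio was -3.22 without Foxa2 null pool 2 and -1.43 without Foxa2 null pool 1. Averaged over both platforms, Gpx2 fell by 1.70 (standard error 0.34, adjusted p = 0.036). Galt, an enzyme of galactose metabolism, had ratios of -0.88 (standard error 0.23) and -0.37 (standard error 0.16), and Cd276, an immune regulatory surface protein, of -0.58 (standard error 0.17) and -0.52 (standard error 0.17). The secreted protease inhibitor Wfdc2 had ratios of -0.51 (standard error 0.18) and -0.53 (standard error 0.16), and the phospholipase Pla2g7 of -0.51 (standard error 0.37) and -0.73 (standard error 0.34). The Pla2g7 ratio ranged from -0.76 to -0.25 on U74Av2 and from -1.17 to -0.28 on MOE430v2 with each pool left out in turn. Raet1e, a ligand of an activating receptor of natural killer cells, was at -0.62 (standard error 0.24) on U74Av2. With all 4 arrays and no replicate block, none of the 6 genes passed the threshold on a single platform, and adjusted p by limma lay between 0.145 and 0.729. With the replicate number as a block, Gpx2 passed by limma on both platforms (adjusted p = 0.0187 and 0.000618) and Galt on U74Av2 (0.0222). Cd276 (adjusted p = 0.0497) and Wfdc2 (0.0138) then passed on MOE430v2.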

We also found a number of genes that had weak to no staining at E7.5, but that showed endoderm expression at E8.5 (*Cd276*, *Galt*, *Gpx2*, *Pla2g7*, *Raet1e*, *Wfdc2*; Additional File 3); because the E7.5 microarray screen detected these genes as being significantly reduced, we took this to mean the *in situ *hybridization lacked sufficient sensitivity at this earlier stage.

**Figure 4:**
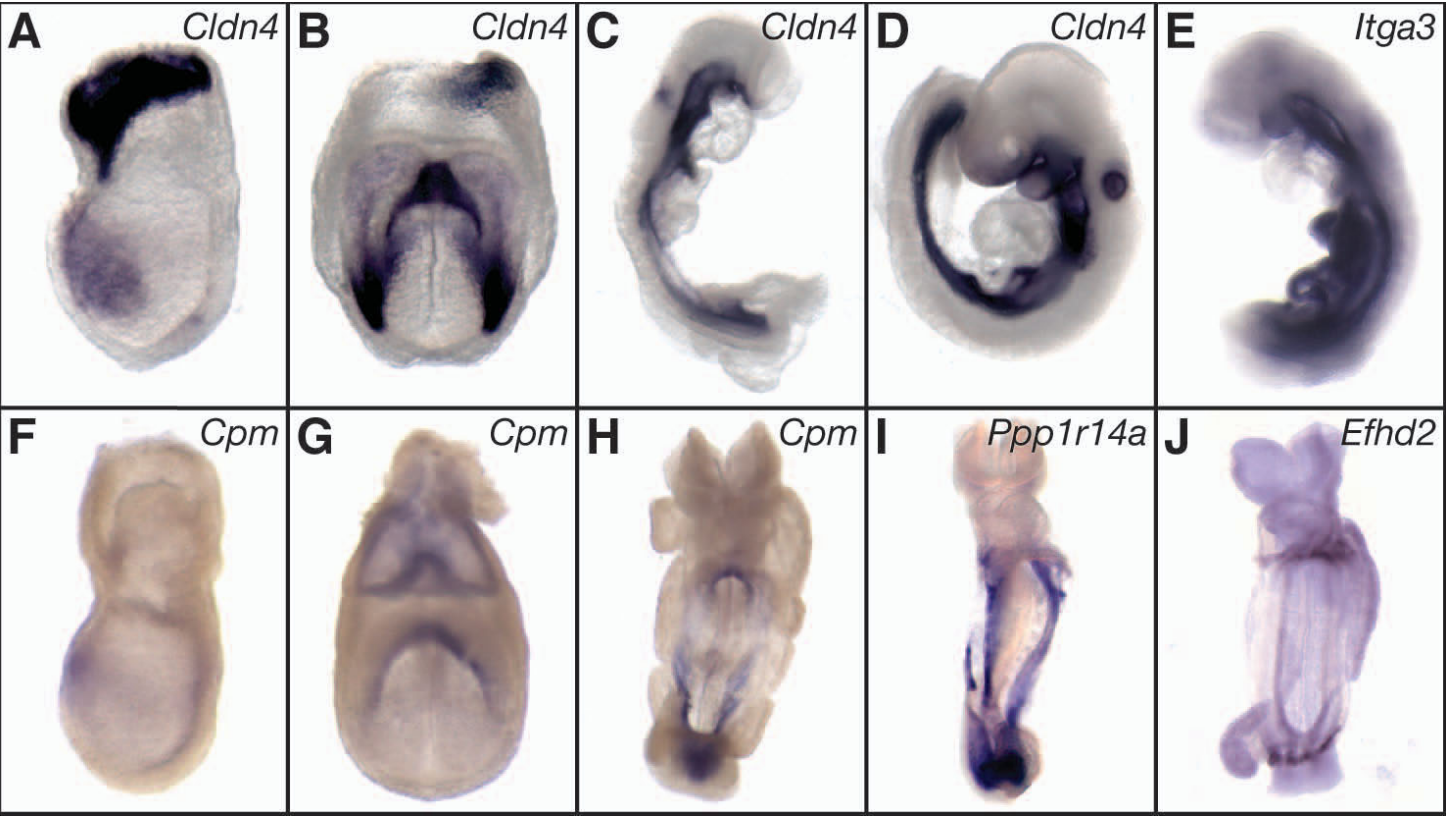
**Genes we identified that are expressed in the DE**. (A) *Cldn4 *is expressed in the anterior DE and in extra-embryonic regions at E7.25, (B) in the foregut pocket, lateral DE, and 37 extra-embryonic regions at E7.75, (C-D) and in the gut endoderm and otic vesicle from E8.5–9.0. (E) *Itga3 *is strongly expressed throughout the gut endoderm at E8.5. (F) *Cpm *is expressed in the anterior DE at E7.5, (G) strongly in the foregut pocket and throughout the DE at E7.75, (H) and in the ventral aspect of the gut at E8.5 (Note: at longer exposure, *Cpm *can be seen in more DE cells; Additional File 3). (I) *Ppp1r14a* is expressed in the ventral aspect of the gut at E8.5. (J) *Efhd2* is highly expressed in the rostral foregut and caudal hindgut at E8.5. (A, F) lateral view, anterior left; (B, G) anterior view; (C-E) lateral view; (H-J) ventral view.

Although the first phase of our screen identified a number of genes with expression specifically in the node at E7.5, we wondered if our ability to detect reduction in node-specific transcripts was at the limit of the microarray's sensitivity. We considered this because the node is a very small tissue at E7.5 (~100 cells [4]), and therefore must contribute only a tiny fraction of the total embryonic RNA at this stage. Given that node-specific genes could be present in the group of down-regulated genes with a less than 1.5 fold change in the *Foxa2 *mutant, we decided to examine a number of genes that fell below this threshold. We screened 46 genes that fell below the threshold, and found one additional gene expressed in the endoderm (*Igfbp3*; Additional Files 3 and 4), and three expressed in the node at E7.5; these were *Cyb561 *(*cytochrome b-561*; Figure 3F), *Smoc1 *(*SPARC related modular calcium binding 1*; Figure 3G), and *Gstm5 *(*glutathione S-transferase, mu 5*; Figure 3H). 

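Igfbp3, which binds insulin-like growth factors, had a log2 ratio on U74Av2 of 0.26 (standard error 0.27, adjusted p = 0.822) by limma with Benjamini-Hochberg and on MOE430v2 of -0.34 (standard error 0.21, adjusted p = 0.569), n = 2 pools per genotype. Gstm5, a glutathione S-transferase, had ratios of -0.47 (standard error 0.14, adjusted p = 0.251) and -0.42 (standard error 0.12, adjusted p = 0.22), and 3 other U74Av2 probe sets of the gene were at -0.54, 0.12 and 0.13. Cyb561, an electron carrier of secretory vesicles, had ratios of -0.65 (standard error 0.19, adjusted p = 0.251) and -0.05 (standard error 0.31, adjusted p = 0.965). Smoc1, a secreted calcium-binding matrix protein, was at -0.24 (standard error 0.31, adjusted p = 0.86) on U74Av2, where the wild-type pools differed by an SD of 0.71, and at -0.68 (standard error 0.19, adjusted p = 0.208) on MOE430v2. Without wild-type pool 1 its U74Av2 ratio was 0.26. By quantitative PCR on separate pools, the paper's supplement gives a higher Smoc1 level in Foxa2 null than in wild-type embryos. Of the 46 probe sets of Additional File 4, chosen on these samples, 45 were below 0 (median -0.38) and 37 were lower in all 4 comparisons. By limma, 0 of the 46 passed the threshold, and 3 did adjusted over the list alone, which is not independent evidence.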

The frequency of regionally specific transcripts we found in this set was slightly lower than the first phase of the screen (9%; n = 4/46). Together these results suggested that our screening threshold was appropriately set for larger tissues in the gastrula embryo, such as the AME and DE, but that very small tissues, such as the node, were near the limit of detection in our experimental design.

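For the further node and notochord genes of Table 1, all 8 tested on U74Av2 were below 0, with a median log2 ratio of -0.70, from -1.39 for Gal to -0.24 for Smoc1. Josd2, a deubiquitinating enzyme, was at -0.56 (standard error 0.23), and Mlf1, a cytoplasmic and nuclear factor of blood and ciliated cells, at -1.11 (standard error 0.54) with an SD between Foxa2 null pools of 1.02. By limma, 0 of the 8 genes passed the threshold over all probe sets and 5 did adjusted over the list alone, which is not independent evidence because these samples served to choose the list. The list was lower than the other genes by camera (adjusted p = 1.8e-07), with adjusted p = 0.34 with an estimated correlation. Of the further definitive endoderm genes of Table 1, 3 were tested, with a median of -0.70 (camera adjusted p = 0.16). From the share of regionally specific genes found under each threshold, the paper proposes that its threshold suited larger tissues and that the node lay near the limit of detection.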

### Whole mount *in situ *hybridization screening: Phase II

To expand on the screen performed using the U74Av2 arrays, we rehybridized the same biological samples to the upgraded whole genome MOE430v2 arrays. 

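On the MOE430v2 arrays, Foxa2 itself had a log2 signal of 9.62 and 10.17 in the wild-type pools and of 8.96 and 9.06 in the Foxa2 null pools, with a log2 ratio of -0.88 (standard error 0.21, adjusted p = 0.141) by limma with Benjamini-Hochberg. It is not known whether this probe set lies in the deleted part of the gene, and the Foxa2 null pools also held wild-type visceral endoderm. The deposited MOE430v2 values are MAS5 intensities with a trimmed mean of 500 on each array, before the loess step that the methods describe. They were taken to log2 and normalized here between the 4 arrays by cyclic loess. Leaving out 64 control probe sets and the lowest 30% by mean signal left 31526 of 45037 probe sets, for 14180 genes. The paper's test, a Wilcoxon test on single probes, needs probe-level values, which are not analysed here, and limma's test took its place. By this test 77 probe sets were lower at an adjusted p under 0.05 and 1915 at an unadjusted p under 0.05, while for all probe sets of either direction chance gives 1576. Limma without a trend of the variance with the signal called 0 (3068 of either direction at an unadjusted p under 0.05). The 77 lower probe sets became 20 without wild-type pool 1, 14 without wild-type pool 2, 117 without Foxa2 null pool 1 and 155 without Foxa2 null pool 2. Among them were Mest, a hydrolase-like protein expressed from 1 parental copy, which fell by 2.33 (standard error 0.12, adjusted p = 0.000284), and Rpgrip1, a cilium transition zone protein, which fell by 1.84 (standard error 0.16, adjusted p = 0.00434). Tia1, Golt1b and Imp4 fell by 4.60, 3.63 and 3.22, and other probe sets of these genes had medians of 0.16, -0.64 and 0.18.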

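Genes represented on both platforms were compared by their log2 ratios, 1 probe set per gene. Averaged over the platforms, Foxa2 fell by 1.07 (standard error 0.20, adjusted p = 0.0319 by limma with Benjamini-Hochberg, n = 2 pools per genotype), Foxd4 by 3.24 (standard error 0.42, adjusted p = 0.0119) and Cer1 by 1.65 (standard error 0.23, adjusted p = 0.0119). Shh, the secreted hedgehog ligand, fell by 1.19 (standard error 0.23, adjusted p = 0.0324). Of 5938 genes, 64 were lower and 79 higher at an adjusted p under 0.05, and 467 and 440 at an unadjusted p under 0.05. The lower genes numbered 30 and 33 without wild-type pools 1 and 2 and 113 and 138 without Foxa2 null pools 1 and 2, and the higher genes 30, 23, 103 and 130. Across genes, which are not independent replicates, the ratios on the platforms had a Pearson correlation of 0.40 and a Spearman correlation of 0.38, and 63.4% had the same sign. Of 201 genes past 1.5-fold on both platforms, 176 had the same sign, 102 of them lower and 74 higher.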

The newer arrays had much greater coverage of the mouse transcriptome, however the probe sets were also completely redesigned, so we could not directly compare overlapping data from the two platforms. We did find that the MOE430v2 arrays measured the same reduction in known node, AME and DE markers as the U74Av2 arrays (*Foxa2*, *Foxa1*, *Foxd4*, *T, Sox17*, *Cer1*, *Trh*; Table 1). 

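On MOE430v2, Foxa1 had a log2 signal of 9.09 ± 0.03 (SD, n = 2 pools) in wild-type pools and of 7.65 and 7.45 in the Foxa2 null pools and fell by 1.54 (standard error 0.24, adjusted p = 0.0341 by limma with Benjamini-Hochberg). Its adjusted p was 0.137 without wild-type pool 1, 0.158 without wild-type pool 2 and 0.0507 without Foxa2 null pool 2, within a range of 7.94e-05 to 0.158 over the alternatives tried. Foxd4 had a ratio of -3.70 (standard error 0.73, adjusted p = 0.0768), with log2 signals of 7.22 and 4.41 in the Foxa2 null pools. It passed the threshold with an offset before log2 (0.0315) and with the replicate number as a block (9.32e-09). Its ratio was -5.10 without Foxa2 null pool 1 and -2.29 without pool 2, fits in which the spread between Foxa2 null pools is not measured. Cer1 was at -1.49 (standard error 0.30, adjusted p = 0.0824), T at -0.79 (standard error 0.27, adjusted p = 0.293) and Trh at -0.79 (standard error 0.32, adjusted p = 0.37). Without Foxa2 null pool 2 their ratios were -1.84, -1.25 and -1.34, and without Foxa2 null pool 1 they were -1.13, -0.33 and -0.25. With the replicate number as a block, adjusted p was 4.02e-08 for Cer1, 3.2e-07 for T and 0.000168 for Trh. Sox17 had a ratio of -0.87 (standard error 0.21, adjusted p = 0.135). All of these genes were below 0 in all 4 comparisons except Trh, which was below 0 in 3. Of the 10 known node and notochord genes on MOE430v2, all were below 0 (median -1.44), 3 were lower by limma, and 9 were lower adjusted over the list alone, which is not independent evidence. For the 10 known definitive endoderm genes the median was -0.87, with 2 lower and 10 adjusted over the list alone, also not independent evidence. By camera the lists were lower (adjusted p = 3.6e-12 and 1.7e-11), with adjusted p = 0.23 for each with an estimated correlation.

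**Figure D2:**
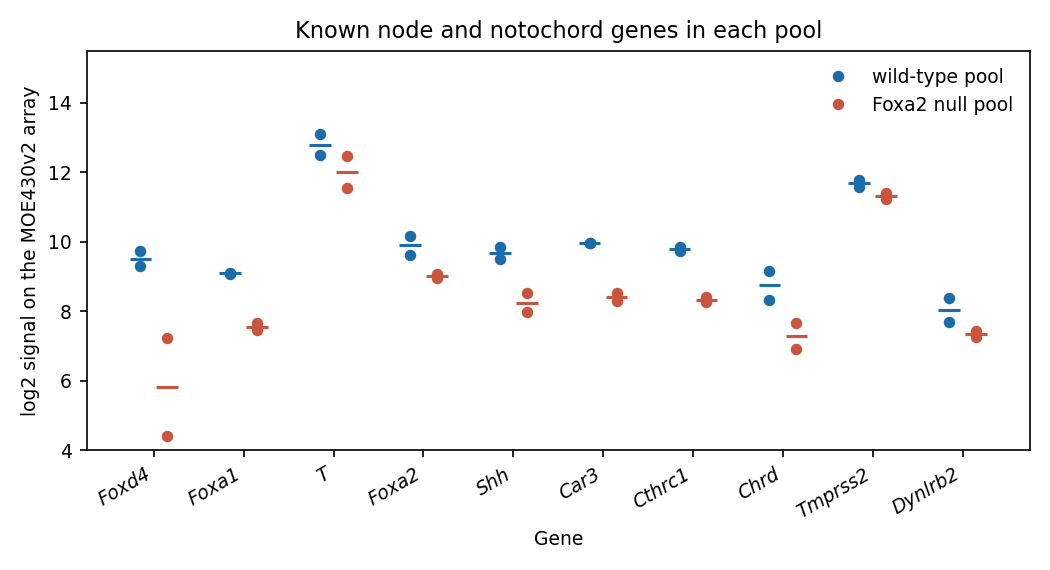
Log2 MOE430v2 signal (vertical axis) of the 10 known node and notochord genes of Table 1 (horizontal axis) in each of 2 wild-type and 2 Foxa2 null pools, with a line at the mean of each genotype. Foxd4 has the widest spread, with 7.22 and 4.41 in the Foxa2 null pools.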

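Car3, a carbonic anhydrase, had a log2 signal on MOE430v2 of 9.97 ± 0.00 (SD, n = 2 pools) in wild-type and 8.41 ± 0.16 in Foxa2 null pools and fell by 1.56 (standard error 0.19, adjusted p = 0.0138 by limma with Benjamini-Hochberg). The call was lost without wild-type pool 1 (adjusted p = 0.0697) or 2 (0.0954), within a range of 3.82e-07 to 0.466 over the alternatives tried, and another probe set of the gene was at -0.54. On U74Av2 Car3 was at -0.86 (standard error 0.28, adjusted p = 0.306). Shh, the ligand of hedgehog signalling, was at -0.94 (standard error 0.33, adjusted p = 0.357) on U74Av2 and -1.44 (standard error 0.24, adjusted p = 0.0509) on MOE430v2. On MOE430v2 it passed with an offset before log2 (0.041) and with the replicate number as a block (1.97e-05). Its ratio there was -1.71 without Foxa2 null pool 2 and -1.16 without pool 1. Chrd, a secreted Bmp antagonist, was at -1.47 (standard error 0.37) on MOE430v2 and at -0.38 on U74Av2, where its signal was below the filter and was not tested. Cpn1, a subunit of a carboxypeptidase, was at -0.54 (standard error 0.32) on U74Av2 and -0.77 (standard error 0.25) on MOE430v2. Its U74Av2 ratio was -0.94 without Foxa2 null pool 1 and -0.13 without Foxa2 null pool 2. Cyp26a1, which degrades retinoic acid, was at -0.44 (standard error 0.18) and -0.39 (standard error 0.12). Tmprss2, a transmembrane serine protease, was at -0.04 (standard error 0.18) on U74Av2, with 0.09 without Foxa2 null pool 2 and 0.00 after median centring, and at -0.37 (standard error 0.12) on MOE430v2, with other probe sets there at -0.16 and -0.04. Chrd, Cpn1, Cyp26a1 and Tmprss2 did not pass limma's threshold on MOE430v2 (adjusted p from 0.156 to 0.282), and whether the ratios differ between the platforms was not tested.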

The MOE430v2 arrays also demonstrated greater sensitivity in detecting reduction in known node, AME and DE markers represented on both old and new versions of the GeneChip (*Shh *[43], *Car3 *[44], *Chrd *[45], *Tmprss2 *[46], *Cpn1 *[25], *Cyp26a1 *[25,47]; Table 1). Furthermore, changes were detected in known node, AME and DE markers not represented on the older version of the array (*Cthrc1 *[48], *Dynlrb2 *[49], *Gprc5c *[24]; Table 1), demonstrating the increased potential to identify novel genes in our tissues of interest.

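Cthrc1, a secreted collagen-repeat protein, had a log2 signal on MOE430v2 of 9.78 ± 0.08 (SD, n = 2 pools) in wild-type and 8.33 ± 0.10 in Foxa2 null pools and fell by 1.45 (standard error 0.19, adjusted p = 0.0179 by limma with Benjamini-Hochberg). Gprc5c, an orphan G protein-coupled receptor, fell by 1.64 (standard error 0.21, adjusted p = 0.0161), with another probe set at -0.94. Both calls were lost without a wild-type pool, with adjusted p = 0.106 and 0.102 for Cthrc1 and 0.0798 and 0.104 for Gprc5c without pools 1 and 2 (ranges 3.52e-06 to 0.106 and 8.66e-08 to 0.181 over the alternatives tried). Dynlrb2, a dynein light chain of cilia, was at -0.69 (standard error 0.34, adjusted p = 0.465) and did not pass. It lies on chromosome 8, where the median gene was higher in the Foxa2 null pools.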

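The MOE430v2 probe sets of Additional File 6, chosen by the study on these samples, number 173, and all had a log2 ratio below 0, with a median of -0.85. Meox1, a homeobox factor of the somites that is not in that file but is named elsewhere in the study, was at -2.41 (standard error 0.41), and Nkx1-2, a homeobox factor of the streak and tail bud, also not in that file, at -0.86 (standard error 0.15). Their adjusted p of 0.0509 and 0.0548 by limma became 0.0389 and 0.0415 with an offset before log2. With the replicate number as a block they were 1.02e-07 and 6.77e-06. Without Foxa2 null pools 1 and 2 the ratio was -2.85 and -1.97 for Meox1, and -0.70 and -1.03 for Nkx1-2. In 171 of the 173 all 4 comparisons of a Foxa2 null with a wild-type array were below 0. By limma with Benjamini-Hochberg, 17 were lower at an adjusted p under 0.05, and 160 were lower adjusted over the list alone, which is not independent evidence.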

For the second phase of our screen, we analyzed genes detected by the MOE430v2 arrays as, 1) being significantly reduced in the *Foxa2 *mutant embryo (p ≤ 0.05 using a Wilcoxon paired rank test; Additional File 5), 2) not included in the first phase of our screen, and 3) having a potential functional role in embryogenesis based on the available annotation. We screened an additional 162 genes at E7.5 (and E8.5) and found 18 (11%; n = 18/162) had regionally specific expression patterns, consistent with the first phase of the screen (Additional File 6). Of these genes, four genes were expressed in the node: *1700027A23Rik *(Figure 3I); *Mlf1 *(*myeloid leukemia factor 1*; Figure 3J); *1700009P17Rik *(Figure 3K); and *Josd2 *(*Josephin domain containing 2*; Figure 3L). 

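1700009P17Rik (now Cfap126), a protein of cilia and basal bodies, had a log2 signal on MOE430v2 of 8.32 ± 0.06 (SD, n = 2 pools) in wild-type and 7.10 ± 0.25 in Foxa2 null pools, a log2 ratio of -1.23 (standard error 0.30, adjusted p = 0.147) by limma with Benjamini-Hochberg. Josd2, which removes ubiquitin, was at -1.03 (standard error 0.24, adjusted p = 0.135), 1700027A23Rik (now Pifo), a protein of the primary cilium, at -0.99 (standard error 0.33, adjusted p = 0.264) and Mlf1 at -0.86 (standard error 0.30, adjusted p = 0.306). All 4 genes were below 0 in all 4 comparisons, and with no replicate block none passed the threshold. With the replicate number as a block, Josd2 (adjusted p = 0.00814) and 1700009P17Rik (0.0165) passed by limma. Over the 10 further node and notochord genes of Table 1 on MOE430v2 the median was -0.81, 0 passed by limma, and 8 were lower adjusted over the list alone, which is not independent evidence. By camera adjusted p was 2.3e-07, with adjusted p = 0.23 with an estimated correlation.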

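Cpm encodes a membrane-bound carboxypeptidase. Its log2 signal on MOE430v2 was 9.35 ± 0.36 (SD, n = 2 pools) in wild-type and 6.92 ± 0.71 in Foxa2 null pools, and it fell by 2.43 (standard error 0.36, adjusted p = 0.0308 by limma with Benjamini-Hochberg). The call was lost without wild-type pool 1 (adjusted p = 0.144) or 2 (0.104), within a range of 6.09e-08 to 0.423 over the alternatives tried, and another Cpm probe set was at -0.60. Ppp1r14a, an inhibitor of protein phosphatase 1, was at -0.89 (standard error 0.30, adjusted p = 0.284), and Efhd2, a calcium-binding actin regulator, at -0.65 (standard error 0.19, adjusted p = 0.229) with another probe set at -0.04. On U74Av2 Efhd2 was at 0.19 (standard error 0.36), and without wild-type pool 2 at -0.31. With 1 probe set per gene, the 5 further definitive endoderm genes of Table 1 had a median of -0.43 (camera adjusted p = 0.047, and adjusted p = 0.55 with an estimated correlation), 0 of the 5 passed by limma, and 0 did adjusted over the list alone, which is not independent evidence. The set call was lost without wild-type pool 1 (adjusted p = 0.22), without Foxa2 null pool 2 (0.079) and after quantile normalization (0.052), within a range of 0.00043 to 0.55.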

We also found three additional markers of the DE: *Cpm *(*carboxypeptidase M*), which is expressed in the anterior DE at E7.5 (Figure 4F), throughout the DE and strongly in the foregut pocket at E7.75 (Figure 4G), and then mostly in the ventral aspect of the presumptive gut at E8.5 (Figure 4H); *Ppp1r14a *(*protein phosphatase 1, regulatory (inhibitor) subunit 14A*), which is also expressed strongly in the ventral region of the gut at E8.5 (Figure 4I); and *Efhd2 *(*EF hand domain containing 2*), which is expressed strongly in the most rostral foregut and caudal hindgut at E8.5 (Figure 4J). By using an extended array platform to measure transcripts reduced in the *Foxa2 *mutant embryo, we increased the depth of our screen and found seven additional genes with novel expression domains in the node or DE.

In total, we screened 314 unique transcripts reduced in the *Foxa2 *mutant embryo. We found 10 novel expression domains in the node and 5 in the DE. These genes are expressed in regions of high Foxa2 activity and are therefore potential targets of Foxa2. Furthermore, novel node and endoderm genes are candidates for embryo patterning and notochord formation, and novel DE genes could have an additional role in organogenesis of the gut and its associated organs. Further studies will elucidate the functional roles of these genes, and whether or not they are directly downstream of Foxa2.

### Secondary phenotypes caused by the loss of organizer derivates

During our screen we found a large number of both known and novel regionally specific genes expressed outside the primary tissues affected in the *Foxa2 *mutant embryo. For example, based on the results of the U74Av2 array and first phase screen, we found genes expressed in the PS, ANE, cardiac mesoderm, and vasculature (Additional Files 2 and 3). The *Foxa2 *mutant chimeras we derived for this study using tetraploid complementation have wild-type rescued VE, which allows, an albeit smaller, PS to elongate [12]. However the APS, which is comprised of organizer tissue and gives rise to AME [5], does not form in these mutants. Given the important inductive role of the organizer in patterning the gastrula embryo (reviewed [50]), it is not surprising that we would detect molecular defects within the streak. In fact, 14% of the genes in the first phase of the screen were expressed in the PS (n = 18/131; Additional Files 2 and 3). 

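The Wnt ligands Wnt3a and Wnt8a had log2 ratios on U74Av2 of -1.04 (standard error 0.27) and -0.79 (standard error 0.20), and the T-box factor Tbx6 of -0.67 (standard error 0.19), by limma with n = 2 pools per genotype. Gbx2, a homeobox factor, was at -0.97 (standard error 0.18), Foxb1, a forkhead factor, at -0.78 (standard error 0.33) and Crabp1, which binds retinoic acid, at -0.77 (standard error 0.34). The Crabp1 ratio was -0.38 and -1.17 without wild-type pools 1 and 2, and -1.26 and -0.28 without Foxa2 null pools 1 and 2. Of the 18 primitive streak genes of Additional File 2, all were below 0 on U74Av2 (median -0.88). By limma with Benjamini-Hochberg, 0 passed over all probe sets and 15 were lower adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The list was lower by camera (adjusted p = 9.9e-17), with adjusted p = 0.34 with an estimated correlation.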

Using Q-PCR, we confirmed that a number of these PS markers were in fact reduced in the *Foxa2 *mutant at E7.5 (*Wnt3a *[51,52], *Wnt8a *[53], *Hoxa1 *[54]; Additional File 1). This led us to conclude that our screen not only detected genes specific to the primary tissues absent in *Foxa2 *mutant embryos, but also found genes in secondary tissues affected by loss of interaction with organizer derivatives.

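On MOE430v2, Dll1, a Notch ligand, had a log2 signal of 11.74 ± 0.11 (SD, n = 2 pools) in wild-type and 10.73 ± 0.17 in Foxa2 null pools and fell by 1.01 (standard error 0.13, adjusted p = 0.0174 by limma with Benjamini-Hochberg). Aldh1a2, a retinoic acid synthase of mesoderm, fell by 1.22 (standard error 0.17, adjusted p = 0.0231). Without wild-type pools 1 and 2 the adjusted p was 0.0978 and 0.0776 for Dll1 and 0.097 and 0.131 for Aldh1a2 (ranges 1.7e-07 to 0.0978 and 2.61e-08 to 0.131 over the alternatives tried). All 18 primitive streak genes of Additional File 2 were below 0 (median -0.85), 3 were lower by limma, and 17 were lower adjusted over the list alone, which is not independent evidence. By camera adjusted p was 1.9e-16, with adjusted p = 0.23 with an estimated correlation. Textbook streak genes that the study did not choose went both ways. Hes7, an oscillating repressor of the presomitic mesoderm, fell by 1.55 (standard error 0.24, adjusted p = 0.032), and the streak factors Cdx4 and Msgn1 were at -1.28 and -0.84. Eomes, a T-box factor, was at 1.34 and Tdgf1, a co-receptor of Nodal, at 2.21, and these did not pass the threshold. The textbook list had a median of -0.04 over 20 genes on MOE430v2 (camera adjusted p = 0.29) and 0.19 over 15 genes on U74Av2 (adjusted p = 0.12, with 0.028 with the replicate block and 0.64 with an estimated correlation). From streak genes among those reduced on the arrays, some of them also by quantitative PCR, the paper concludes that the screen found genes of primary tissues and of secondary tissues that depend on the organizer's derivatives.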

The ingressing mesoderm of the PS is not only an important signaling centre for the posterior of the embryo, but is also the site of mesodermal lineage specification. For example, endothelial precursors of the vasculature and cardiac mesoderm both originate within the PS [55]. We detected a number of early markers of the embryonic vasculature including *Tie1 *[56,57] and *Flt4 *[58]. 

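Tie1, a receptor tyrosine kinase of endothelial cells, had a log2 signal on U74Av2 of 3.44 ± 0.57 (SD, n = 2 pools) in wild-type and 2.37 ± 2.27 in Foxa2 null pools, below the filter on low signals, so its log2 ratio of -1.07 was not tested. Without Foxa2 null pool 2 the ratio was 0.54. On MOE430v2 its ratio of -1.67 also fell under the filter. The paper's supplement gives a higher Tie1 level in Foxa2 null embryos by quantitative PCR on separate pools. Flt4, a receptor of vascular endothelial growth factors, was at -0.50 (standard error 0.35, adjusted p = 0.715) on U74Av2 and -0.38 (standard error 0.25, adjusted p = 0.589) on MOE430v2 by limma with Benjamini-Hochberg. With each pool left out in turn, the Flt4 ratio ranged from -0.86 to -0.14 on U74Av2 and from -0.65 to -0.12 on MOE430v2. A textbook endothelium list that the study did not choose had medians of -0.26 over 10 genes on U74Av2 (mean -0.03, camera adjusted p = 0.72) and -0.14 over 12 genes on MOE430v2 (mean 0.05, adjusted p = 0.50). In it, Egfl7, a secreted vascular factor, was at -0.66 on MOE430v2, the receptor Kdr at -0.07 on U74Av2 and 0.11 on MOE430v2, and the adhesion protein Pecam1 at 1.13 and 1.46.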

We went on to confirm that *Flt4 *was expressed at E7.75 (Additional File 3), earlier than was previously reported at E8.5 [58], and is reduced in *Foxa2 *mutants by Q-PCR (Additional File 1). The cells that will make up the embryonic vasculature originate in the PS, and our data suggests that this early specification step is at least partially dependent on signals from organizer tissues.

The anterior endoderm and cardiac mesoderm develop in close proximity to each other, both at early stages of lineage specification and determination, as well as later during organogenesis (reviewed [59]). Extensive work in frog and chick embryos has explored the inductive interactions between these two tissues, although it is less clear how these mechanisms translate in the mouse embryo (reviewed [60]). There is some evidence that the anterior VE has a role in patterning cardiac precursors in the mouse [61]. In E8.5 *Foxa2 *mutant embryos derived by the same method used in this study (i.e. tetraploid complementation giving wild-type VE and a *Foxa2 *null epiblast), loss of the AME and DE does not severely affect patterning of the anterior heart field, based on the result that heart markers *Nppa *and *Wnt11 *are not greatly reduced [62]. However, von Both and colleagues also showed that the heart marker *Smpx *was partially reduced, raising the possibility that there is a subset of cardiac markers that are affected in these *Foxa2 *mutant chimeras. Consistent with this possibility, the first phase of our screen identified 6 markers of cardiac mesoderm as reduced in the *Foxa2 *mutant at E7.5 (*Actc1 *[63], *Frzb *[64], *Myl7 *[65], *Tagln *[66], *Tnnt2 *[67], *Myl1 *[68]; Additional Files 2 and 3). 

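Actc1, cardiac actin, had a log2 signal on U74Av2 of 8.50 ± 0.15 (SD, n = 2 pools) in wild-type and 7.30 ± 0.22 in Foxa2 null pools, a log2 ratio of -1.20 (standard error 0.19, adjusted p = 0.0534) by limma with Benjamini-Hochberg. It passed the threshold after median centring (adjusted p = 0.0428), after cyclic loess (0.0452) and with the replicate number as a block (0.000687). Its ratio was -1.05 without Foxa2 null pool 1 and -1.35 without pool 2. Myl7 and Myl1, myosin light chains, were at -1.10 (standard error 0.20) and -0.88 (standard error 0.32), and Tnnt2, cardiac troponin T, at -0.72 (standard error 0.44). The Tnnt2 ratio was -0.30 and -1.13 without wild-type pools 1 and 2, and -0.69 and -0.74 without Foxa2 null pools 1 and 2. Tagln, an actin-binding protein, was at -0.58 (standard error 0.27), and Frzb, a secreted Wnt antagonist, at -1.29 (standard error 0.34). The Frzb ratio was -1.85 without Foxa2 null pool 2 and -0.74 without Foxa2 null pool 1. All 6 were below 0 (median -0.99), 0 passed by limma, and 4 were lower adjusted over the list alone, which is not independent evidence. By camera adjusted p was 1.5e-06, with adjusted p = 0.35 with an estimated correlation. On MOE430v2 Actc1 was at -1.21 (standard error 0.24, adjusted p = 0.08) and Myl7 at -0.80 (standard error 0.16, adjusted p = 0.0827). Averaged over both platforms, Actc1 fell by 1.20 (standard error 0.16, adjusted p = 0.0119) and Myl7 fell by 0.95 (standard error 0.15, adjusted p = 0.0176). These averages come from the same extracts on both platforms. For Actc1, quantitative PCR on separate pools in the paper's supplement gave a smaller decrease than the arrays, and the supplement does not count it as reduced. The 5 tested cardiac genes on MOE430v2 had a median of -0.80, with Tagln at 0.09 (camera adjusted p = 0.0014, and adjusted p = 0.42 with an estimated correlation). This call was lost without wild-type pool 1 (adjusted p = 0.053, range 0.00017 to 0.42).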

We went on to validate reduction of *Tnnt2 *in the *Foxa2 *mutant pool using Q-PCR (Additional File 1). This subset of cardiac markers suggests there are some genes expressed in the anterior heart field that are more dependent on interaction with DE versus VE, although further analysis will be required to understand these differential inductive roles.

The ANE, or presumptive forebrain, is highly dependent on inductive interactions with the anterior mesendoderm, definitive and visceral endoderm during gastrulation (reviewed [6]). Foxa2 has an important role in regulating downstream genes in the anterior VE, and therefore maintenance of the underlying ANE [12,19]. However, anterior organizer derivatives in the embryo proper also play a critical role in forebrain patterning events. When the AME is genetically compromised, either by loss of BMP antagonists *chordin *and *noggin *[45] or by attenuation of Nodal signal [69], severe defects in forebrain patterning result. A chimeric embryo without *Hhex *(formerly *Hex*) in the embryo proper results in loss of DE, and subsequently drastic forebrain truncation [70], further highlighting the importance of organizer derivatives in anterior patterning. Conditional inactivation of *Foxa2 *strictly in the epiblast, which leads to a phenotype similar to the *Foxa2 *tetraploid chimeras used in this study, also demonstrated that loss of organizer derivatives leads to reduction of ANE markers *Six3*, *Hesx1*, *Foxg1 *(formerly *BF1*), and *Fgf8 *[38]. 

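Hesx1, a homeobox repressor of the forebrain, had a log2 signal on MOE430v2 of 9.63 ± 0.06 (SD, n = 2 pools) in wild-type and 7.97 ± 0.56 in Foxa2 null pools and fell by 1.66 (standard error 0.27, adjusted p = 0.0457 by limma with Benjamini-Hochberg). The call was lost without wild-type pool 1 (adjusted p = 0.152) or 2 (0.17), after quantile normalization (0.0576) and after median centring (0.0588), within a range of 2.28e-06 to 0.17 over the alternatives tried. On U74Av2 it was at -1.31 (standard error 0.36, adjusted p = 0.227), and averaged over both platforms it fell by 1.49 (standard error 0.26, adjusted p = 0.027). Six3, a homeobox factor of the forebrain and eye, was at -1.17 (standard error 0.32, adjusted p = 0.221) on U74Av2 and -0.71 (standard error 0.28, adjusted p = 0.353) on MOE430v2. Together these genes had a median of -1.24 on U74Av2 (camera adjusted p = 0.0044) and -1.19 on MOE430v2 (0.006), with adjusted p = 0.46 and 0.55 with an estimated correlation. Without wild-type pool 1 the camera adjusted p was 0.069 and 0.053, within ranges of 0.0014 to 0.46 and 0.00012 to 0.55. Adjusted over the list alone, both genes were lower on each platform, which is not independent evidence. A textbook anterior neuroectoderm list had medians of -0.21 over 4 genes on U74Av2 (adjusted p = 0.69) and 0.21 over 6 genes on MOE430v2 (mean -0.16, adjusted p = 0.89), with Otx2 at -0.35, Sox1 at -2.20 (standard error 1.01, adjusted p = 0.43) and Dmbx1 at 0.73 on MOE430v2.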

We detected reduction of ANE markers *Six3 *and *Hesx1 *by microarray in the *Foxa2 *mutant pool, and using Q-PCR further validated strong reduction of *Hesx1 *(Additional File 1). We also confirmed *Foxd4 *is reduced in the ANE of *Foxa2 *mutants at E7.75 (compare Figure 2A and 2D), as was previously shown at E8.5 [34]. Together these results strengthen the model that tissue interaction within the anterior of the embryo proper is required for patterning of the forebrain, although the distinct contributions of the AME and DE will need to be investigated further.

We propose that the tetraploid *Foxa2 *mutant chimera will provide an important model for further studies on the interactions between organizer derivates and surrounding tissues in the gastrula embryo, and we are currently investigating the inductive effect of endoderm on heart mesoderm.

### Enrichment of Gene Ontology (GO) terms among genes reduced in *Foxa2 *mutants

As a first step towards understanding the functional relationships between genes that are differentially regulated in *Foxa2 *mutant embryos, we looked for enrichment of specific GO terms. We grouped genes as being expressed in the primary tissues affected in *Foxa2 *mutants (i.e. node, notochord, AME, DE), which are also regions of high Foxa2 activity, and in the secondary tissues affected but where *Foxa2 *is not expressed, as described above (i.e. PS, cardiac mesoderm, ANE, vasculature). We found genes grouped into primary and secondary *Foxa2 *mutant tissues had statistically significant GO terms (p ≤ 0.01 using GOFFA in ArrayTrack; [71]; Additional Files 1, 7, 8). GO terms such as "transcription factor activity" and "anterior/posterior pattern formation" were present in both groups (Table 2 and Additional Files 7, 8), and we took this to support the *Foxa2 *mutant phenotype having specific patterning defects due to the loss of organizer and its derivatives, and subsequent loss of interactions with surrounding tissues. As expected, within regions of high Foxa2 activity we found significant GO terms such as, "morphogenesis of an epithelium", "gastrulation", and "notochord development" (Table 2 and Additional File 7). Furthermore, among genes specific to secondary tissues we found GO terms such as, "cardiac muscle morphogenesis" and "forebrain development" (Table 2 and Additional File 8). Most importantly, the transcription factors we identified as being reduced in organizer derivatives may form the basis of a Foxa2-dependent gene regulatory network.

**Table 2:** Genes specific to affected tissues in *Foxa2 *mutants are enriched for Gene Ontology (GO) terms.

Affected tissues	GO Term	Specific Term	GO ID	P value* (Average)	E value	Gene Hits (Number)	Gene Hits (Symbols)
Primary:	Molecular function	transcription factor activity	GO:0003700	0.002335	5.08	5	Foxa1 Foxa2
-node							Foxd4
-notochord							Sox17
-anterior							T
mesendoderm	Biological process	anterior/posterior pattern formation	GO:0009952	0.000362	21.11	3	Cer1
-definitive endoderm	Biological process	morphogenesis of an epithelium	GO:0002009	0.000432	19.87	3	Foxa2 T
							Foxa1
							Foxa2
							T
	Biological process	gastrulation	GO:0007369	0.003025	24.25	2	Cer1 Foxa2
	Biological process	notochord development	GO:0030903	0.006329	157.63	1	T

Secondary:	Molecular function	transcription factor activity	GO:0003700	0.000053	4.49	10	Cdx1
							Foxb1
-primitive streak							Gbx2
-cardiac mesoderm							Hesx1
-anterior neuroectoderm							Hoxa1
-vasculature							Meis1
							Meox1
							Nkx1-2
							Six3
							Tbx6
	Biological process	anterior/posterior pattern formation	GO:0009952	0	21.77	7	Aldh1a2
							Dll1
							Gbx2
							Hoxa1
							Meox1
							Six3
							Wnt3a
	Biological process	cardiac muscle morphogenesis	GO:0055008	0.00012	116.09	2	Actc1
							Tnnt2
	Biological process	forebrain development	GO:0030900	0.000392	11.51	4	Aldh1a2
							Fabp7
							Six3
							Wnt3a

*significance for GO term enrichment: p ≤ 0.01

### Prediction of putative Foxa2 target genes

One of the difficulties of using the *Foxa2 *mutant embryo to identify genuine Foxa2 targets is the complete loss of organizer-derived tissues. This makes it difficult to distinguish between 1) genes reduced due to the absence of tissue, versus, 2) genes reduced due to the absence of their upstream activator. To begin classifying genes into these two distinct categories, and as a way to predict putative Foxa2 target genes, we used two independent methods to find conserved Foxa2 binding motifs.

We searched for Foxa2 binding motifs around all genes reduced in *Foxa2 *mutants *and *expressed in regions of Foxa2 activity (Additional Files 1, 9, 10, 11, 12). The first algorithm utilizes a precomputed database of known binding motifs found within conserved regions of mouse and human promoters (oPOSSUM; [72]). We found 9 out of 19 genes searched had conserved Foxa2 binding motifs within a 10 kb upstream and 5 kb downstream region around the transcriptional start site (Additional File 10). These represent strong candidates for Foxa2 target genes, and include both known and novel genes we identified as expressed in the node, AME and/or DE. Importantly, we found *Foxa2 *itself among this set of genes, consistent with studies in human hepatocytes that demonstrated Foxa2 binds its own promoter for autoregulation [73]. To focus more specifically on the gene regulatory program within the axial mesoderm, we also found conserved Brachyury/T binding motifs in a smaller subset of the above co-expressed genes (n = 3/19; Additional File 11). Surprisingly, one of these genes was *Cer1*, a gene expressed exclusively in the endoderm during gastrulation, suggesting Brachyury/T could have a role in repressing endoderm genes within the mesoderm.

The second algorithm we used searches the entire genome for conserved regions that contain combinations of at least two DNA binding motifs (SynoR; [74]); in this case Foxa2 and Brachyury/T. The advantage of this approach is that it is not limited to a specific set of genes, or the relatively small genomic regions around genes' transcriptional start sites. We identified two of the same four genes as above (*Cer1 *and *Foxa2*) as potential targets of Foxa2 and Brachyury/T (Figure 5A; Additional File 12). The two methods we applied (oPOSSUM and SynoR) use different position weight matrix databases (JASPAR and TRANSFAC, respectively), which may explain why the predicted DNA binding motifs found by the two programs do not overlap. We combined our validated *Foxa2 *mutant microarray data, predictions of conserved Foxa2 and Brachyury/T binding motifs, as well as existing genetic data, to build a gene regulatory network model in the organizer and its derivates (Figure 5B), the details of which will be outlined in the following discussion.

**Figure 5:**
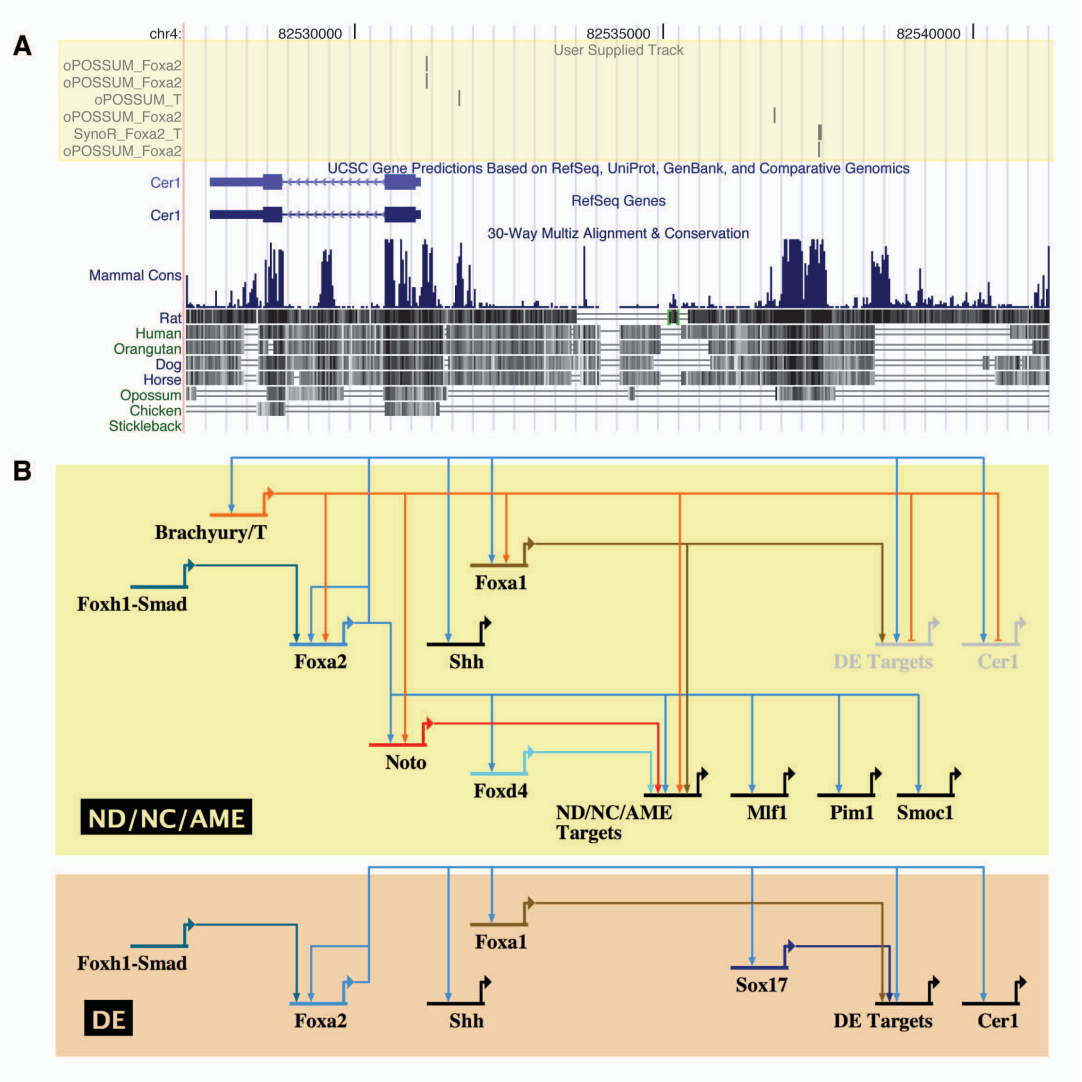
**A network model for Foxa2-dependent gene regulation in organizer derivatives**. (A) An example of binding motif prediction results visualized using the UCSC genome browser; [105]. Conserved Foxa2 and Brachyury/T binding motifs were found in the 10 kb region upstream of the endoderm-specific *Cer1 *gene. (B) A hypothetical network model based on existing genetic data (see Discussion for details and references), and binding motif predictions around putative Foxa2 target genes (Additional Files 1, 9, 10, 11, 12). Brachyury/T is active in node, notochord and axial mesendoderm (ND/NC/AME), but not in definitive endoderm (DE). The transcription factors Foxa2, Brachyury/T, Noto, Foxa1, and/or Foxd4 could regulate putative ND/NC/AME target genes; Foxa2, Foxa1, and/or Sox17 could regulate DE target genes. We propose a role for Brachyury/T in repression of DE targets in the ND/NC/AME lineages. Foxa2 likely regulates itself in both ND/NC/AME and DE. (Note: the network diagram was created using BioTapestry; [106]).

## Discussion

### Microarray analysis of *Foxa2 *mutant gastrula embryos

Functionally based expression profiling of the early mouse embryo is emerging as a powerful method to elucidate the regulatory networks that underlie developmental programs. Comparison of the transcriptional profile between wild-type and mutant embryos has been done using subtractive cDNA libraries [26], and more recently using microarrays; for example, to study Wnt signaling during gastrulation using conditional β-catenin mutants [75], the pharyngeal region of *Tbx1 *mutants [76], and the mid-hindbrain organizer region in *Pax2 *mutants [77]. We have used microarrays for expression profiling of wild-type and *Foxa2 *mutant embryos at E7.5, which fail to form organizer-derived tissues, including the node, AME, and DE. We were able to identify both known and novel markers that were specific to these tissues, based on their reduction or absence in the *Foxa2 *mutant.

### Whole mount *in situ *expression screening

We found known markers of the node, AME, and DE had a ≥ 1.5 fold decrease in the *Foxa2 *mutant, and this enabled us to set a threshold for the first phase of the whole mount *in situ *hybridization screen (n = 106). We then examined a number of genes that fell below this threshold to evaluate the sensitivity of our experimental design (n = 46). We found that genes expressed in the node, because it is a small tissue and represents a small fraction of the total RNA, were difficult to detect by differential expression levels. Finally, we rehybridized our original biological samples to an updated microarray to expand the depth of our screen, and chose additional transcripts for analysis (n = 162). This second phase of our whole mount *in situ *hybridization screen more than doubled our total coverage of unique genes (n = 314). From the combination of these various approaches, we found 10 novel expression patterns in the node and 5 in the DE.

### Highly dynamic regional expression patterns within the developing primitive gut

Before this and other recent screens in the early mouse embryo [23-25,46], there were very few markers available that were specific to the definitive endoderm. Two of these screens extended their design to isolate regionally specific transcripts along the anterior-posterior axis of the gut [25,46]. Together, all of these markers will be critical for understanding the regional patterning of the gut during development, as well as for *in vitro *differentiation of ES cells into endoderm lineages for therapeutic use. Significant recent progress has also been made in understanding the fate map of gastrulation stage DE and how it gives rise to later regions of the gut endoderm [78-81]. From this data a highly dynamic model of endoderm formation is emerging.

The next challenge will be to understand the different spatial and temporal requirements of this myriad of endoderm genes. For example, there are endoderm genes that are only expressed at early stages of endoderm development (*Cer1*, [37]), and those that are uniformly expressed early on and then become highly regionalized (*Trh*, [36]). We have identified genes that later at E8.5 are restricted to the midgut and hindgut (*Ppp1r14a*; Figure 4I), as have others previously (*Sox17*, [35]; *Tmprss2*, [46]), highlighting anterior-posterior differences in the developing gut tube. Furthermore, the dorsal-ventral aspect of the primitive gut also has differential gene expression, as shown by the ventrally enriched genes we and others have identified (*Cpm*; Figure 4H; *Pyy*, [25]; *Trh*, [36]). Finally, we have also identified genes that appear to be expressed throughout many regions and stages of DE development (*Cldn4*; Figures 4A, 4B, 4C, 4D), which are structurally important for the development of the gut epithelium. A major outstanding question is whether or not these early regional expression patterns in the endoderm are predictive of later pattern in the gut and its associated organs.

### Loss of organizer induction in the *Foxa2 *mutant embryo

Our microarray analysis of *Foxa2 *mutant embryos derived by tetraploid aggregation represents a complete molecular profile of a gastrula embryo that has developed with all tissues intact, except the organizer and its derivatives. The functional nature of this screen has allowed us to detect not only primary organizer specific genes (e.g. node, notochord, and DE), but also the secondary reduction of tissues that rely on interaction with the organizer (e.g. cardiac mesoderm, PS, vascular progenitors, ANE). Importantly, all of these secondary tissues still form in the *Foxa2 *mutant, so it is not their specification that is compromised. In fact, the first studies that either genetically or physically ablated the organizer in the mouse were surprising because of how well the embryo was still patterned [10,11,82,83]. 

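Cardiac genes from a textbook list that the study did not choose went both ways on MOE430v2. Tnni1 and Tnnc1, troponin subunits, had log2 ratios of -1.95 (standard error 0.63) and -1.23 (standard error 0.36), and Mef2c and Isl1, transcription factors of heart progenitors, were at -1.12 (standard error 0.30) and -0.62 (standard error 0.19). Hand2, a transcription factor of the heart, was at 0.79 (standard error 0.25). The list has 1 member on chromosome 8, where the median gene was higher in the Foxa2 null pools. Nkx2-5 and Tbx5, early heart transcription factors, were each at 0.06, the natriuretic peptide Nppa at 0.13 and the ligand Wnt11 at 0.15. Of 18 genes tested, 10 were below 0 (median -0.12, camera adjusted p = 0.27), and on U74Av2 6 of 9 were (median -0.38, adjusted p = 0.39). By limma with Benjamini-Hochberg, n = 2 pools per genotype, 0 passed over all probe sets on either platform (5 and 3 at an unadjusted p under 0.05). Adjusted over the list alone, 4 were lower and 1 was higher on MOE430v2 and 0 on U74Av2.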

Significantly, there appear to be subsets of genes within these secondary tissues that are more reliant on organizer interactions than others; for example, we observed reduction in various cardiac mesoderm markers, whereas others have shown that there are other cardiac markers that are not reduced in these mutants [62]. This is suggestive of genetic programs that are more dependent on either a regulative or determinative mode of development. The analysis of the *Foxa2 *mutant we present here may point to a future direction in organizer research – the molecular basis of how the organizer functions to subtly refine its adjacent tissues.

### Building a network of Foxa2-dependent gene regulation in organizer derivatives

Although our understanding of the gene regulatory networks involved in vertebrate development is at an early stage, significant progress has been made in sea urchin [84], *Drosophila *[85], and ascidian embryos [86]. These invertebrate models provide an invaluable framework for predicting how more complex organisms must also organize genetic networks. Our interest is focused on specification of cell lineages that originate in the mouse gastrula organizer, and in particular how Foxa2 functions as a regulator within these tissues. Foxa2 is expressed early in the organizer and then throughout its development, as this population gives rise to axial mesoderm (notochord), DE (gut), and ventral neuroectoderm (floor plate) [5]. This raises the interesting question of how Foxa2 maintains regulation in distinct but closely associated lineages that segregate during gastrulation. To begin addressing this complex problem, we have built a putative gene regulatory network based on potential Foxa2 target genes (experimentally validated by either Q-PCR or whole mount *in situ *hybridization in *Foxa2 *mutants) that can be used as a testable model in future studies.

Studies in sea urchin embryos have shown that gene regulatory networks specify cell lineages in a number of ways [87], which include: 1) a means for initial acquisition of identity, 2) feedback loops to stabilize a regulatory state, 3) exclusion of alternate states, 4) production of a signal that is required for itself and adjacent cells, and 5) lineage-specific activation of genes. We present our network model with these concepts in mind.

A delicate balance between Wnt and Nodal pathways is required for the establishment and function of the vertebrate organizer (reviewed [50]). There is evidence that the Wnt/β-catenin pathway indirectly regulates *Foxa2 *through Tead proteins that bind a node-specific *Foxa2 *upstream enhancer [88]. Previous genetic studies have shown that Nodal signal, mediated in the nucleus through a Foxh1-Smad complex, is also upstream of *Foxa2 *in organizer lineages [89,90]. 

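Foxh1, the forkhead partner of Smad proteins, had a log2 signal on U74Av2 of 8.58 ± 0.42 (SD, n = 2 pools) in wild-type and 8.49 ± 0.07 in Foxa2 null pools, a log2 ratio of -0.09 (standard error 0.21, adjusted p = 0.94) by limma with Benjamini-Hochberg. On MOE430v2 it was 11.70 ± 0.24 and 11.60 ± 0.16, a ratio of -0.11 (standard error 0.14, adjusted p = 0.813), with other probe sets at -0.10 and -0.14. Without wild-type pool 2 the ratios were 0.21 and 0.07, and without Foxa2 null pool 1 the MOE430v2 ratio was 0.01. A p that misses the threshold does not show that the level was equal, and the 95% interval of the ratio runs from -0.57 to 0.39 on U74Av2 and from -0.42 to 0.21 on MOE430v2. Other genes of the Nodal pathway did not pass either. The ligand Nodal was at 0.35 and 0.16, the co-receptor Tdgf1 at 1.81 and 2.21, and Smad2, which carries the signal to the nucleus, at 1.02 and 0.87. A textbook list of the pathway had medians of 0.16 over 8 genes (camera adjusted p = 0.31) and -0.11 over 9 genes (mean 0.24, adjusted p = 0.92). Adjusted over the list alone, Tdgf1 was higher and 1 gene was lower on MOE430v2, and none on U74Av2. The paper cites earlier genetic studies that place Foxh1 upstream of Foxa2, and takes unchanged Foxh1 in the mutant to bear this out.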

Our microarray results confirm this, as *Foxh1 *levels are not changed in *Foxa2 *mutants; a result that was further validated using Q-PCR (Additional File 1). Conversely, we also validated that *Foxa2 *levels are reduced in *Foxh1 *mutants at E7.5 (data not shown). Nodal-Foxh1-Smad is likely one of the mechanisms that organizer cells use to interpret their environmental cues for initial acquisition of identity.

Once an initial identity has been established in a cell lineage it must be stabilized. One mechanism for this is a positive feedback loop involving transcriptional regulators that reinforce each other's expression [87]. We found evidence for this using Foxa2 and Brachyury/T binding motif predictions; *Brachyury/T *may be regulated by Foxa2, and *Foxa2 *may be regulated by itself and Brachyury/T (Figure 5B; Additional File 12). Consistent with this idea, we have previously found that Foxa2 is expressed in AME precursors in the epiblast, which upregulate Brachyury/T protein after epithelial-to-mesenchymal transition (Burtscher & Lickert, 2008, manuscript submitted). This AME population stays positive for Foxa2 and Brachyury/T protein during the development of the axial mesoderm and anterior endoderm populations. Also, Foxa2 and Brachyury/T likely regulate *Foxa1*, another axial mesendoderm transcription factor. The presence of all three factors in a cell's nucleus would help "lock in" this particular fate. Furthermore, *Foxa2 *genetically interacts with a number of other transcription factors (i.e. *Noto *[91], *Lhx1 *[92], *Otx2 *[93], *Gsc *[94]) and further investigation may reveal that feedback loops work to reinforce cell fates in these contexts as well.

Another important step in specifying a given lineage is the exclusion of alternate cell fates. For example, the homeodomain transcription factor *Noto *is critical for promoting axial mesoderm fate (notochord) and repressing paraxial mesoderm fate (somite) [91,95]. Also, β-catenin has a role in promoting axial mesendoderm towards an endoderm fate, while repressing mesoderm fate [96]. Synergism between Foxa2 and Brachyury/T has been demonstrated in both ascidian and *Xenopus *for promotion of notochord fate [97,98], yet surprisingly we found conserved Foxa2 and Brachyury/T binding motifs associated with the endoderm gene *Cer1 *(Figure 5; Additional File 12). As Brachyury/T is not expressed in the endoderm, it would suggest that Brachyury/T might actively repress endoderm fate within the axial mesoderm. Studies in ascidian embryos have shown that the converse is true; that *Brachyury/T *is repressed in endoderm lineages (by β-catenin), which has the effect of inhibiting notochord fate [99]. There is evidence that Foxa2 can function as a repressor [31], so it is possible that Foxa2 may also work to exclude alternate fates. It will be interesting to explore further how Foxa2 and Brachyury/T interact with each other and their downstream targets, both positively and negatively, to sort out the multiple lineages that are produced during gastrulation.

A given cell lineage in the developing embryo does not develop in isolation, and proper specification usually involves production of a signal for maintenance of itself and patterning of adjacent tissues [87]. In the notochord, Shh is the most likely candidate for this lineage-specific signal. It is thought to have an autocrine function, in that the notochord is formed but not maintained in its absence, as well as a paracrine function, as it is necessary and sufficient for patterning of the adjacent ventral neural tube [43,100]. Foxa2 is a key regulator of *Shh *in both the notochord and the floor plate [17,18], connecting the production of a notochord-specific signal with our emerging Foxa2-dependent gene regulatory network.

The culmination of lineage specification is the activation of a host of genes that enable cells to perform their designated function. The notochord's two primary functions during embryogenesis are signaling and structural (reviewed [101]), which in the mouse embryo can be broadly assigned to earlier and later stages, respectively. Our *Foxa2 *mutant screen was performed at E7.5, which we expect is too early to detect disruption of the structural genes expressed later in differentiation of mature notochord. Our binding motif predictions identified novel node genes *Mlf1*, *Pim1*, and *Smoc1 *as potential downstream targets of Foxa2 in the notochord, as well as *Cer1 *in the endoderm (Figure 5B; Additional File 12). We could detect reduced *Shh *levels, and therefore one of the direct signaling targets of Foxa2. However, because of the early stage of our screen, we would predict that detectable Foxa2 targets would be in the top tier of the axial mesendoderm gene regulatory network, and few of the notochord differentiation genes would have been activated. This is supported by the identification of a number of other transcription factors among our group of putative Foxa2 targets (Additional File 12).

## Conclusion

We have conducted functional microarray and expression pattern screens based on the *Foxa2 *mutant embryo. These screens detected differentially regulated genes because of the absence of a critical transcription factor and phenotypic loss of organizer-derived tissues in the early embryo. These data have provided not only novel regionally specific gene expression patterns in the node, AME and DE, but also putative downstream targets of Foxa2 and potential new genes regulating organizer biology. This data has allowed us to build a model of the gene regulatory network involved in Spemann/Mangold organizer formation.

Note Added in Proof

While this manuscript was in preparation, Schweickert and colleagues identified *Galanin *in a screen for asymmetrically expressed genes, based on its expression pattern in the heart. They also noted its expression in the node, notochord and PS between E7.5 and E8.5 [102].

## Methods

### Microarrays

Tetraploid embryos were derived as previously described [29,30] using *Foxa2 *null ES cells [12]. Wild-type embryos were collected from timed matings of ICR mice. Wild-type or tetraploid embryos were collected at E7.5 and staged accordingly [103]. Embryos were between mid-streak and head-fold stages and the extra-embryonic regions were removed by dissection. The embryo proper, including extra-embryonic tetraploid-derived VE, was retained and multiple samples were pooled for total RNA isolation using Trizol reagent (Invitrogen). Numbers of E7.5 embryos collected and pooled were as follows: wild-type 1 (n = 53), wild-type 2 (n = 50), *Foxa2 *null 1 (n = 53), *Foxa2 *null 2 (n = 48) (Additional File 13 details the staging of embryos). Total RNA from each of the four embryo pools was processed for Affymetrix U74Av2 GeneChip microarrays, as previously described [75]. The same hybridization mixtures of these biological samples were later used for hybridization to the upgraded Affymetrix MOE430v2 GeneChip microarrays. All microarray data has been submitted to the Gene Expression Omnibus (GEO) at NCBI (accession number: GSE5424).

### Data analysis

Affymetrix MAS 5.0 software was applied to the U74Av2 GeneChip data to target normalize the global expression level to 1000, and provide present, absent and fold change calls in cross-comparisons of all replicate mutant samples over the two replicate wild-type samples. Next probe sets with absent calls in all samples were removed from the data set. As well, all samples with illogical calls were also removed, for example a probe set with an increase call that was called absent in the sample with the higher level of expression. Lastly, we filtered the data to include only probe sets that showed a statistical change call in two or more (2/4) of the cross comparisons.

MOE430v2 GeneChips were analyzed as follows in the R statistical programming language (R Core Development Team, 2006; Additional File 5). Probeset summaries were calculated according to the MAS 5.0 algorithm. Logarithmic summary values were normalized by the loess smoother [104] applied to the M-A scale transform. Statistical testing for differential expression between mutant and wild-type was performed on single probe level taking the duplicate chips into account employing the Wilcoxon paired rank test. The *p*-value threshold was adjusted by either family-wise error rate (FWER, Bonferroni procedure) or the false discovery rate (FDR, Bejamini-Hochberg technique). Significant probesets were tested for enrichment of GO terms by the hypergeometric distribution testing with the annotation as available from the GO consortium on March 25^th^, 2005.

### Whole mount *in situ *hybridization

Whole mount *in situ *hybridization on E7.5–9.0 mouse embryos was performed as previously described [96], however digestion with proteinase K was replaced with a 20 minute 3% hydrogen peroxide incubation step. Antisense RNA *in situ *probes were transcribed accordingly from sequence-verified cDNA clones (see Methods and Additional Files 1, 2, 4, 6). Described expression patterns are representative of at least three or more stage-matched embryos.

### Quantitative real-time PCR

A third biological replicate pool each of wild-type (n = 47) and *Foxa2 *null (n = 33) embryos were collected, as above, for independent validation of gene expression levels using quantitative real-time PCR. Total RNA was isolated using Trizol reagent (Invitrogen) and provided the template for subsequent cDNA synthesis (Qiagen QuantiTect Rev. Transcription Kit). Quantitative real-time PCR was performed using the Roche LightCycler 480 and SYBR green reagent. See Additional File 1 for primer sequences and details. Transcripts were measured as a ratio of *Foxa2 *null levels compared to wild-type and normalized to endogenous *Hprt *levels as a reference.

## Abbreviations

DE: Definitive Endoderm; EGO: early gastrula organizer; MGO: mid-gastrula organizer; PS: primitive streak; VE: visceral endoderm; AME: anterior mesendoderm; ANE: anterior neuroectoderm; ES: embryonic stem; APS: anterior primitive streak; SAGE: serial analysis of gene expression; GFP: green fluorescent protein; EB: embryoid body; ND: node; NC: notochord; GO: gene ontology.

## Authors' contributions

OJT and DK shared equally in conducting the screen and identifying novel gene expression patterns. OJT conducted additional validation, bioinformatics experiments, and drafted the manuscript. BJC conceived and performed the initial microarray and data analysis. CEB performed some whole mount *in situ *hybridization, imaging, and database compilation. JR supervised the study and finalized the manuscript. HL conceived of the study, designed the overall project, supervised the study, and finalized the manuscript. All authors have approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary materials and methods: ** page 2 abbreviations used in supplementary tables. Page 3 Primers for generating IVT Templates. Page 4 Q-PCR methods. Page 5 Q-PCR primers. Page 6 Gene Ontology analysis using GOFFA. Page 7 oPOSSUM methods Page 8 SynoR methods. Click here for file

Additional file 2 **Supplementary Table 1.** List of genes screened by whole mount *in situ *hybridization that had a ≥ 1.5 fold decrease in *Foxa2 *mutants, as detected by the Affymetrix U74Av2 array. Click here for file

Additional file 3 **Supplementary Figures.** Additional whole mount *in situ* images organized alphabetically by current MGI gene symbol. Click here for file

Additional file 4 **Supplementary Table 2.** List of genes screened by whole mount *in situ *hybridization that did not meet the 1.5 fold decrease threshold in *Foxa2 *mutants, as detected by the Affymetrix U74Av2 array. Click here for file

Additional file 5 **Analysis of Foxa expression data by Heiko Lickert.** Report and details of Affymetrix MOE430v2 GeneChip data analysis. Click here for file

Additional file 6 **Supplementary Table 3.** List of genes screened by whole mount *in situ *hybridization that were significantly reduced in *Foxa2 *mutants, as detected by the Affymetrix MOE430v2 array. Click here for file

Additional file 7 **Supplementary Table 4.** Gene Ontology (GO) terms significantly enriched (p ≤ 0.01) among genes expressed in the primary tissues affected in Foxa2 mutants. Click here for file

Additional file 8 **Supplementary Table 5.** Gene Ontology (GO) terms significantly enriched (p ≤ 0.01) among genes expressed in the secondary tissues affected in Foxa2 mutants. Click here for file

Additional file 9 **Supplementary Table 6.** oPOSSUM output: TF motifs identified in promoters of genes reduced in Foxa2 mutants and expressed in regions of Foxa2 activity. Click here for file

Additional file 10 **Supplementary Table 7.** oPOSSUM output: putative target genes with conserved Foxa2 binding motifs. Click here for file

Additional file 11 **Supplementary Table 8.** oPOSSUM output: putative target genes with conserved Brachyury/T binding motifs. Click here for file

Additional file 12 **Supplementary Table 9.** Summary of conserved Foxa2 and T binding motif predictions around putative Foxa2 target genes. Click here for file

Additional file 13 **Starting material for *Foxa2 *expression profiling.** Details of the numbers and stages of embryos collected for the screen. Click here for file

# Supplementary material for: Microarray analysis of Foxa2 mutant mouse embryos reveals novel gene expression and inductive roles for the gastrula organizer and its derivatives
**Source:** BMC Genomics. 2008 Oct 30;9:511. doi: 10.1186/1471-2164-9-511
**Supplement:** Additional file 1 — Supplementary materials and methods: page 2 abbreviations used in supplementary tables. Page 3 Primers for generating IVT Templates. Page 4 Q-PCR methods. Page 5 Q-PCR primers. Page 6 Gene Ontology analysis using GOFFA. Page 7 oPOSSUM methods Page 8 SynoR methods.

**Tamplin et al. 2008**  
**Supplementary Materials and Methods.**

**Table of Contents:**

|        |                                                |
|--------|------------------------------------------------|
| Page 2 | Abbreviations used in Supplementary Tables 1-3 |
| Page 3 | Primers for generating IVT Templates           |
| Page 4 | Q-PCR methods                                  |
| Page 5 | Q-PCR primers                                  |
| Page 6 | Gene Ontology analysis using GOFFA             |
| Page 7 | oPOSSUM methods                                |
| Page 8 | SynoR methods                                  |

## ABBREVIATIONS USED IN SUPPLEMENTARY TABLES:

|     |                              |
|-----|------------------------------|
| ADE | ANTERIOR DEFINITIVE ENDODERM |
| AL  | ALLANTOIS                    |
| AME | ANTERIOR MESENDODERM         |
| ANE | ANTERIOR NEUROECTODERM       |
| BA  | BRANCHIAL ARCHES             |
| BAL | BASE OF ALLANTOIS            |
| CH  | CHORION                      |
| CM  | CARDIAC MESODERM             |
| EN  | ENDODERM                     |
| EP  | EPIBLAST                     |
| EXE | EXTRA-EMBRYONIC              |
| FB  | FOREBRAIN                    |
| HB  | HINDBRAIN                    |
| HG  | HINDGUT                      |
| IFT | INFLOW TRACT                 |
| LPM | LATERAL PLATE MESODERM       |
| MB  | MIDBRAIN                     |
| ME  | MESODERM                     |
| MG  | MIDGUT                       |
| NA  | NOT AVAILABLE                |
| NC  | NOTOCHORD                    |
| ND  | NODE                         |
| NT  | NEURAL TUBE                  |
| OFT | OUTFLOW TRACT                |
| OV  | OTIC VESICLE                 |
| PA  | PARAXIAL MESODERM            |
| PE  | PRIMITIVE ENDODERM           |
| PP  | PRECHORDAL PLATE             |
| PS  | PRIMITIVE STREAK             |
| PSM | PRESOMITIC MESODERM          |
| RH  | RHOMBOMERE                   |
| RS  | REGIONALLY-SPECIFIC          |
| SO  | SOMITES                      |
| ST  | SEPTUM TRANSVERSUM           |
| SU  | STRONGLY UBIQUITOUS          |
| TB  | TAILBUD                      |
| VA  | VARIOUS OTHER TISSUES        |
| VE  | VESSELS                      |
| WN  | WEAK TO NO STAINING          |
| WS  | WIDESPREAD                   |
| WU  | WEAKLY UBIQUITOUS            |

## Description of columns in Supplementary Tables (Additional Files) 1-3:

|                          |                                                                                                                    |
|--------------------------|--------------------------------------------------------------------------------------------------------------------|
| U74Av2/MOE430v2 probe    | Affymetrix GeneChip probeset ID number                                                                             |
| Gene Symbol              | Current MGI gene symbol, if available                                                                              |
| Clone ID                 | EST used to generate anti-sense probe for in situ and/or reference to relevant published expression data           |
| Clone Vector             | vector backbone for reference to PCR protocol (see below, p. 2) and polymerase used to transcribe anti-sense probe |
| Expression at E7.5       | brief description of expression pattern (see abbreviations above)                                                  |
| Expression at E8.5       | brief description of expression pattern (see abbreviations above)                                                  |
| Average signal log ratio | of duplicate Foxa2 null pools compared to wild-type                                                                |
| Internal Lab ID #        | internal reference for organizer of clones                                                                         |
| E7.5 image available     | reference to image in Supplementary Figures, Additional File 12                                                    |
| E8.5 image available     | reference to image in Supplementary Figures, Additional File 12                                                    |
| E9.0 image available     | reference to image in Supplementary Figures, Additional File 12                                                    |

**Primers and PCR Programs for IVT templates; polymerases for antisense riboprobes:**

| <b>Vector (antisense polymerase)</b>                                      | <b>Primer Name</b> | <b>Primer Sequence</b>                              | <b>PCR Program</b>                                                 |
|---------------------------------------------------------------------------|--------------------|-----------------------------------------------------|--------------------------------------------------------------------|
| pBluescript-Lion (SP6)                                                    | Lion-5             | AGCGTGGTCGCGGCCGAGGT                                | 94°C 3'15"                                                         |
|                                                                           | Lion-3-Sp6         | ATTTAGGTGACACTATAGAATCGAGC<br>GGCCGCCCGGGCAGGT      | 95°C 45"<br>56°C 45"<br>72°C 1'<br>30 cycles<br>72°C 4'            |
| pSPORT1 (SP6)<br>pCMV-SPORT6 (T7)<br>pCMV-SPORT2 (T7)<br>pT7T3D-Pac1 (T3) | TM-M13 FWD         | GTAAAACGACGGCCAGT                                   | 96°C 2'                                                            |
|                                                                           | TM-M13 REV         | CAGGAAACAGCTATGAC                                   | 96°C 10"<br>52°C 5"<br>72°C 4'<br>30 cycles<br>72°C 4'             |
| pBluescript-modified (T3)                                                 | RZPD-M13 FWD       | GCTATTACGCCAGCTGGCGAAAGGG<br>GGATGTG                | 94°C 3'15"<br>95°C 45"                                             |
|                                                                           | RZPD-M13 REV       | CCCCAGGCTTTACACTTTATGCTTCC<br>GGCTCG                | 68°C 45"<br>72°C 4'<br>30 cycles<br>72°C 4'                        |
| pME18s-FI3 (T7)                                                           | SuganoF1-Sp6       | ATTTAGGTGACACTATACAACTGCTC<br>CTCAGTGGATGTTGCCTTTAC | 94°C 3'15"<br>95°C 45"                                             |
|                                                                           | SuganoR1-T7        | TAATACGACTCACTATAGGACAGGTT<br>CAGGGGGAGGTGTGG       | 56°C 45"<br>72°C 4'<br>30 cycles<br>72°C 4'                        |
| pSPORT1 (SP6)<br>alternate protocol                                       | pSPORT1 FWD        | GCTATTACGCCAGCTGGCGAAAGGG<br>GGATGTG                | 94°C 2'<br>94°C 30"                                                |
|                                                                           | pSPORT1 REV        | CCCCAGGCTTTACACTTTATGCTTCC<br>GGCTCG                | 65°C 30"<br>72°C 2'<br>30 cycles<br>72°C 5'                        |
| pCMV-SPORT6 (T7)<br>alternate protocol                                    | pCMV-SPORT6 FWD    | ACAAAGATCCCAAGCTAGCAG                               | 94°C 2'<br>94°C 30"<br>60°C 30"<br>72°C 3'<br>30 cycles<br>72°C 5' |
|                                                                           | pCMV-SPORT6 REV    | TTGACCTCCATAGAAGACACC                               |                                                                    |
| pBSII SK- (T7)                                                            | pBSII SK- FWD      | GTTTTCCCAGTCACGACGTT                                |                                                                    |
|                                                                           | pBSII SK- REV      | TGTGGAATTGTGAGCGGATA                                |                                                                    |
| pT7T3D (T3)<br>alternate protocol                                         | pT7T3D FWD         | GTTTTCCCAGTCACGACGTT                                |                                                                    |
|                                                                           | pT7T3D REV         | TGTGGAATTGTGAGCGGATA                                |                                                                    |
| Ank3 clone (T7)                                                           | pCMV-SPORT6 FWD    | ACAAAGATCCCAAGCTAGCAG                               |                                                                    |
|                                                                           | Ank3 REV           | CCTAAACCCTGTGTGCCTGT                                |                                                                    |

# Quantitative PCR to validate expression levels in *Foxa2* mutant embryo pool:

- transcripts were measured as a ratio of *Foxa2* null pool levels compared to wild-type pool
- levels were normalized to endogenous *Hprt* levels
- 16/20 markers tested, 80% confirmed the microarray results
- 1 known ubiquitous marker unchanged (Foxh1)
- 9 primary tissue markers reduced (see below)
- 6 secondary tissue markers reduced (see below)

| cDNA   | Normalized Ratio | Normalized Ratio STD | log ratio base 2 |
|--------|------------------|----------------------|------------------|
| Foxd4  | 0.04             | 0.01                 | -4.64385619      |
| Gal    | 0.1              | 0.02                 | -3.321928095     |
| Foxa1  | 0.31             | 0.09                 | -1.689659879     |
| T      | 0.37             | 0.07                 | -1.434402824     |
| Prnp   | 0.81             | 0.13                 | -0.304006187     |
| Cer1   | 0.2              | 0.05                 | -2.321928095     |
| Itga3  | 0.66             | 0.2                  | -0.59946207      |
| Sox17  | 0.67             | 0.15                 | -0.577766999     |
| Cldn4  | 0.76             | 0.21                 | -0.395928676     |
| Hesx1  | 0.08             | 0.01                 | -3.64385619      |
| Wnt3a  | 0.34             | 0.12                 | -1.556393349     |
| Tnt2   | 0.44             | 0.07                 | -1.184424571     |
| Hoxa1  | 0.57             | 0.08                 | -0.810966176     |
| Wnt8a  | 0.69             | 0.29                 | -0.535331733     |
| Flt4   | 0.8              | 0.11                 | -0.321928095     |
| Foxh1  | 0.91             | 0.27                 | -0.13606155      |
| Foxa2* | 0.29             | 0.77                 | -1.785875195     |
| Actc1* | 0.89             | 0.2                  | -0.168122759     |
| Smoc1* | 4.65             | 1.2                  | 2.217230716      |
| Tie1*  | 3.18             | 0.96                 | 1.669026766      |

\*Q-PCR of these transcripts did not confirm the microarray results (i.e. large STD or increase instead of decrease)

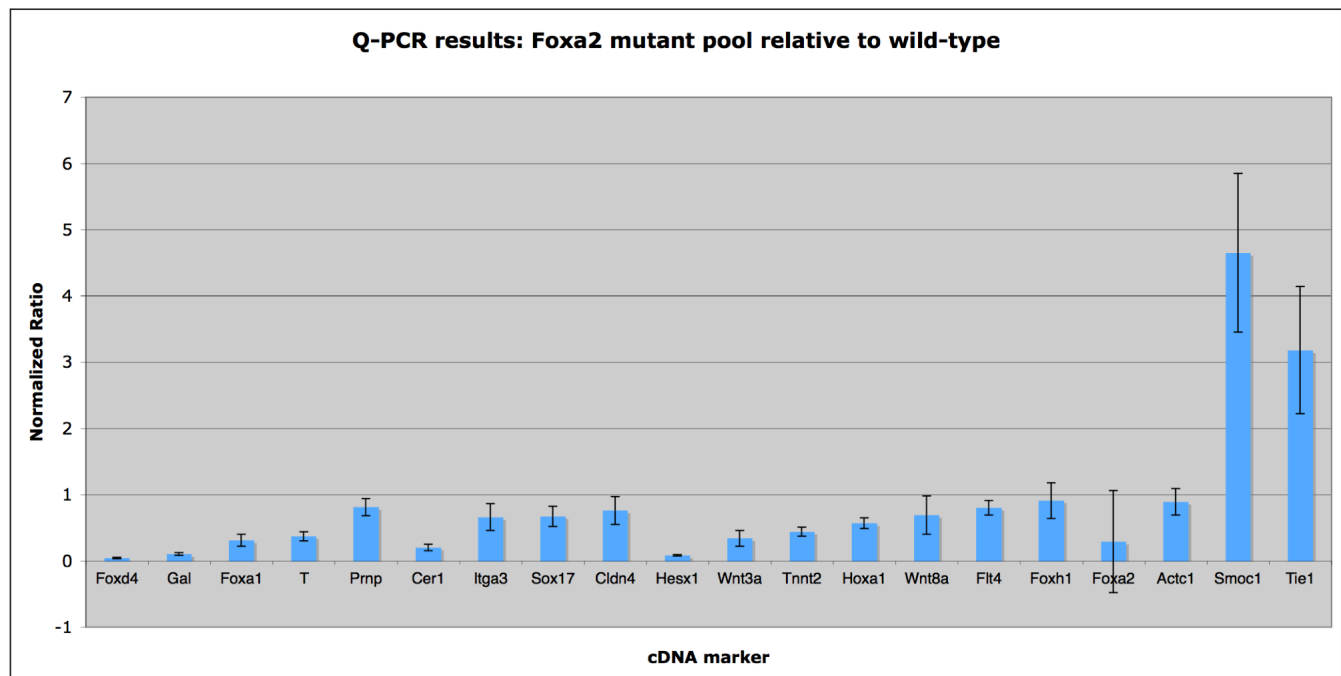

**Primers used for Quantitative PCR (all T<sub>m</sub> ~60°C):**

| <b>Primer Name</b> | <b>Primer Sequence</b> |
|--------------------|------------------------|
| OT-Foxd4-FWD-Q-PCR | CGGAAGAAGAGGATGACGAG   |
| OT-Foxd4-REV-Q-PCR | GAGGAACCCGGAGGAGTTAC   |
| OT-Gal-FWD-Q-PCR   | GAGAGGTTGGACCCTGAACA   |
| OT-Gal-REV-Q-PCR   | GGTCTCCTTTCCCTCCACCTC  |
| OT-Foxa1-FWD-Q-PCR | CATGAGAGCAACGACTGGAA   |
| OT-Foxa1-REV-Q-PCR | TGTTGCTGACAGGGACAGAG   |
| OT-T-FWD-Q-PCR     | TCCCGAGACCCAGTTCATAG   |
| OT-T-REV-Q-PCR     | TTCTTTGGCATCAAGGAAGG   |
| OT-Pmp-FWD-Q-PCR   | GCATTCTGCCTTCCTAGTGG   |
| OT-Pmp-REV-Q-PCR   | GGTTCGCCATGATGACTGAT   |
| OT-Cer1-FWD-Q-PCR  | GTCATCCTGCCCATCAAAAG   |
| OT-Cer1-REV-Q-PCR  | ATTTGCCAAAGCAAAGGTTG   |
| OT-Itga3-FWD-Q-PCR | TGTCTTCCACGGCTTCTTCT   |
| OT-Itga3-REV-Q-PCR | TCATGGCAATGACGATAGGA   |
| OT-Sox17-FWD-Q-PCR | CAGAACCCAGATCTGCACAA   |
| OT-Sox17-REV-Q-PCR | GCTTCTCTGCCAAGGTCAAC   |
| OT-Cldn4-FWD-Q-PCR | GGGGATCATCCTGAGTTGTG   |
| OT-Cldn4-REV-Q-PCR | CACTGCATCTGACCTGTGCT   |
| OT-Hesx1-FWD-Q-PCR | ACAGACCCTGGACAGACACC   |
| OT-Hesx1-REV-Q-PCR | CTTTCTTCTGGCCTTGGATG   |
| OT-Wnt3a-FWD-Q-PCR | ATGGCTCCTCTCGGATACCT   |
| OT-Wnt3a-REV-Q-PCR | GGGCATGATCTCCACGTAGT   |
| OT-Tnnt2-FWD-Q-PCR | CTGAGACAGAGGAGGCCAAC   |
| OT-Tnnt2-REV-Q-PCR | TTCTCGAAGTGAGCCTCGAT   |
| OT-Hoxa1-FWD-Q-PCR | GCCCTGGCCACGTATAATAA   |
| OT-Hoxa1-REV-Q-PCR | GAGCTGCTTGGTGGTGAAAT   |
| OT-Wnt8a-FWD-Q-PCR | CCATCATGTACGCAGTCACC   |
| OT-Wnt8a-REV-Q-PCR | GCCCTGTTGTTGTGAAGGTT   |
| OT-Flt4-FWD-Q-PCR  | CCCAGCCATGTACAGAAGGT   |
| OT-Flt4-REV-Q-PCR  | GGCTGGAGTCAGAGGAGTTG   |
| OT-Foxh1-FWD-Q-PCR | GACGACTATGAGGGCTGGAA   |
| OT-Foxh1-REV-Q-PCR | AGCAGGAATCAGGCTCACAT   |
| OT-Foxa2-FWD-Q-PCR | CCCGGGACTTAAGTGAACG    |
| OT-Foxa2-REV-Q-PCR | TTGCTCACGGAAGAGTAGCC   |
| OT-Actc1-FWD-Q-PCR | CGATATCCGCAAAGACCTGT   |
| OT-Actc1-REV-Q-PCR | GCTGGAAGGTGGACAGAGAG   |
| OT-Smoc1-FWD-Q-PCR | AAGAGCATAGAGGCCGATGA   |
| OT-Smoc1-REV-Q-PCR | CCTGAACCATGTCTGTGGTG   |
| OT-Tie1-FWD-Q-PCR  | CAGGCACAGCAGGTTGTAGA   |
| OT-Tie1-REV-Q-PCR  | GTGCCACCATTTTGACACTG   |
| OT-Hprt-FWD-Q-PCR  | CAGGCCAGACTTTGTTGGAT   |
| OT-Hprt-REV-Q-PCR  | TTGCGCTCATCTTAGGCTTT   |

# Gene Ontology analysis using GOFFA (available through ArrayTrack software):

Select data type: Gene name  
 Select array type: Affy\_Mouse430\_2 (i.e. the reference genes;  $N$ =total number of genes on the chip)  
 Input Data: primary or secondary gene lists, as below ( $M$ =number of genes in input set;  $m_i$ =subset of  $M$  that belongs to a GO term  $i$ )  
 Output Data: select terms with  $p \leq 0.01$  as indicative of statistically significant finding

*Genes expressed in the primary tissues affected in  
 Foxa2 mutants ( $M=20$ ;  $m_i=17$ ):*

1700009P17Rik  
 1700027A23Rik  
 Cer1  
 Cldn4  
 Cpm  
 Cyb561  
 Foxa1  
 Foxa2  
 Foxd4  
 Gal  
 Gstm5  
 Jsd2  
 Mlf1  
 Nptx2  
 Pim1  
 Prnp  
 Smoc1  
 Sox17  
 T  
 Trh

*Genes expressed in the secondary tissues affected  
 in Foxa2 mutants ( $M=41$ ;  $m_i=40$ ):*

Actc1  
 Actc1  
 Alcam  
 Aldh1a2  
 Arg1  
 Cdc14b  
 Cdkn1c  
 Cdx1  
 Cnn2  
 Col1a1  
 Crabbp1  
 Dll1  
 Efhd2  
 Fabp7  
 Fgfbp3  
 Flt4  
 Foxb1  
 Frzb  
 Gbx2  
 Hesx1  
 Hoxa1  
 Igfbp3  
 Meis1  
 Meox1  
 Mgst1  
 Myl1  
 Myl7  
 Nkx1-2  
 Pak1  
 Pcdh19  
 Pcsk1n  
 Ripk3  
 Scd2  
 Six3  
 Tagln  
 Tbx6  
 Tie1  
 Tmsb4x  
 Tnnt2  
 Wnt3a  
 Wnt8a

## Transcription factor binding motif prediction method 1:

**oPOSSUM (Ho Sui et al., 2005)**

<http://www.cisreg.ca/cgi-bin/oPOSSUM/opossum>

| STEP 1: Enter a list of co-expressed genes                                                                                                                                                                                                                         | STEP 2: Select transcription factor binding site matrices             | STEP 3: Select parameters                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Species:<br>Mouse<br><br>Gene ID type:<br>MGI Symbol<br><br>Paste gene IDs:<br>1700009P17Rik<br>1700027A23Rik<br>Cer1<br>Cldn4<br>Cpm<br>Cyb561<br>Foxa1<br>Foxa2<br>Foxd4<br>Gal<br>Gstm5<br>Josd2<br>Mlf1<br>Nptx2<br>Pim1<br>Prnp<br>Smoc1<br>Sox17<br>T<br>Trh | JASPAR CORE Profiles<br>select by taxonomic supergroup:<br>vertebrate | Level of conservation:<br>Top 10% of conserved regions (min. conservation 70%)<br><br>Matrix match threshold:<br>80%<br><br>Amount of upstream / downstream sequence:<br>10000 / 5000<br><br>Number of results to display:<br>All<br><br>Sort results by:<br>Z-score<br><br>SUBMIT |

### Analysis Results

#### Selected Parameters

Conservation level:      Top 10% of conserved regions (min. conservation 70%)

Matrix match score:     80%

Upstream sequence length:   10000

Downstream sequence length: 5000

Number of genes submitted:   20

Number of genes included:    19

Number of genes excluded:    1

#### Target Genes

Analyzed:           Gal Cyb561 Nptx2 Foxa2 Foxa1 Pim1 Gstm5 Cpm Cer1 Josd2 Sox17 T Prnp Trh

1700027A23Rik Mlf1 Foxd4 1700009P17Rik Smoc1

Excluded:           Cldn4

(Note: see Additional Files 6-8 for relevant oPOSSUM output tables)

## Transcription factor binding motif prediction method 2:

**SynoR (Ovcharenko and Nobrega, 2005)**

<http://synor.dcode.org/>

| STEP 1: List transcription factors                   | STEP 2: Specify distance limitations between neighboring binding sites | STEP 3: Select genomes                                         |
|------------------------------------------------------|------------------------------------------------------------------------|----------------------------------------------------------------|
| BRACH_01 (Brachyury/T)<br>HNF3B_01 (Foxa2/Hnf3-beta) | at least 4 bps, but not more than 200 bps                              | base genome: mouse (mm9)<br>comparison genome(s): human (hg18) |

Note: raw data filtered for genes down-regulated in *Foxa2* mutants and co-expressed with *Foxa2* (see gene list above used for oPOSSUM)—results are summarized in Additional File 9.

# Supplementary material for: Microarray analysis of Foxa2 mutant mouse embryos reveals novel gene expression and inductive roles for the gastrula organizer and its derivatives
**Source:** BMC Genomics. 2008 Oct 30;9:511. doi: 10.1186/1471-2164-9-511
**Supplement:** Additional file 3 — Supplementary Figures. Additional whole mount in situ images organized alphabetically by current MGI gene symbol.

**Tamplin et al. 2008**  
**Supplementary Figures**

Pages 1-17

Additional whole mount in situ images organized alphabetically by current MGI gene symbol.  
Supplementary Tables 1-3 indicate whether or not a screened transcript has an image included and its stage.

File annotation is as follows:

'gene symbol\_stage\_view/orientation.extension'

Some images have an additional note for relative length of time the *in situ* colour reaction was developed:

'gene symbol\_stage\_view/orientation(\_long/short).extension'

Scale bars, if included, are all 200µm, except the following, which are 500µm:

1810037I17Rik\_E9.0

Atm\_E9.0

BC003993\_E8.5

Cd276\_E8.5

Cldn4\_E8.5

Cldn4\_E9.0

Cyb561\_E8.5

Fabp7\_E9.0

Galt\_E9.0

Gpx2\_E8.5

Gstm5\_E8.5

Hrmt1l2\_E9.0

Ina\_E9.0

Meis1\_E8.5

Meis1\_E9.0

Mfap2\_E8.5

Ppp1r1a\_E9.0

Pts\_E8.5

Pura\_E8.5

Pygb\_E8.5

Rap2b\_E8.5

RbmX\_E8.5

Scn1a\_E8.5

Slc1a5\_E8.5

Smoc1\_E9.0

Snx5\_E8.5

TpbG\_E9.0

Trh\_E9.0

Wfdc2\_E8.5

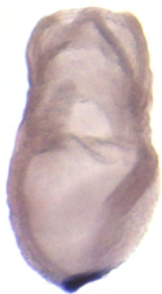

1700009P17Rik\_E7.5\_lat.jpg

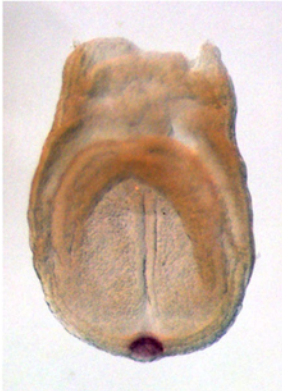

1700009P17Rik\_E7.75\_ant.jpg

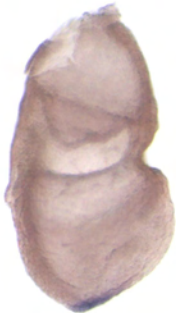

1700027A23Rik\_E7.5\_lat.jpg

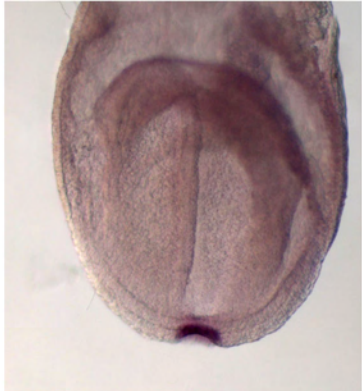

1700027A23Rik\_E7.75\_ant.jpg

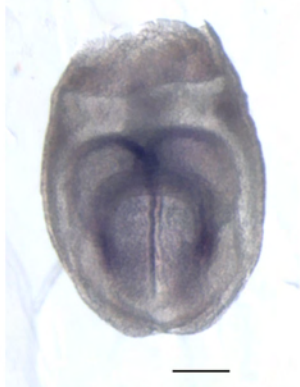

1810037I17Rik\_E7.75\_ant.jpg

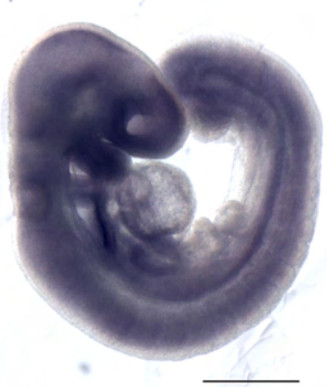

1810037I17Rik\_E9.0\_lat.jpg

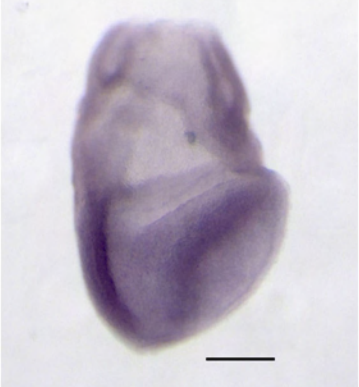

2610524G07Rik\_E7.5\_lat.jpg

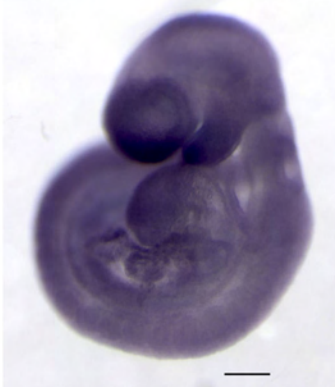

2610524G07Rik\_E9.0\_lat.jpg

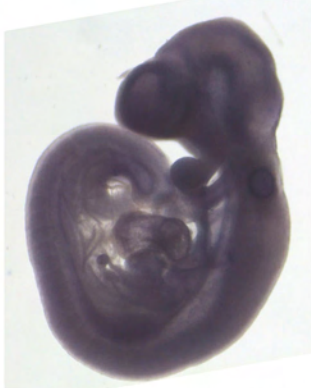

2700038N03Rik\_E9.5\_lat.jpg

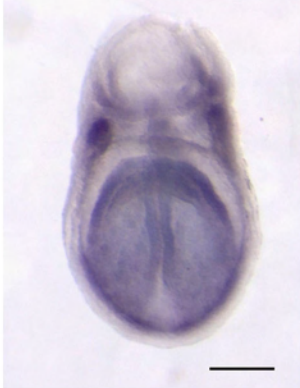

2810040C05Rik\_E7.5\_ant.jpg

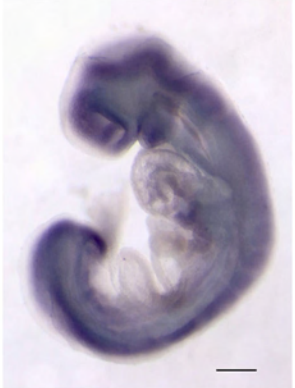

2810040C05Rik\_E8.5\_lat.jpg

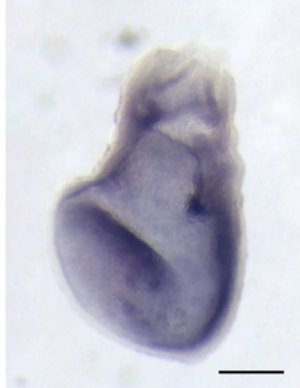

3732412D22Rik\_E7.5\_lat.jpg

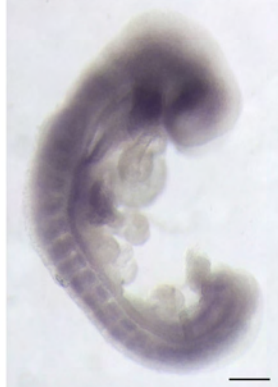

3732412D22Rik\_E8.5\_lat.jpg

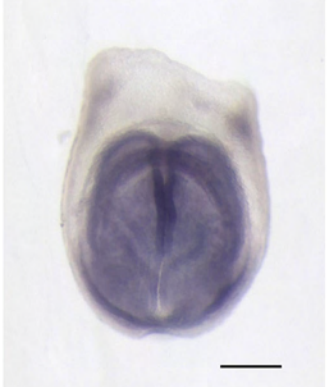

4833420G17Rik\_E7.5\_ant.jpg

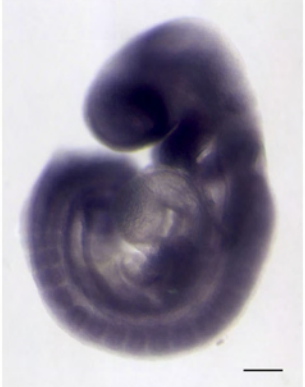

4833420G17Rik\_E9.0\_lat.jpg

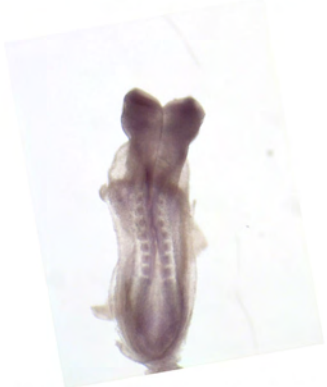

4921506J03Rik\_E8.5\_dorsal.jpg

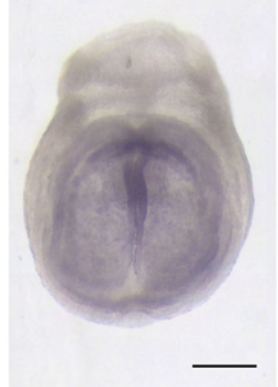

6330403K07Rik\_E7.5\_ant.jpg

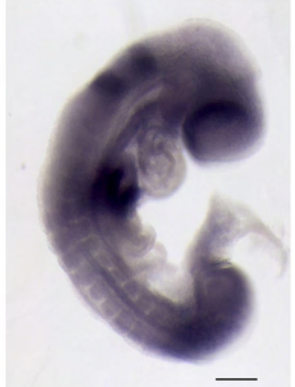

6330403K07Rik\_E8.5\_lat.jpg

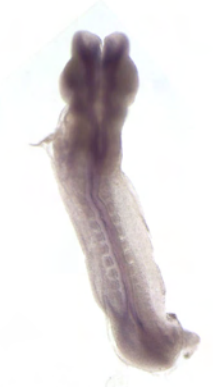

Agpat1\_E8.5\_dorsal.jpg

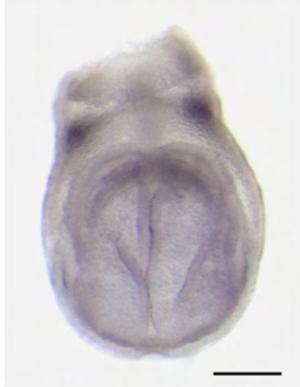

Al506816\_E7.75\_ant.jpg

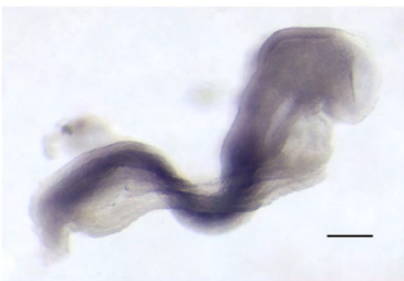

Al506816\_E8.5\_lat.jpg

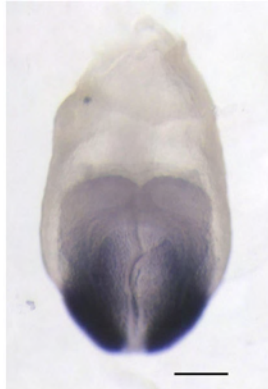

Aldh1a2\_E7.75\_ant.jpg

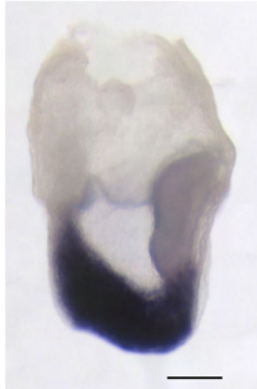

Aldh1a2\_E7.75\_lat.jpg

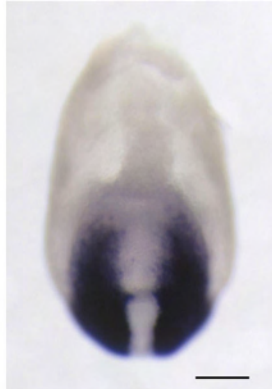

Aldh1a2\_E7.75\_post.jpg

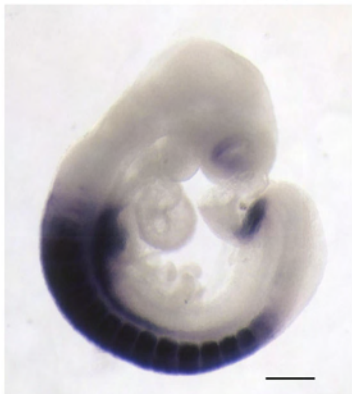

Aldh1a2\_E8.5\_lat.jpg

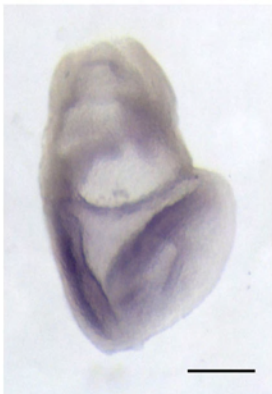

Ank3\_E7.5\_lat.jpg

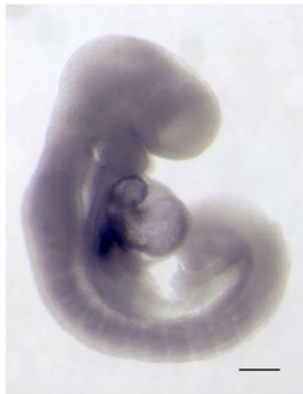

Ank3\_E8.5\_lat.jpg

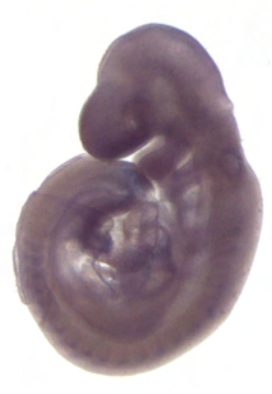

Anxa5\_E9.5\_lat.jpg

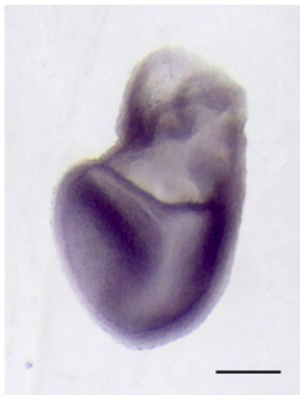

Ap4s1\_E7.5\_lat.jpg

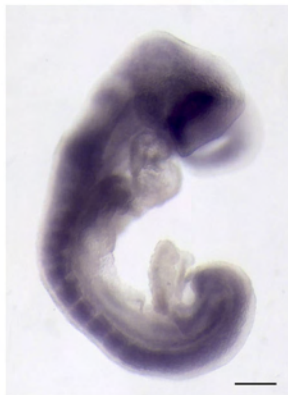

Ap4s1\_E8.5\_lat.jpg

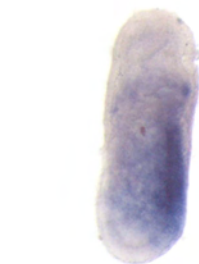

Aplnr\_E7.5\_lat.jpg

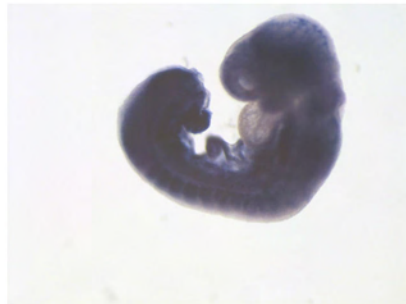

Aplnr\_E9.0\_lat.jpg

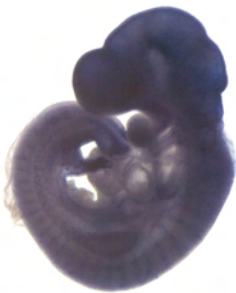

Aplnr\_E9.5\_lat.jpg

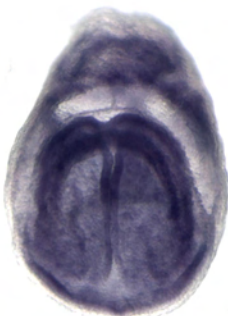

App\_E7.75\_ant.jpg

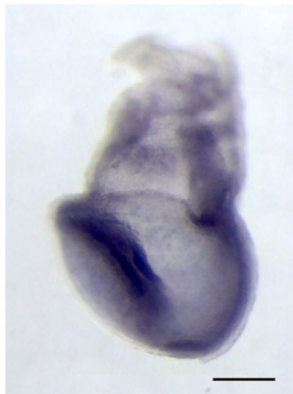

App\_E7.75\_lat.jpg

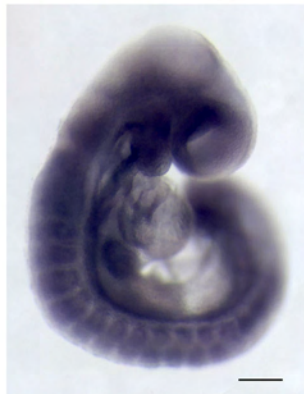

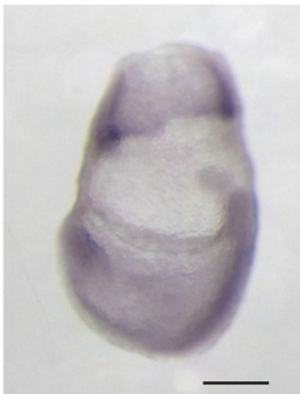

Arcn1\_E7.5\_lat.jpg

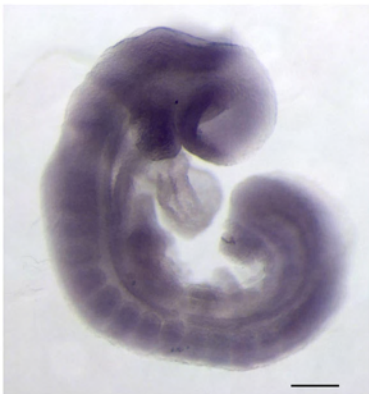

Arcn1\_E8.5\_lat.jpg

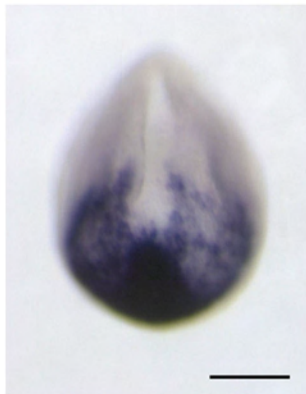

Arg1\_E7.5\_distal.jpg

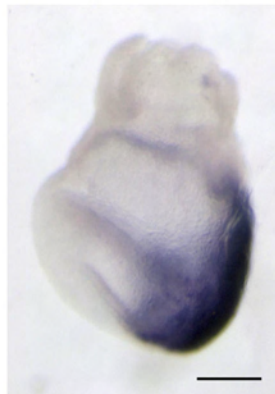

Arg1\_E7.5\_lat.jpg

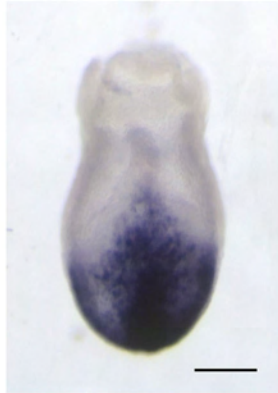

Arg1\_E7.5\_post.jpg

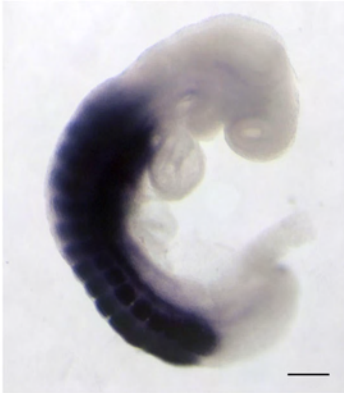

Arg1\_E8.5\_lat.jpg

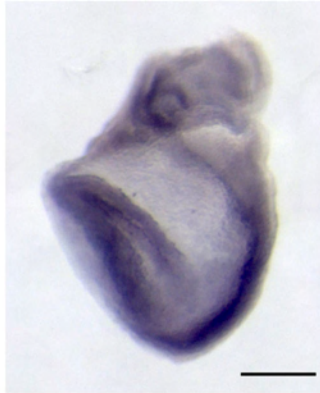

Arl6ip1\_E7.5\_lat.jpg

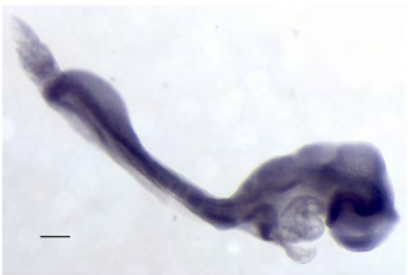

Arl6ip1\_E8.5\_lat.jpg

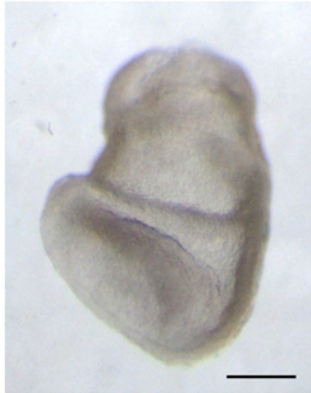

Astn1\_E7.5\_lat.jpg

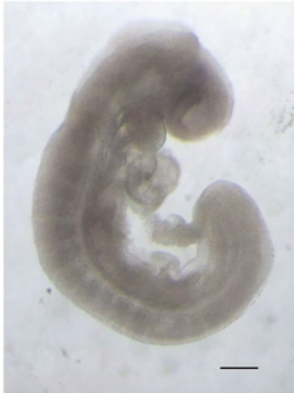

Astn1\_E8.5\_lat.jpg

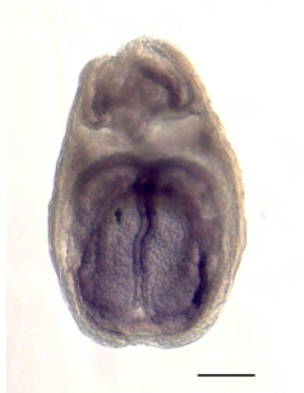

Atm\_E7.75\_lat.jpg

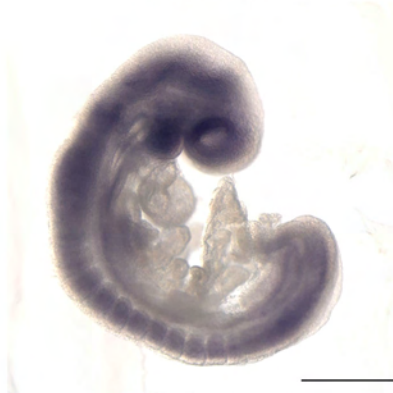

Atm\_E9.0\_lat.jpg

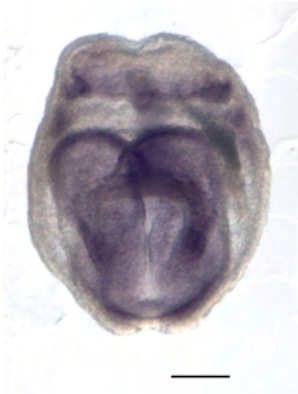

BC003993\_E7.75\_ant.jpg

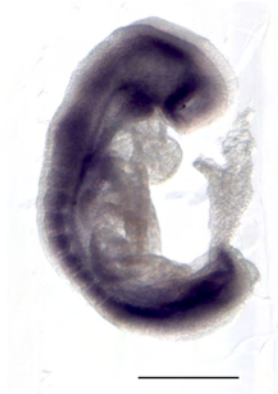

BC003993\_E8.5\_lat.jpg

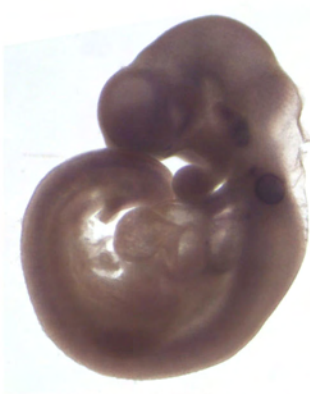

BC067047\_E9.5\_lat.jpg

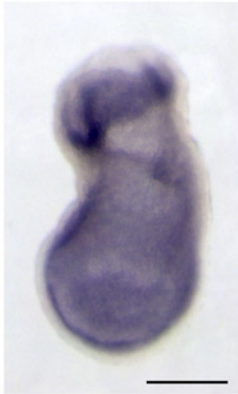

Bcl2l2\_E7.25\_lat.jpg

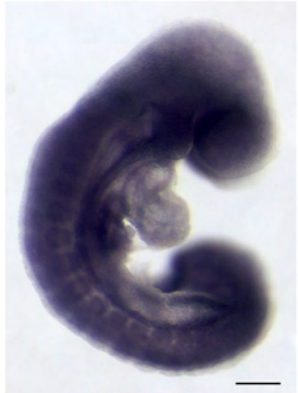

Bcl2l2\_E8.5\_lat.jpg

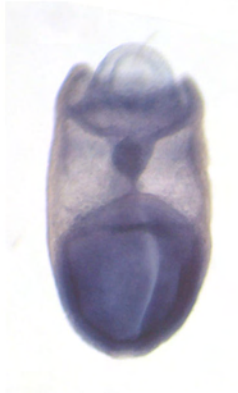

Brwd1\_E7.5\_ant.jpg

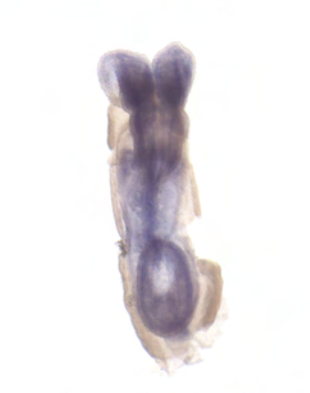

Brwd1\_E8.5\_dorsal.jpg

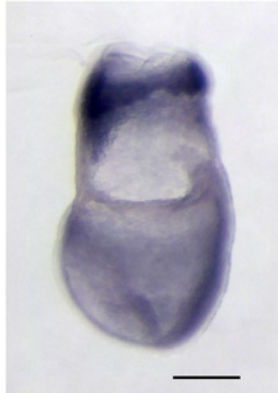

C77545\_E7.5\_lat.jpg

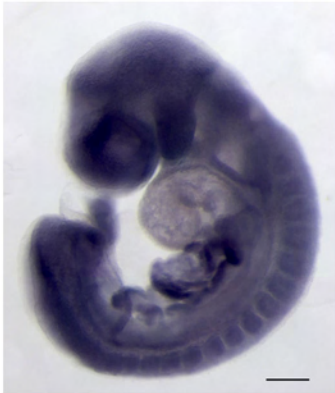

C77545\_E8.5\_lat.jpg

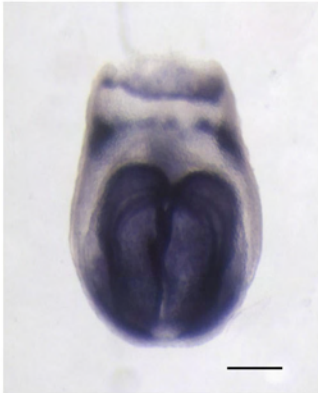

Cbx3\_E7.5\_ant.jpg

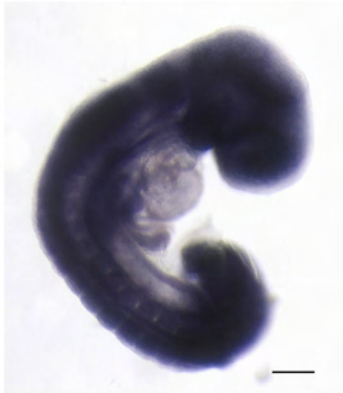

Cbx3\_E8.5\_lat.jpg

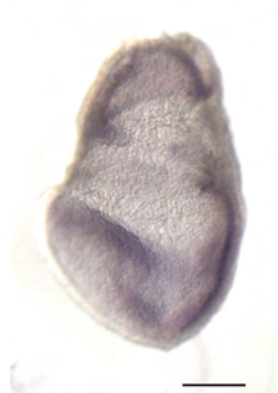

Cd276\_E7.5\_lat.jpg

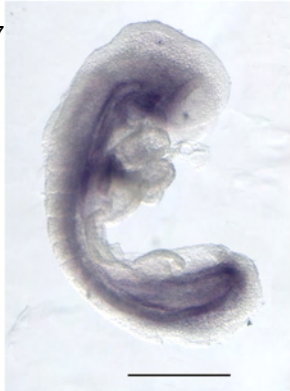

Cd276\_E8.5\_lat.jpg

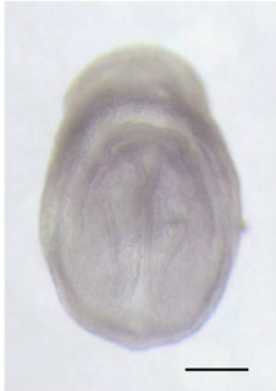

Cd59a\_E7.5\_ant.jpg

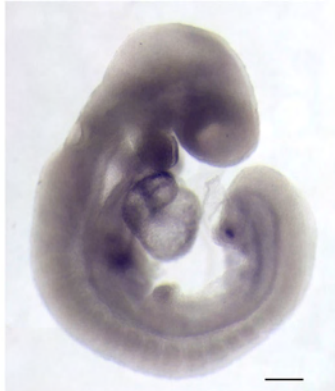

Cd59a\_E9.0\_lat.jpg

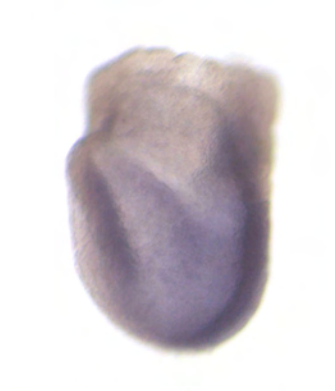

Cdc14b\_E7.5\_lat.jpg

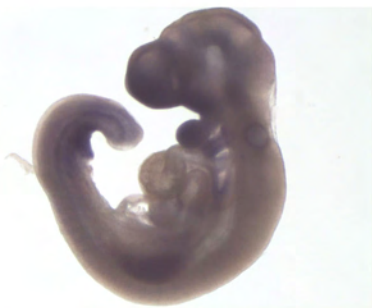

Cdc14b\_E9.5\_lat.jpg

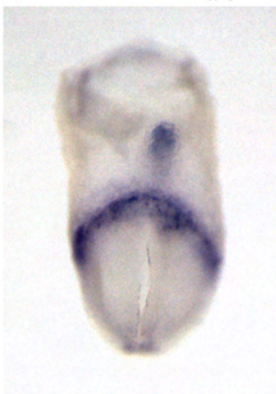

Cdkn1c\_E7.5\_ant.jpg

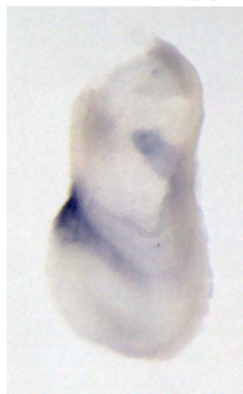

Cdkn1c\_E7.5\_lat.jpg

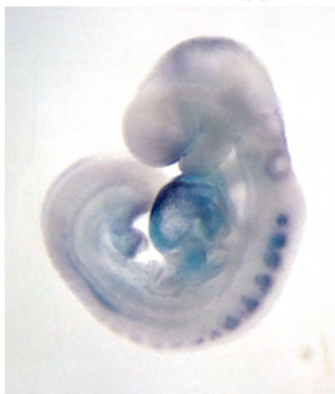

Cdkn1c\_E9.0\_lat.jpg

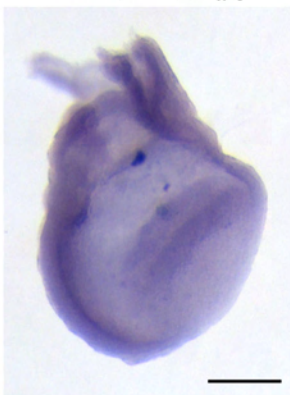

Cklfsf8\_E7.5\_lat.jpg

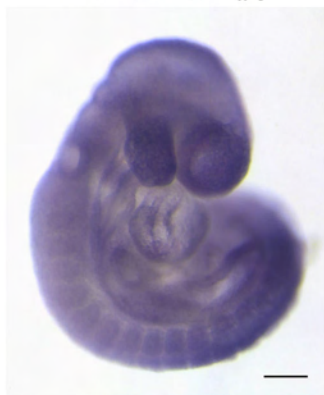

Cklfsf8\_E9.0\_lat.jpg

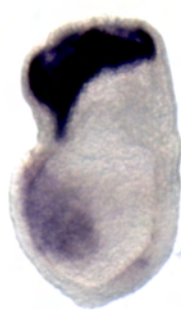

Cldn4\_E7.5\_lat.jpg

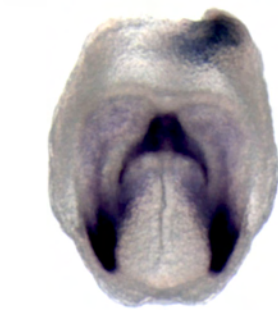

Cldn4\_E7.75\_ant.jpg

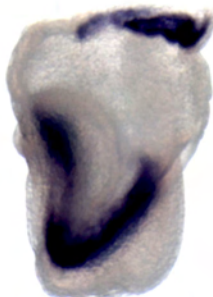

Cldn4\_E7.75\_lat.jpg

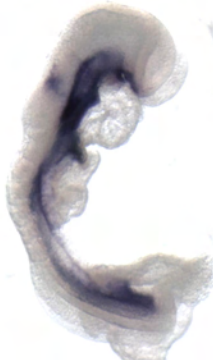

Cldn4\_E8.5\_lat.jpg

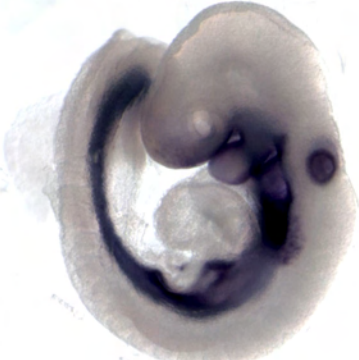

Cldn4\_E9.0\_lat.jpg

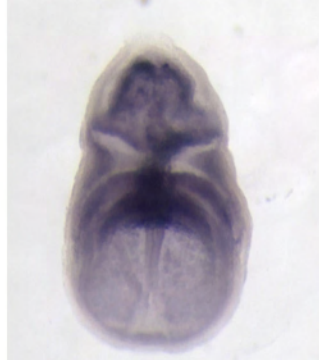

Col1a1\_E7.5\_ant.jpg

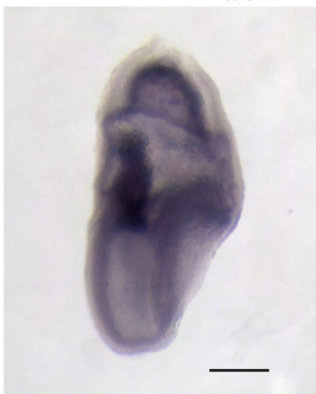

Col1a1\_E7.5\_lat.jpg

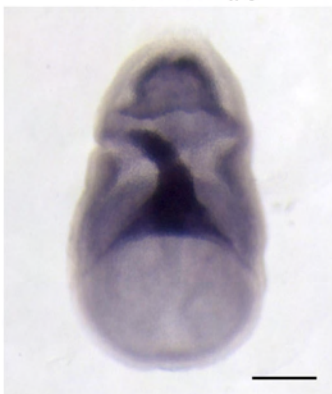

Col1a1\_E7.5\_post.jpg

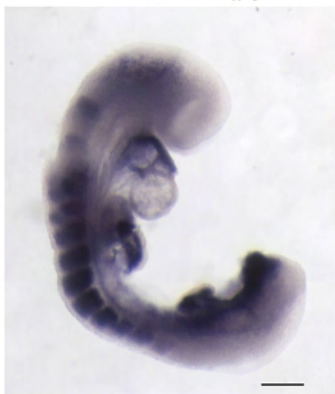

Col1a1\_E8.5\_lat.jpg

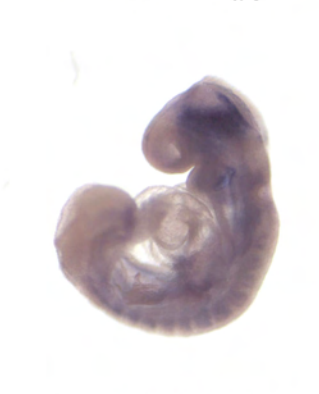

Colec12\_E9.0\_lat.jpg

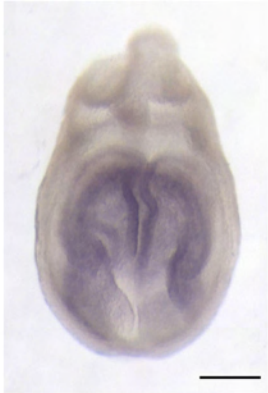

Cox7b\_E7.5\_ant.jpg

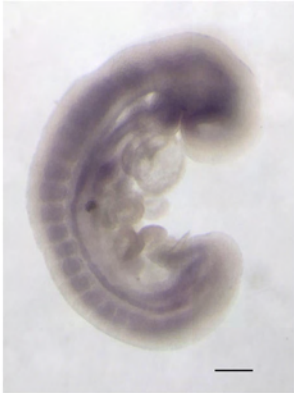

Cox7b\_E8.5\_lat.jpg

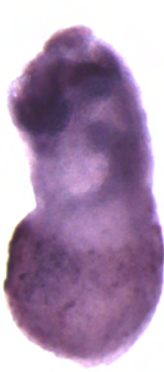

Cpm\_E7.5\_lat\_long.jpg

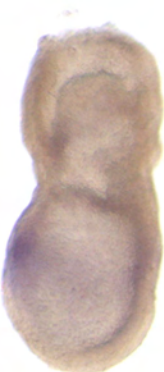

Cpm\_E7.5\_lat\_short.jpg

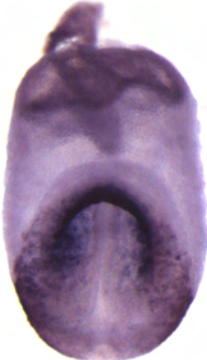

Cpm\_E7.75\_ant\_long.jpg

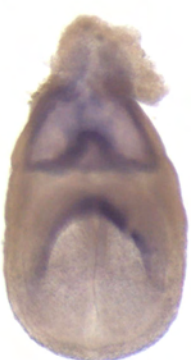

Cpm\_E7.75\_ant\_short.jpg

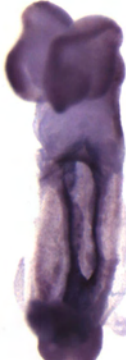

Cpm\_E8.5\_ventral\_long.jpg

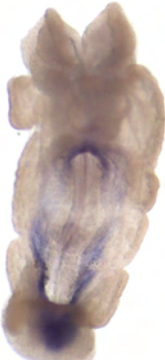

Cpm\_E8.5\_ventral\_short.jpg

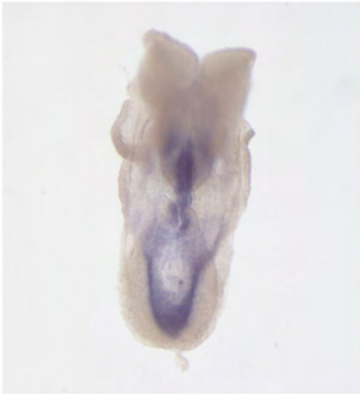

Cpn1\_E8.5\_dorsal.jpg

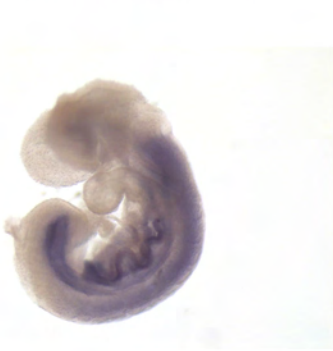

Cpn1\_E9.0\_lat.jpg

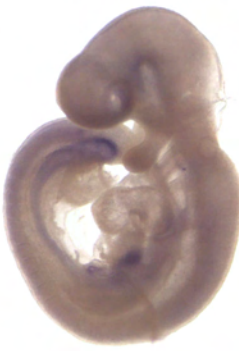

Cpn1\_E9.5\_lat.jpg

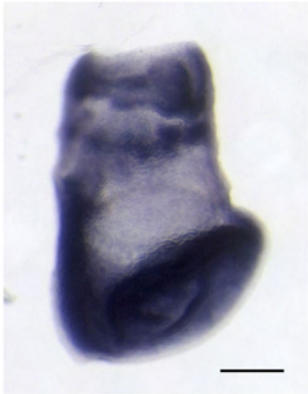

Csnk2a1\_E7.5\_lat.jpg

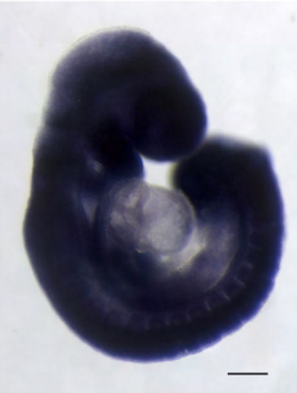

Csnk2a1\_E9.0\_lat.jpg

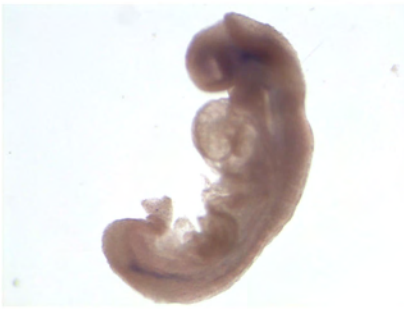

Cthrc1\_E9.0\_lat.jpg

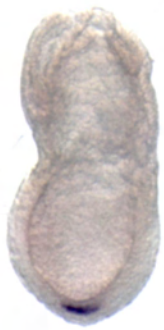

Cyb561\_E7.5\_lat.jpg

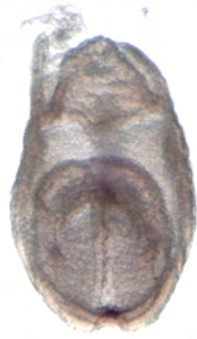

Cyb561\_E7.75\_ant.jpg

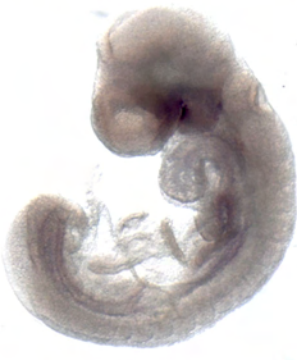

Cyb561\_E8.5\_lat.jpg

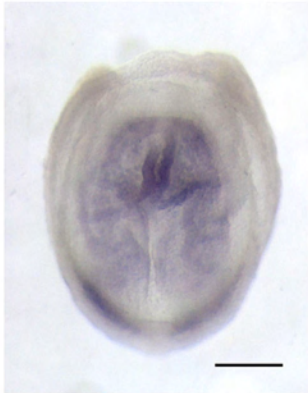

Cyp51\_E7.75\_ant.jpg

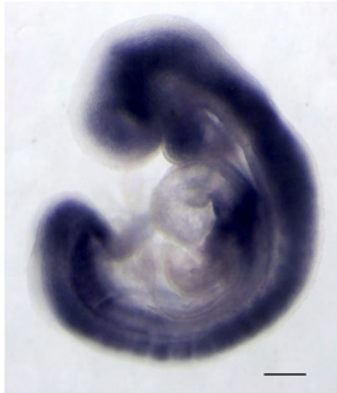

Cyp51\_E8.5\_lat.jpg

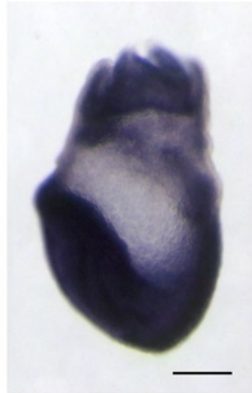

Ddx6\_E7.5\_lat.jpg

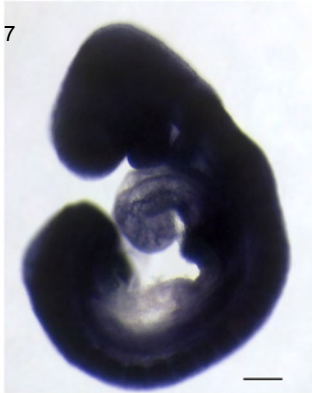

Ddx6\_E9.0\_lat.jpg

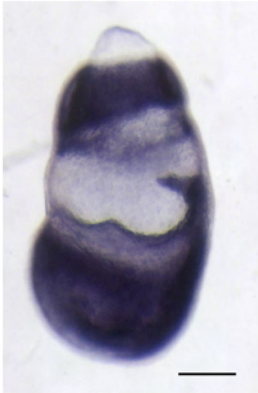

Defcr6\_E7.5\_lat.jpg

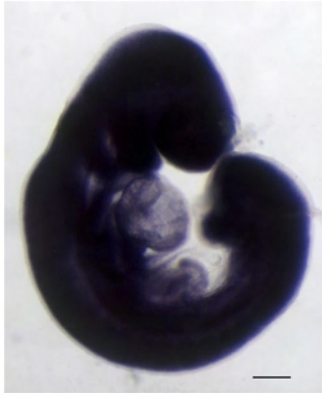

Defcr6\_E9.0\_lat.jpg

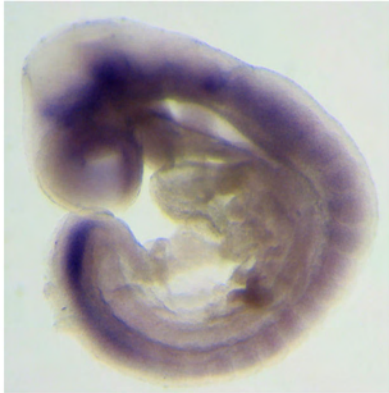

Edg2\_E9.0\_lat.jpg

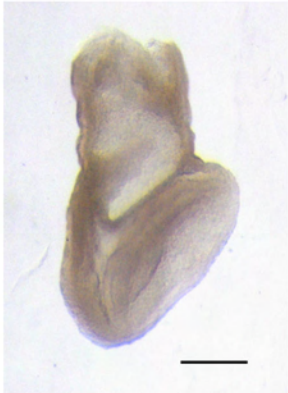

Efhd1\_E7.5\_lat.jpg

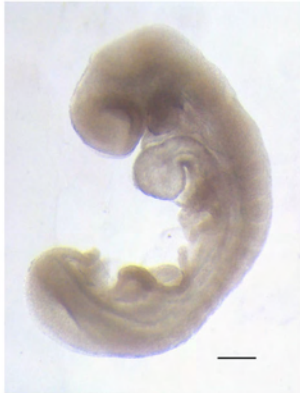

Efhd1\_E8.5\_lat.jpg

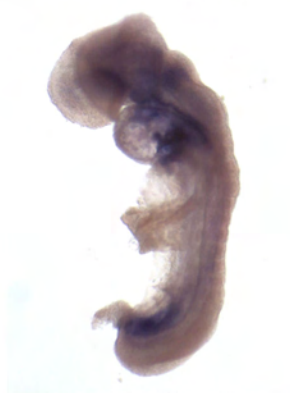

Efhd2\_E8.5\_lat\_b.jpg

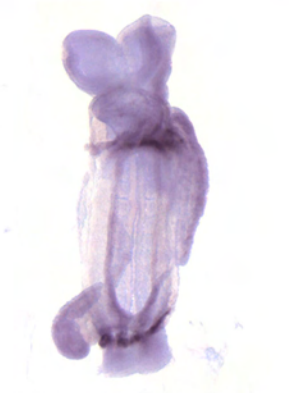

Efhd2\_E8.5\_ventral.jpg

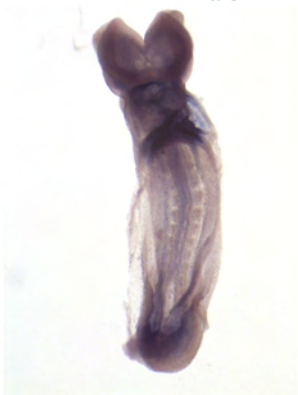

Efhd2\_E8.5\_ventral\_b.jpg

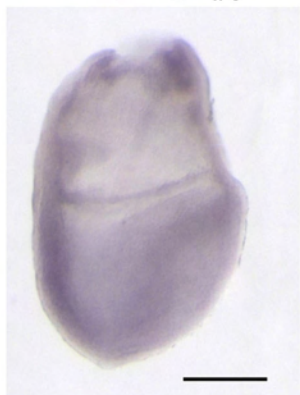

Esd\_E7.5\_lat.jpg

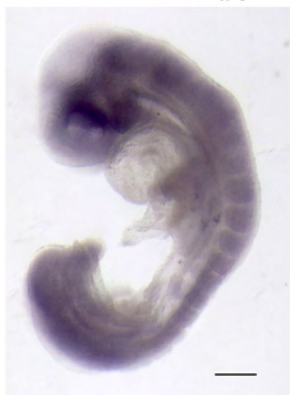

Esd\_E8.5\_lat.jpg

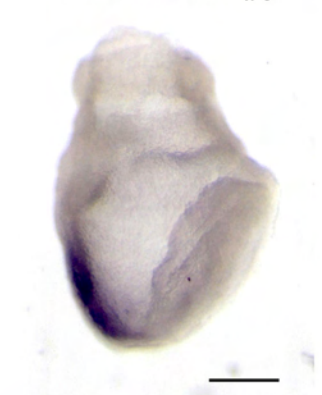

Fabp7\_E7.5\_lat.jpg

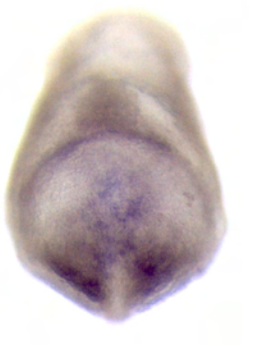

Fabp7\_E7.5\_post.jpg

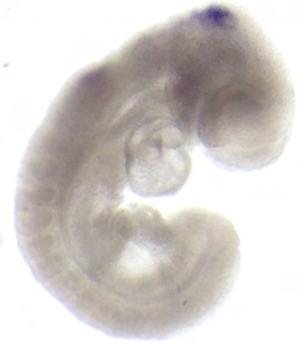

Fabp7\_E8.5\_lat.jpg

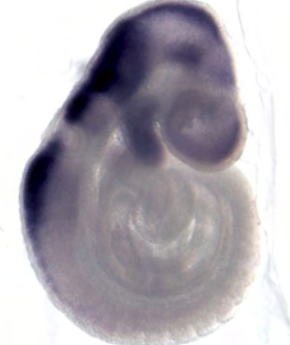

Fabp7\_E9.0\_lat.jpg

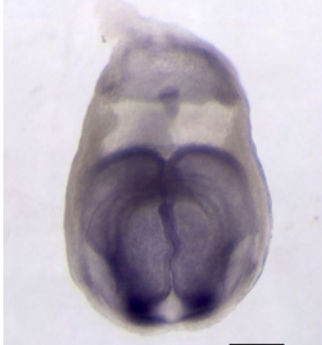

Fgfr2\_E7.75\_ant.jpg

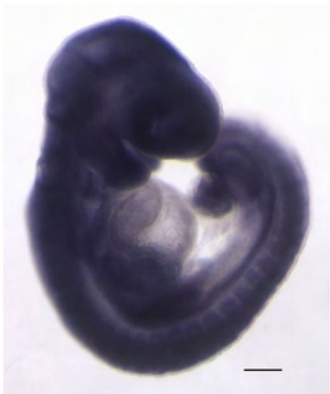

Fgfr2\_E9.0\_lat.jpg

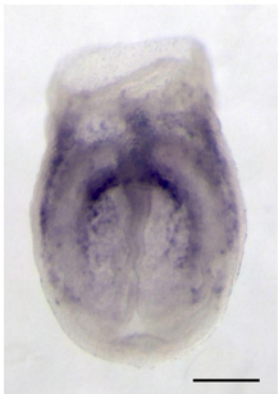

Flt4\_E7.75\_ant.jpg

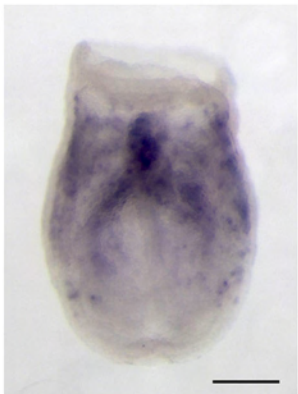

Flt4\_E7.75\_post.jpg

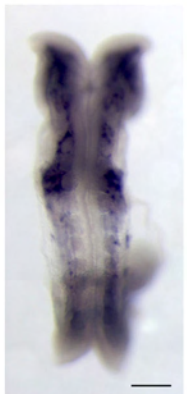

Flt4\_E8.5\_dorsal.jpg

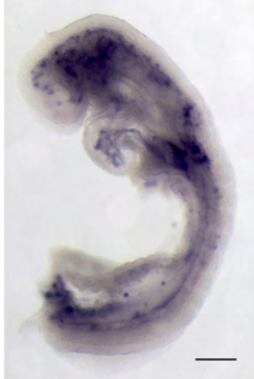

Ftl4\_E8.5\_lat.jpg

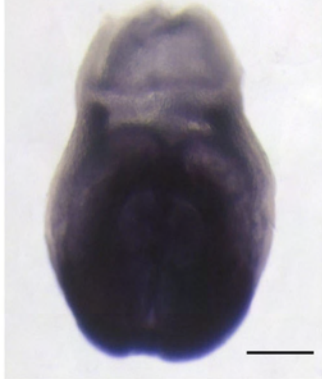

Fstl1\_E7.75\_ant.jpg

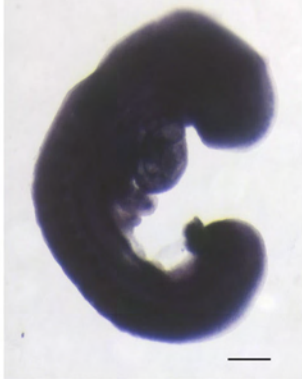

Fstl1\_E8.5\_lat.jpg

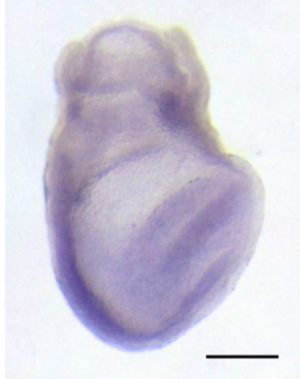

Fv4\_E7.5\_lat.jpg

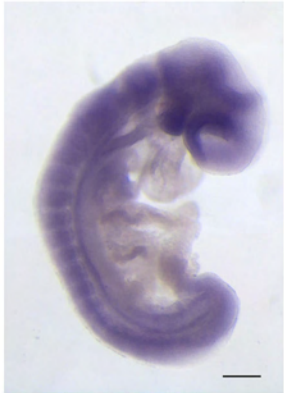

Fv4\_E8.5\_lat.jpg

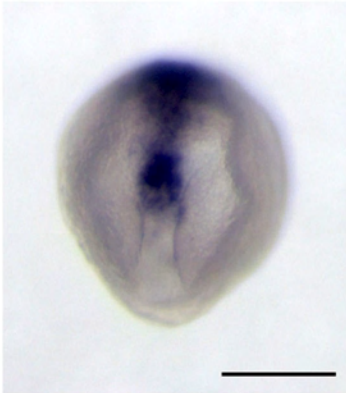

Gal\_E7.5\_distal.jpg

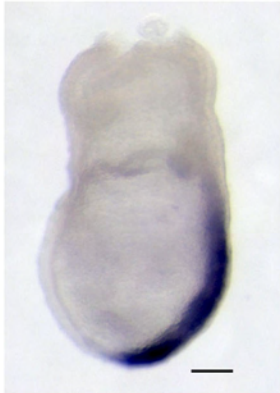

Gal\_E7.5\_lat.jpg

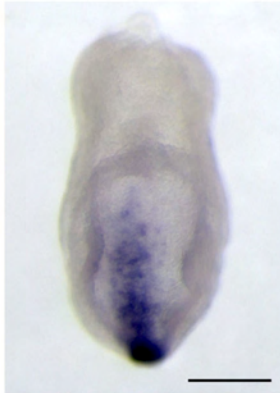

Gal\_E7.5\_post.jpg

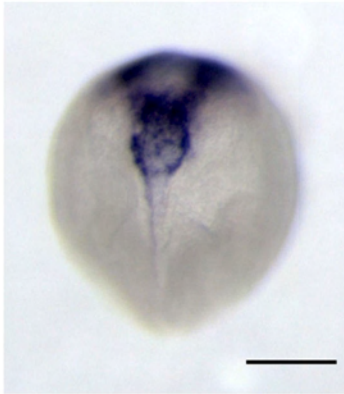

Gal\_E7.75\_distal.jpg

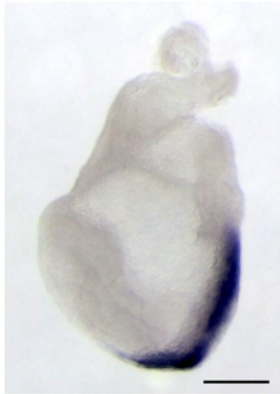

Gal\_E7.75\_lat.jpg

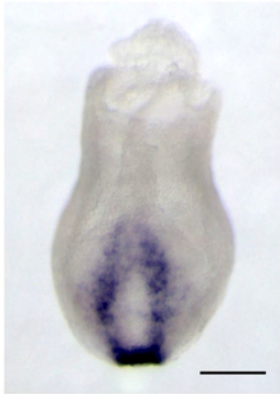

Gal\_E7.75\_post.jpg

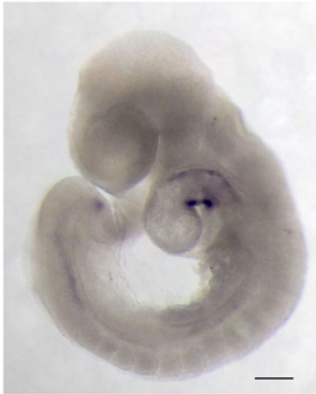

Gal\_E9.0\_lat.jpg

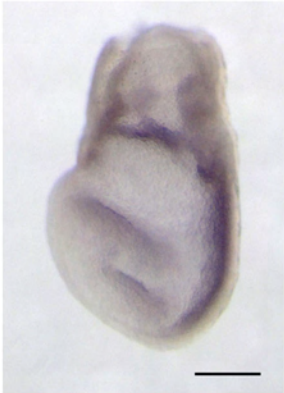

Galt\_E7.5\_lat.jpg

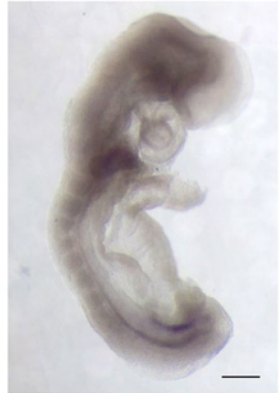

Galt\_E8.5\_lat.jpg

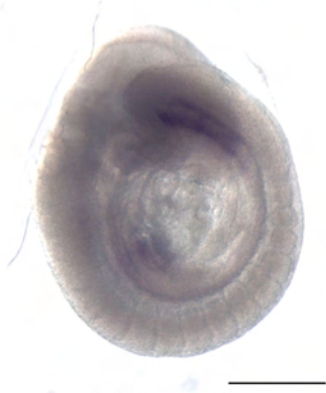

Galt\_E9.0\_lat.jpg

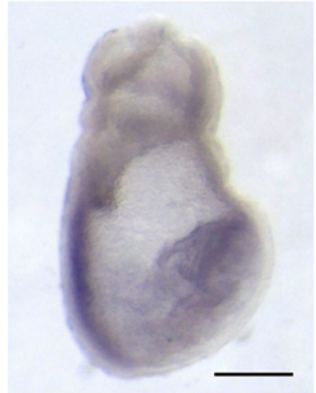

Gas5\_E7.5\_lat.jpg

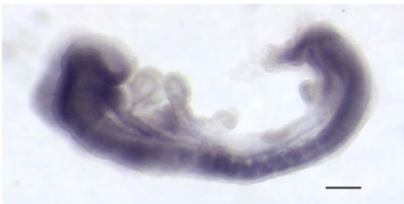

Gas5\_E8.5\_lat.jpg

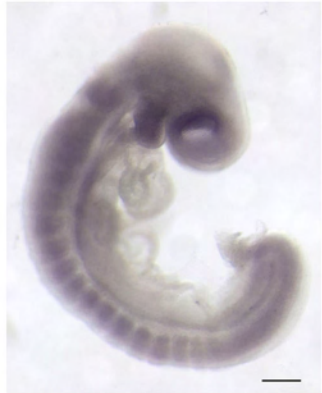

Gas5\_E9.0\_lat.jpg

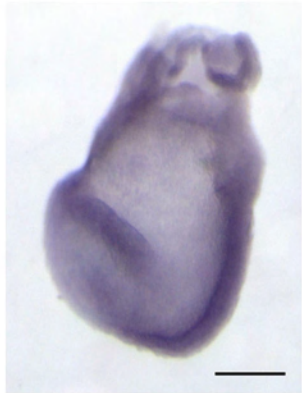

Gna14\_E7.5\_lat.jpg

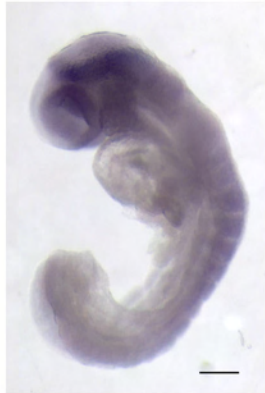

Gna14\_E8.5\_lat.jpg

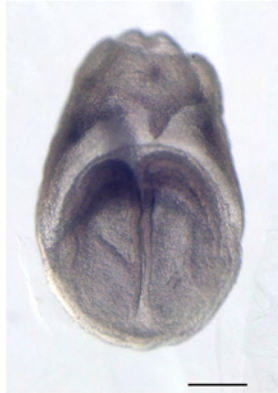

Gpx2\_E7.75\_ant.jpg

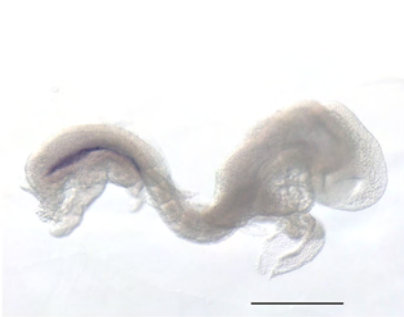

Gpx2\_E8.5\_lat.jpg

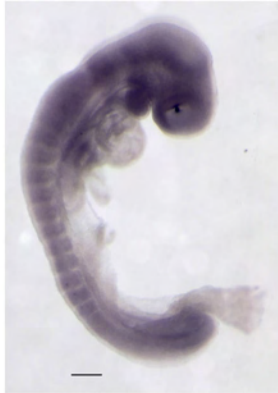

Gpx2\_E9.0\_lat.jpg

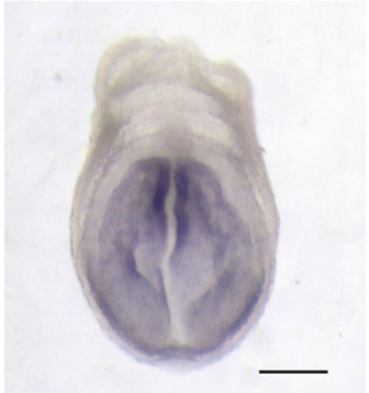

Gsta4\_E7.5\_ant.jpg

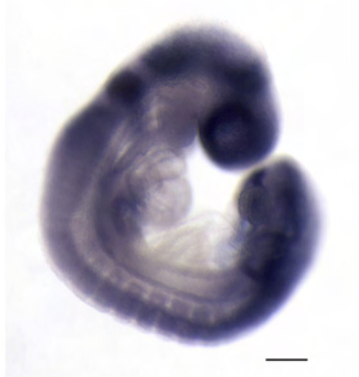

Gsta4\_E8.5\_lat.jpg

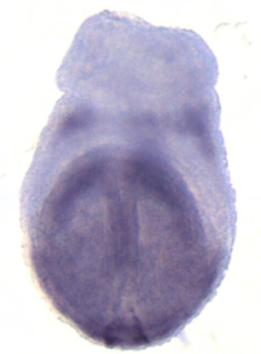

Gstm5\_E7.75\_ant.jpg

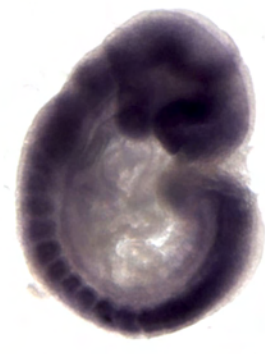

Gstm5\_E8.5\_lat.jpg

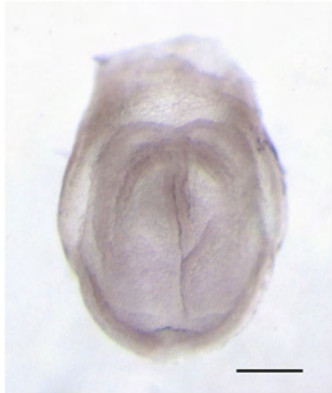

H13\_E7.5\_ant.jpg

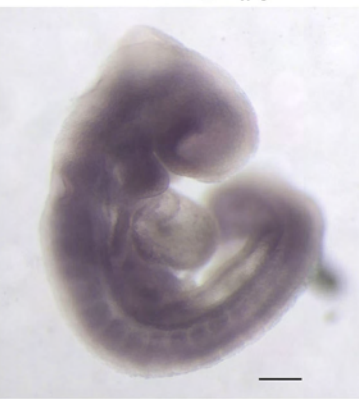

H13\_E8.5\_lat.jpg

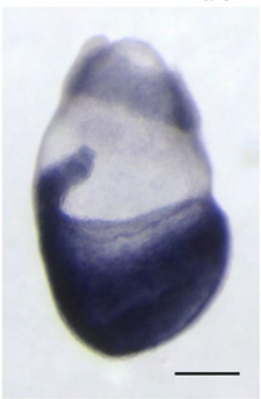

H1fx\_E7.5\_lat.jpg

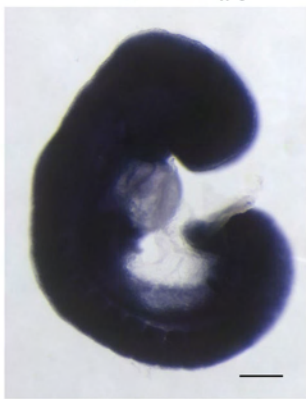

H1fx\_E8.5\_lat.jpg

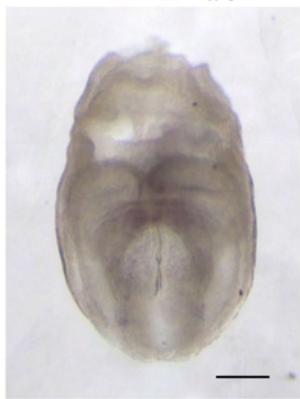

H2-K1\_E7.75\_ant.jpg

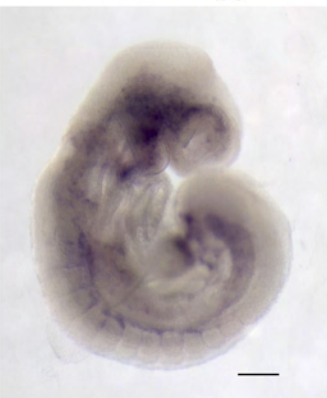

H2-K1\_E8.5\_lat.jpg

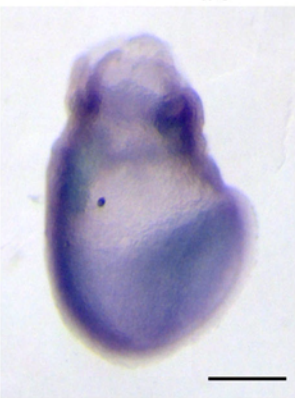

Hrmt1l2\_E7.5\_lat.jpg

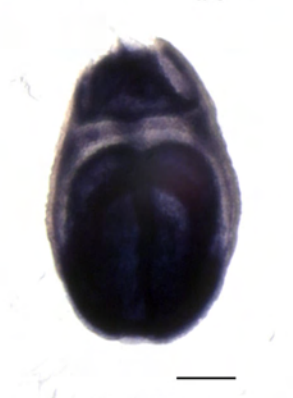

Hrmt1l2\_E7.75\_ant.jpg

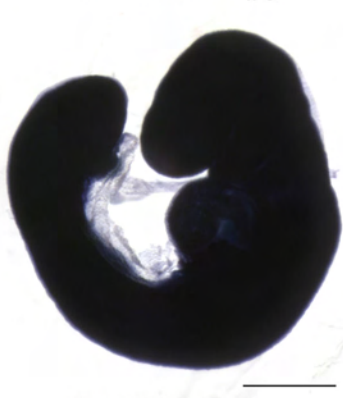

Hrmt1l2\_E9.0\_lat.jpg

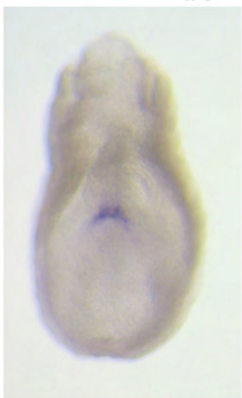

Igfbp3\_E7.5\_post.jpg

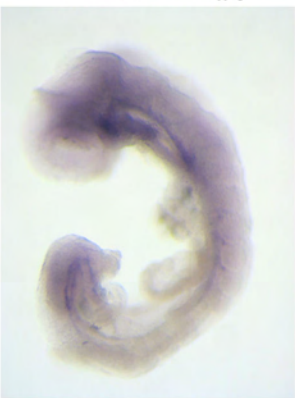

Igfbp3\_E8.5\_lat.jpg

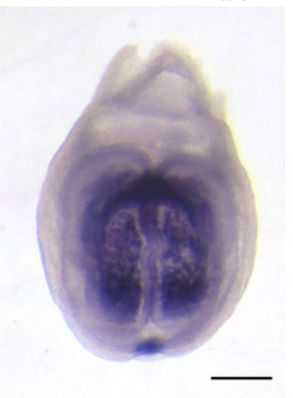

Igfbp5\_E7.75\_ant.jpg

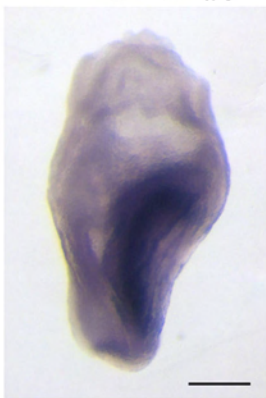

Igfbp5\_E7.75\_lat.jpg

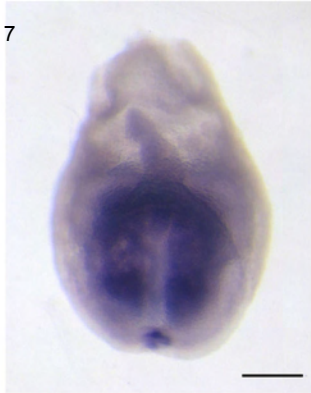

lgfbp5\_E7.75\_post.jpg

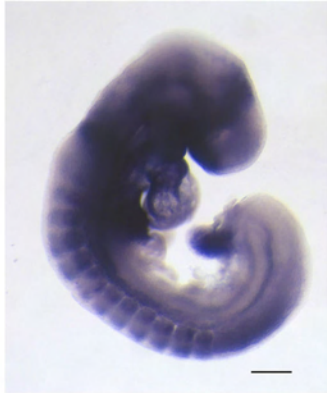

lgfbp5\_E8.5\_lat.jpg

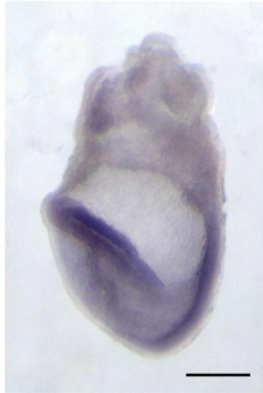

lgsf4a\_E7.5\_lat.jpg

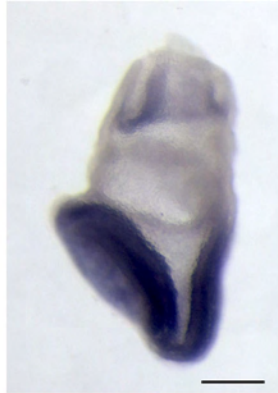

lgsf4a\_E7.75\_lat.jpg

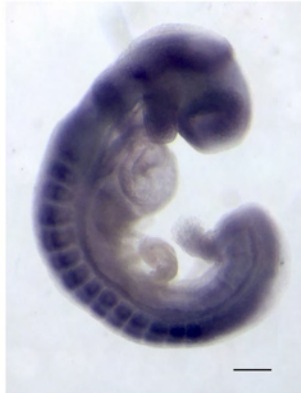

lgsf4a\_E8.5\_lat.jpg

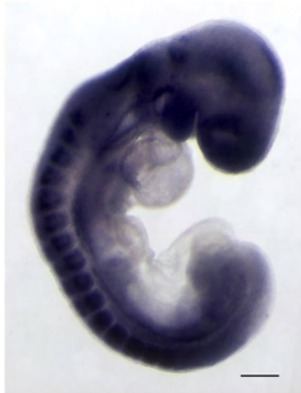

lgsf4a\_E9.0\_lat.jpg

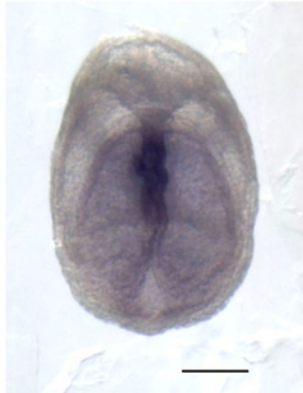

lna\_E7.5\_ant.jpg

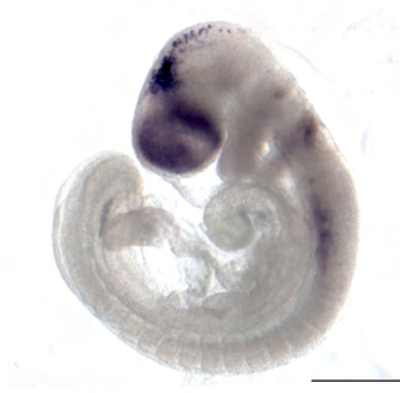

lna\_E9.0\_lat.jpg

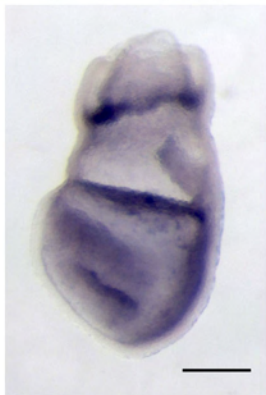

lnpp1\_E7.5\_lat.jpg

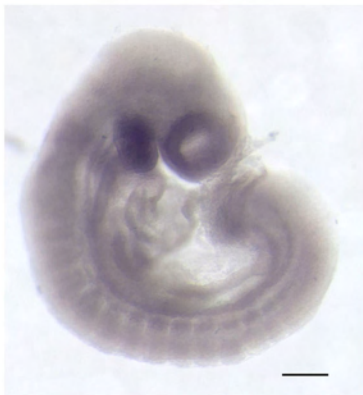

lnpp1\_E8.5\_lat.jpg

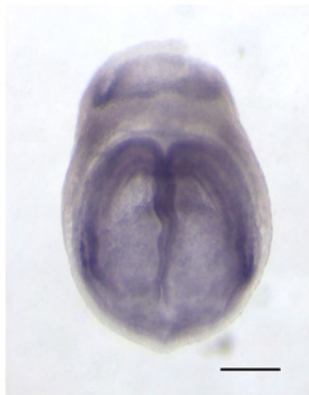

ltga3\_E7.75\_ant.jpg

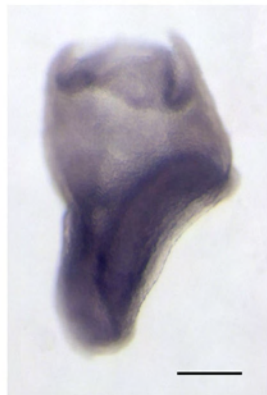

ltga3\_E7.75\_lat.jpg

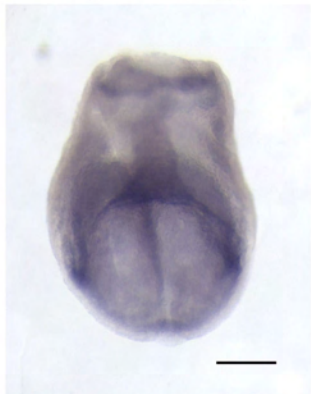

ltga3\_E7.75\_post.jpg

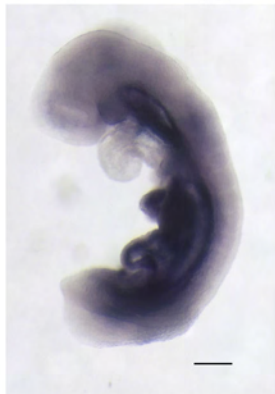

ltga3\_E8.5\_lat.jpg

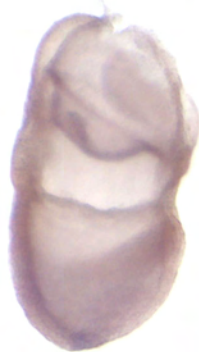

josd2\_E7.5\_lat.jpg

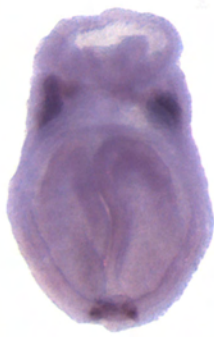

josd2\_E7.75\_ant.jpg

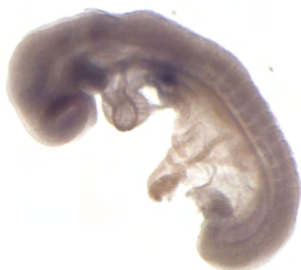

josd2\_E8.5\_lat.jpg

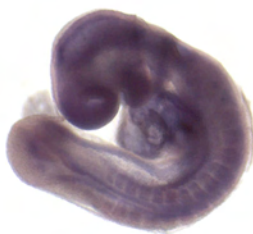

josd2\_E9.0\_lat.jpg

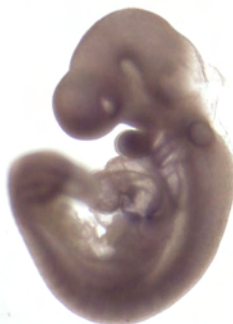

josd2\_E9.5\_lat.jpg

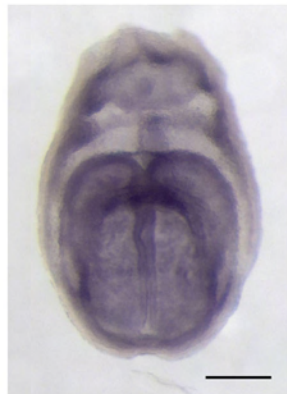

kctd12\_E7.75\_ant.jpg

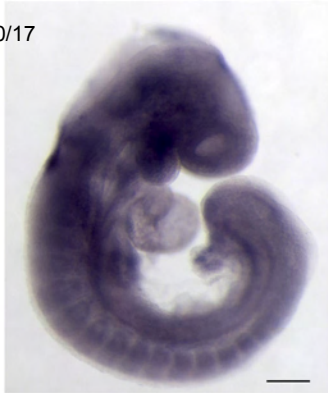

Kctd12\_E8.5\_lat.jpg

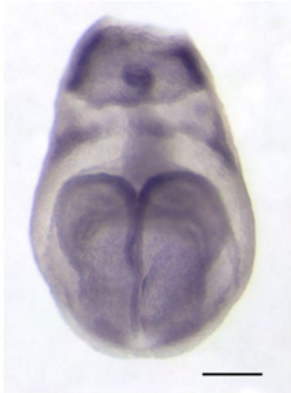

Kitl\_E7.75\_ant.jpg

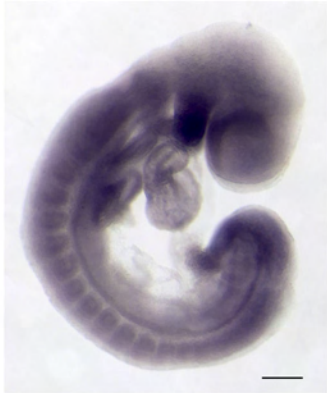

Kitl\_E8.5\_lat.jpg

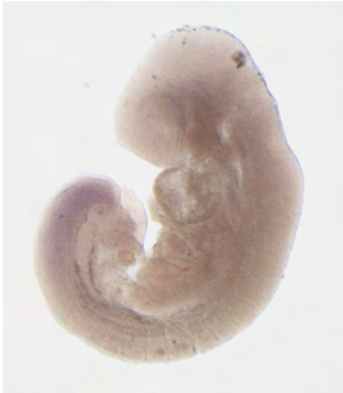

Limch1\_E9.0\_lat.jpg

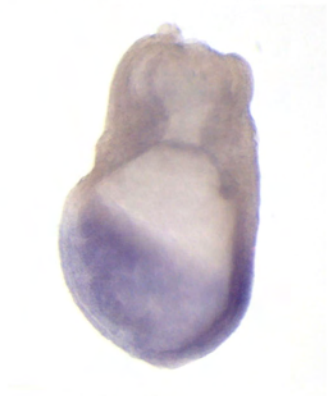

Lrig3\_E7.5\_lat.jpg

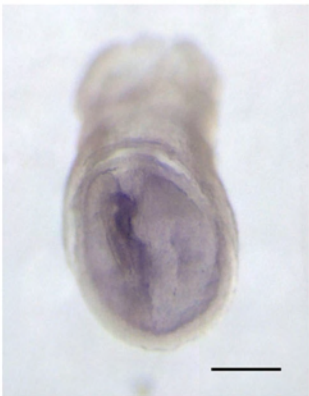

Lrrc54\_E7.5\_ant.jpg

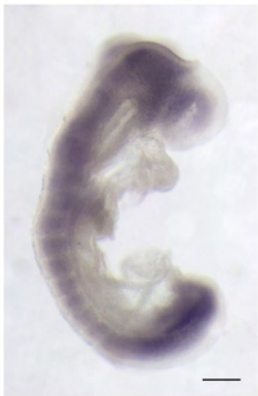

Lrrc54\_E8.5\_lat.jpg

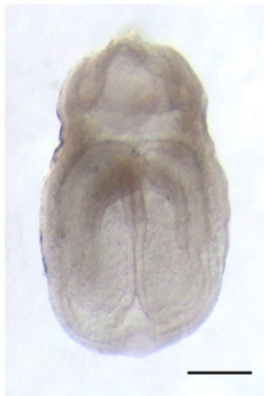

Mapre1\_E7.75\_ant.jpg

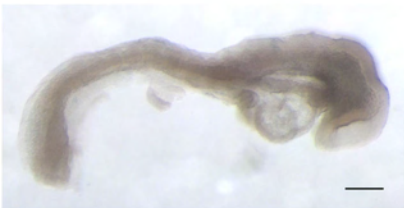

Mapre1\_E8.5\_lat.jpg

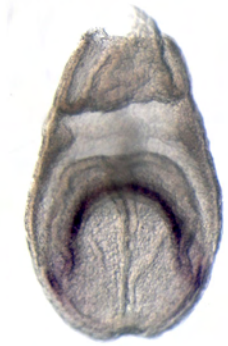

Meis1\_E7.75\_ant.jpg

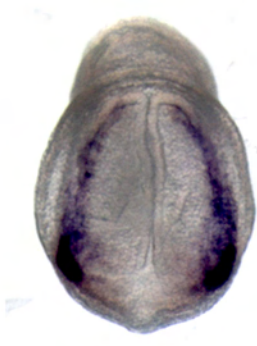

Meis1\_E7.75\_ant\_b.jpg

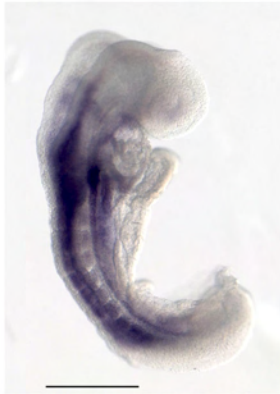

Meis1\_E8.5\_lat.jpg

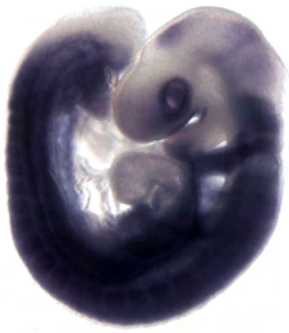

Meis1\_E9.0\_lat.jpg

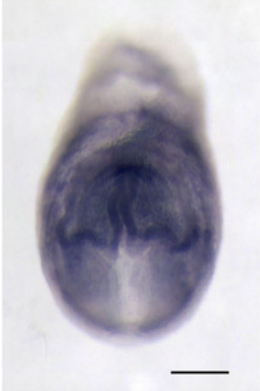

Mest\_E7.75\_ant.jpg

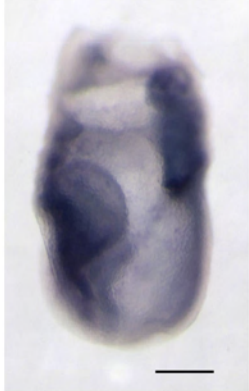

Mest\_E7.75\_lat.jpg

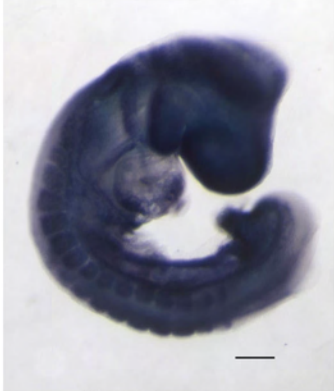

Mest\_E8.5\_lat.jpg

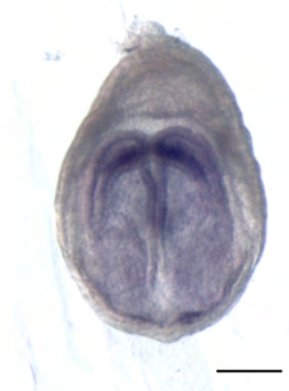

Mfap2\_E7.75\_ant.jpg

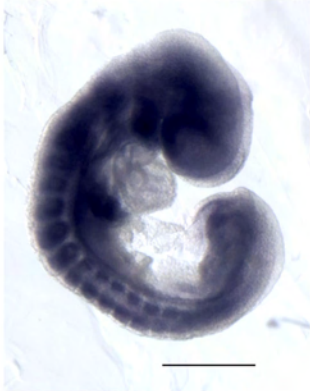

Mfap2\_E8.5\_lat.jpg

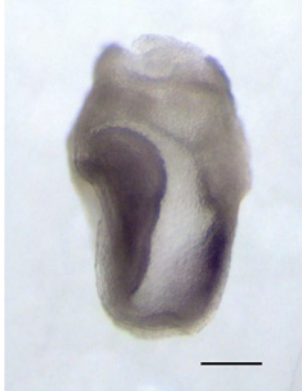

Mgst1\_E7.75\_lat.jpg

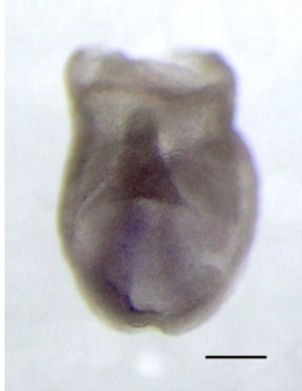

Mgst1\_E7.75\_post.jpg

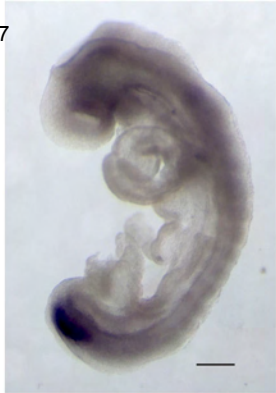

Mgst1\_E8.5\_lat.jpg

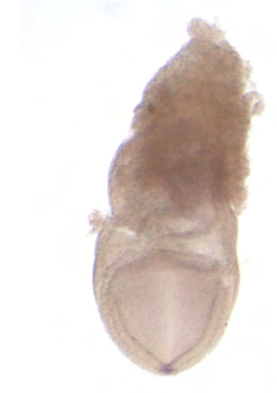

Mlf1\_E7.5\_ant.jpg

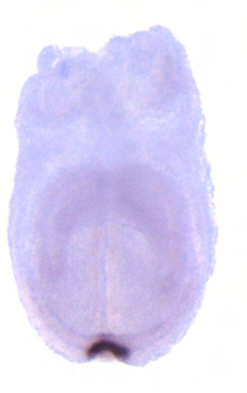

Mlf1\_E7.75\_ant.jpg

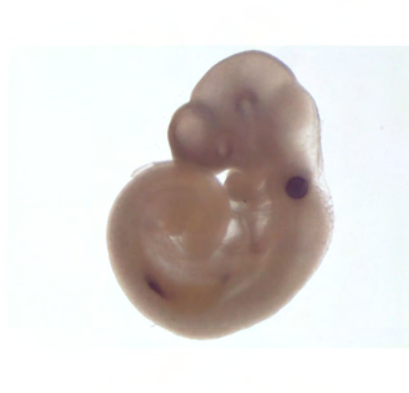

Mlf1\_E9.5\_lat.jpg

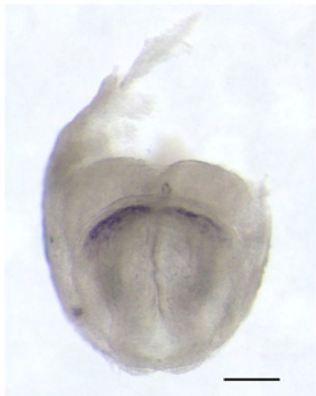

Myl1\_E7.75\_ant.jpg

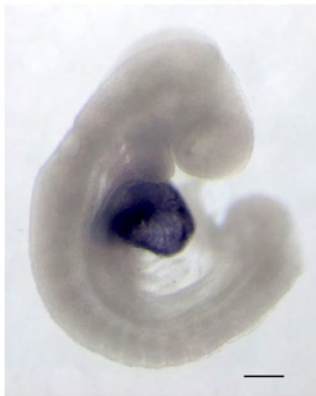

Myl1\_E9.0\_lat.jpg

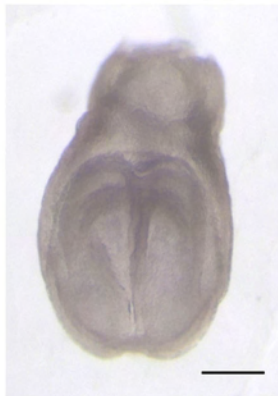

Myl4\_E7.5\_ant.jpg

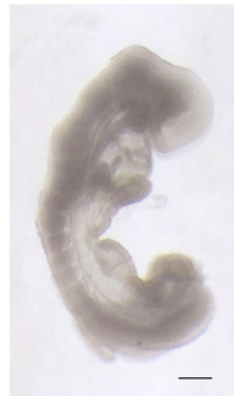

Myl4\_E8.5\_lat.jpg

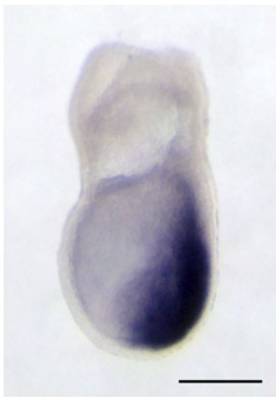

Nkx1-2\_E7.5\_lat.jpg

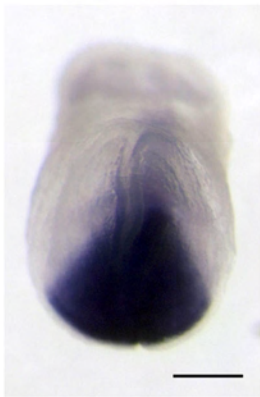

Nkx1-2\_E7.75\_ant.jpg

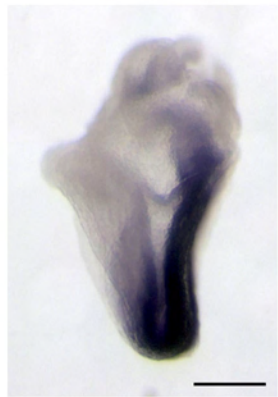

Nkx1-2\_E7.75\_lat.jpg

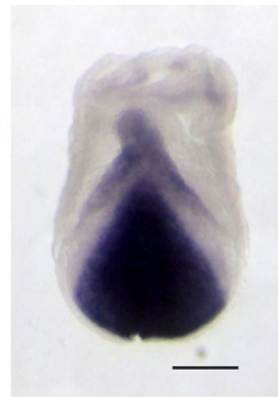

Nkx1-2\_E7.75\_post.jpg

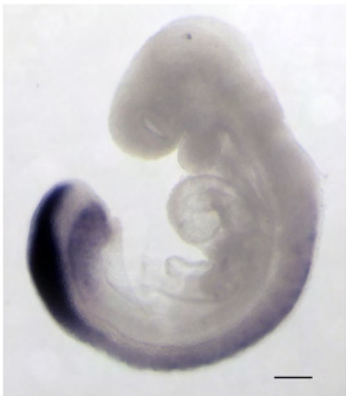

Nkx1-2\_E9.0\_lat.jpg

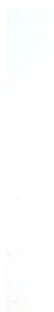

Nptx2\_E7.75\_ant.jpg

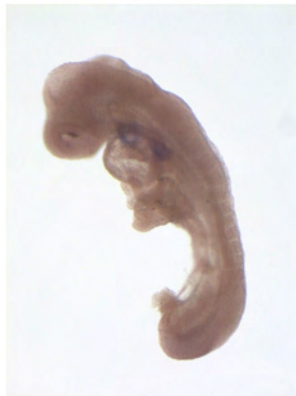

Nptx2\_E8.5\_lat.jpg

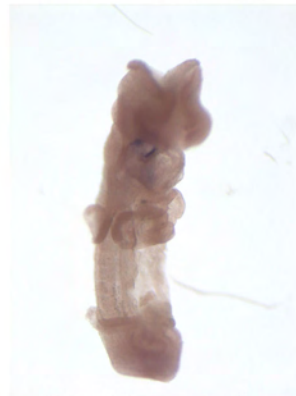

Nptx2\_E8.5\_ventral.jpg

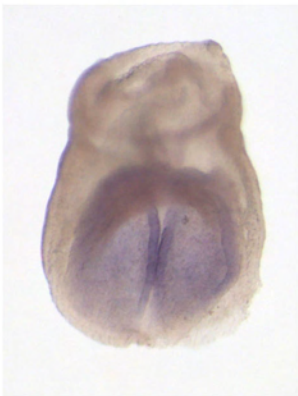

Pcsk1n\_E7.75\_ant.jpg

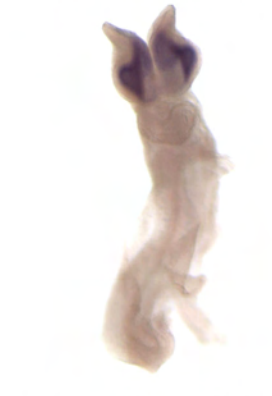

Pcsk1n\_E8.5\_ventral.jpg

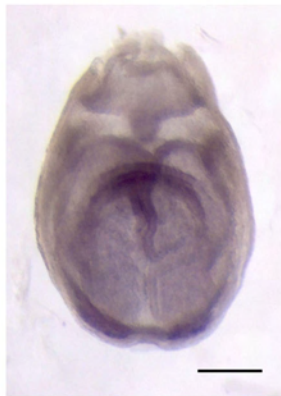

Pcsk5\_E7.75\_ant.jpg

How the deposited data were processed for this re-analysis (not part of the article)

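RNA from the epiblast region of mouse embryos at embryonic day 7.5 was measured on Affymetrix arrays. There were 2 wild-type pools and 2 Foxa2 null pools, and each of the 4 extracts was put on 1 U74Av2 and 1 MOE430v2 array, which gives 8 arrays. The pools held 53 and 50 wild-type and 53 and 48 Foxa2 null embryos. Samples were grouped by genotype as the labels give it. Wild-type embryos were ICR, and the Foxa2 null embryos came from embryonic stem cells by tetraploid complementation. The labels of the MOE430v2 mutant arrays also give ICR, so the strain of the mutant cells is not settled by the sources used here, and origin and genotype cannot be separated in this design.

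The deposited values are MAS5 signals, an intensity per probe set on a linear scale, which the authors scaled to 1 target per array. The mean signal after trimming 2% at each end is 150 on every U74Av2 array and 500 on every MOE430v2 array, while the methods name a target of 1000 for U74Av2. The MOE430v2 values are not loess-normalized, although the methods describe a loess step before testing. The median signal per array was 48 to 52.8 on U74Av2 and 155 to 165 on MOE430v2. The number of arrays limits the precision of each value. Present and absent calls, probe-level values and the MAS5 change calls are not analysed here, so the authors' change call in 2 of 4 comparisons and their Wilcoxon test on single probes were not repeated.

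Values were taken to log2 in R 4.3.3 with data.table 1.17.8 and limma 3.58.1. U74Av2 signals were used as scaled by the authors, and MOE430v2 signals were normalized between the 4 arrays by cyclic loess. Control probe sets (66 and 64) were left out, and so were the 30% of probe sets with the lowest mean log2 signal over all 4 arrays (3727 and 13511). This left 8695 U74Av2 and 31526 MOE430v2 probe sets for testing. Of all probe sets other than controls, 10833 and 34945 named 1 gene, 396 and 932 named several, and 1193 and 9160 named none. Chromosomes were taken from a gene table of assembly GRCm38.p6.

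The comparison was Foxa2 null minus wild-type on each platform by limma (lmFit and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of an adjusted p under 0.05. No block was used. An exact permutation test of 2 pools against 2 cannot give a p under 0.333. For genes on both platforms, the log2 values of an extract were centred per gene within each platform and averaged, so that n stayed 2 pools per genotype. A call at the threshold is lost for every probe set when limma is fitted without the intensity trend, so the calls rest on that model of the variance.

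Gene lists (32) were tested per platform by limma's camera with a preset correlation of 0.01, with an estimated correlation beside it, on 1 probe set per gene (the one with the highest mean signal), adjusted by Benjamini-Hochberg over the lists of a platform. They comprise the study's own lists, chosen on these samples, and textbook lists for node and notochord, motile cilia, definitive, visceral and parietal endoderm, trophoblast, primitive blood, endothelium, heart, primitive streak, anterior neuroectoderm, Hox genes, epiblast, the Nodal pathway, Hedgehog targets, secreted antagonists, imprinted genes, Y-linked genes, X inactivation, histocompatibility and retroviral genes, p53 targets, endoplasmic reticulum chaperones, cholesterol synthesis, and glycolysis and hypoxia. With the preset correlation 10 lists were lower and 2 higher on U74Av2, and 11 and 2 on MOE430v2. With an estimated correlation 0 lists passed by camera on either platform after adjustment over the 32 lists. Before adjustment the lowest camera p with an estimated correlation was 0.011 on U74Av2 (primitive streak of Additional File 2). On MOE430v2 it was 0.017 (known node and notochord of Table 1).

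Genes are named by a rule. It takes every gene that the paper's tables or text report from the arrays or by quantitative PCR (their values in the paper had been seen), the largest decreases and increases per platform among single-gene probe sets past the threshold and separated in all 4 comparisons, and members of a list that passed or that show its spread. For a gene with a probe set in Additional Files 2, 4 or 6 that probe set was used, and otherwise the one with the highest mean signal.

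The pipeline was tested on simulated data, with 200 changed probe sets in each of 20 runs per platform. When each probe set kept its own shrunken variance, limma called 16.1%, 59.4% and 93.7% of probe sets changed by 1.5-, 2- and 4-fold on U74Av2 and 12.2%, 37.5% and 73.1% on MOE430v2, and 9.78% and 14.2% of the calls were false. Because these shares were above the nominal level, a second draw was added afterwards, with variances from limma's trend and prior. It gave 0.614%, 19.1% and 68.2% on U74Av2 and 0.306%, 13.5% and 45.1% on MOE430v2, with 4.66% and 7.13% of the calls false. Lists of 20 genes shifted by 0.5 passed camera in 20 of 20 runs on each platform with the preset correlation, and in 19 and 18 with an estimated one. Lists that were not shifted passed in 0 and 1 of 20 runs with the preset correlation and in 0 with an estimated one.

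Alternatives set before the data were examined were other normalizations (quantile, cyclic loess or none, median centring), no filter or a filter at 50%, an offset of the 20th percentile before log2, limma without the trend or with robust priors, a Welch test, the replicate number as a block (also crossed on U74Av2), the mean over a gene's probe sets, other probe sets of a gene, and leaving out each pool in turn. Where a genotype was left with 1 array, that array was assumed to vary like the others. The spread between the pools of that genotype does not enter such a fit, so a call gained in this way is not added support. The counts without the genes of chromosome 8 and the textbook lists without genes the study names were added after the data were seen. The same-number arrays of the genotypes moved together weakly (correlation of deviations 0.11 and 0.09), and the sources used here do not say whether the replicate numbers pair pools by day, so the block was kept as an alternative. The third replicate pools, quantitative PCR and in situ hybridization are not analysed here.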

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

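The tests on chromosome 8 were chosen after its shift had been seen.

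Genes of chromosome 8, which the paper does not discuss as a group, were higher in the Foxa2 null pools, with a median log2 ratio of 0.32 on U74Av2 (344 genes, 81.4% above 0, camera p = 2.1e-23, and 0.0023 with an estimated correlation) and 0.35 on MOE430v2 (739 genes, 79.8% above 0, camera p = 2.2e-27, and 0.0011), while the medians of the other autosomes and the X chromosome lay between -0.04 and 0.03, and that of the Y chromosome was 0.12 (4 genes) and 0.21 (9 genes). Sequence differences between mouse strains under the probes would move genes in either direction, which 79.8% above 0 argues against, and the between-array normalization is argued against by a median of at least 0.32 under every normalization tried. An additional copy of chromosome 8 in some or all of the Foxa2 null cells may explain the shift, since the genes of the chromosome, taken in 10 equal parts along its length, had a median of at least 0.19 in each part on both platforms, and an additional copy in every cell would give 0.58 if signal followed copy number. The Foxa2 null pools derive from embryonic stem cells and the wild-type pools do not, so an effect of Foxa2 loss on these genes was not tested. Of the 79 genes higher on both platforms combined, 57 lie on this chromosome, and without its genes 14 were higher, while of the higher probe sets on single platforms with a known chromosome 1 of 4 lies there on U74Av2 and 20 of 44 on MOE430v2.

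The next genes lie outside those that the paper discusses and rose in the values averaged over both platforms (limma with Benjamini-Hochberg, 2 pools per genotype, all 4 comparisons). Alox15, a lipoxygenase, rose by 3.84 (standard error 0.69, adjusted p = 0.0273). Fos, an immediate early transcription factor, rose by 3.24 (standard error 0.63, adjusted p = 0.0338). Fosb, of the same family, rose by 2.17 (standard error 0.45, adjusted p = 0.0399). H2-Ab1, a class II histocompatibility gene, rose by 1.92 (standard error 0.38, adjusted p = 0.0345). Egr1, an immediate early zinc finger factor, rose by 1.74 (standard error 0.34, adjusted p = 0.0342). Coch, an extracellular matrix protein, rose by 1.47 (standard error 0.26, adjusted p = 0.0273).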

How the results depend on the processing

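The counts without the genes of chromosome 8 and the lists without genes the study names were chosen after the data were seen. Of 262 values of gene lists under the alternatives, 208 kept their direction and their side of the threshold and 54 lost the call. Of 1371 values of named genes, 1212 kept both, 24 lost a call, 112 gained one (71 of them with a replicate block) and 23 changed sign. For counts and signs that changed below, the cause was not tested unless it is named.

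The 15 lower and 9 higher U74Av2 probe sets became 3 and 0 with no filter on low signal (1068 at an unadjusted p under 0.05), where limma adjusts over more probe sets, and 0 and 0 by limma without an intensity trend (786 at an unadjusted p under 0.05) and by a Welch test (333). With the lowest 50% left out there were 25 lower. The 77 lower and 60 higher MOE430v2 probe sets became 27 and 16 with no filter, 147 and 178 with the lowest 50% left out, and 0 and 0 without an intensity trend (3068) and by a Welch test (1316). An offset before log2 gave 94 higher, and without the genes of chromosome 8 there were 38. The 64 lower and 79 higher genes on both platforms became 37 and 44 with no filter, and 119 were higher with the lowest 50% left out. Without the genes of chromosome 8, 14 were higher, since 57 of the 79 lie there and the other 22 were adjusted anew.

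Pairing by replicate number as a block gave 129 lower and 163 higher on U74Av2, 799 and 844 on MOE430v2 and 242 and 265 for both platforms, and 4 lists higher in place of 2 on U74Av2. The lists gained by camera with the block were trophoblast, higher on both platforms (adjusted p = 0.039 and 0.044), the textbook primitive streak, higher on U74Av2 (0.028), and the Hox genes, lower on MOE430v2 (0.023). A crossed block on U74Av2 gave 20 and 11. All 24 U74Av2 and 137 MOE430v2 calls were among those with the block. The same-number deviations of the genotypes had a correlation of 0.11 and 0.09, and the split of replicate 1 from replicate 2 arrays gave more probe sets at an unadjusted p under 0.05 than the crossed split (417 against 158 and 1185 against 443). Same-number arrays were thus more alike than crossed ones, and why was not tested.

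The probe sets at least 1.5-fold lower in every comparison numbered 472 with no filter and 83 with the lowest 50% left out on U74Av2 (172 in the analysis reported), and 1967 and 340 on MOE430v2 (792). Low signals take part in the first and not in the second. The Pearson correlation of the platforms was 0.16 with no filter and 0.56 with the lowest 50% left out (0.40). With an estimated correlation 0 of the 10 lower and 2 higher lists on U74Av2 and 0 of the 11 and 2 on MOE430v2 passed by camera.

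Leaving out each pool in turn gave 11 to 29 lower and 2 to 19 higher probe sets on U74Av2, 14 to 155 and 18 to 84 on MOE430v2, and 30 to 138 and 23 to 130 for both platforms. Of the 24 U74Av2 calls, 13 to 17 were shared, and of the 137 MOE430v2 calls, 23 to 103. The probe sets at least 1.5-fold lower numbered 373 to 589 and 1688 to 2484, where fewer comparisons have to pass. On MOE430v2, 7 to 12 lists were lower and 1 to 2 higher.

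Leaving out each pool in turn, these ratios changed sign and ranged on U74Av2 from -0.17 to 0.09 for Tmprss2, -0.75 to 0.26 for Smoc1, -0.31 to 0.69 for Efhd2, -2.68 to 0.54 for Tie1, -0.39 to 0.21 for Foxh1, -0.12 to 0.13 for Nptx2 and -0.44 to 0.11 for Scd2. The sign changed without wild-type pool 1 for Smoc1, Nptx2 (-0.09) and Scd2, without wild-type pool 2 for Efhd2 and Foxh1, and without Foxa2 null pool 2 for Tmprss2, Nptx2 and Tie1. On MOE430v2 the ranges were -0.24 to 0.13 for Cyb561, -1.12 to 1.30 for Tagln and -0.28 to 0.07 for Foxh1, and the sign changed without wild-type pool 2 and without Foxa2 null pool 1 (0.12 for Cyb561, -0.33 for Tagln and 0.01 for Foxh1). Median centring put Tmprss2 at 0.00 on U74Av2, and an offset put Tagln at -0.01 on MOE430v2. Other probe sets of the gene were at 0.11 for Gal, 0.12 and 0.13 for Gstm5 and 0.18 for Scd2 on U74Av2, and at 0.45 for Tnnt2, 0.58 for Meis1 and 0.03 for Scd2 on MOE430v2.

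The other splits of the 4 arrays called 0 probe sets by limma on either platform (417 and 158 on U74Av2 and 1185 and 443 on MOE430v2 at an unadjusted p under 0.05, against 872 and 3815 for the real split). These splits are too few for a share under 0.05. Signal limits low transcripts, since 3727 U74Av2 and 13511 MOE430v2 probe sets were below the filter and have no test.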

Differences from the paper's values

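Of 15 log2 ratios that Table 1 gives for U74Av2, 10 lay within the spread of the values here and 5 did not. Of 27 for MOE430v2, 26 did and 1 did not, and 0 had the opposite sign on either platform. The alternatives named for each value are those set before the data were examined. For U74Av2 the paper's supplement describes average signal log ratios, and its methods take fold changes from MAS5 cross comparisons. The values here are differences of mean log2 signals, and no alternative repeats the paper's measure. The paper's values and those here had a Pearson correlation of 0.87 for Additional File 2 (U74Av2) and 1 for Additional File 6 (MOE430v2).

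For Foxa1 on U74Av2 the paper's value is -1.18 and the value here -1.46. With an offset before log2 the value (-1.25) fell within the paper's, and with the other normalizations, the replicate block or any pool left out it did not. For Gal on U74Av2 the paper's value is -0.93 and the value here -1.39, which fell within it with the offset (-1.31) and without Foxa2 null pool 1 (-1.12) and under no other alternative. For Prnp on U74Av2 the paper's value is -0.65 and the value here -0.95, and no alternative brought it within. For Cyb561 on U74Av2 the paper's value is -0.40 and the value here -0.65, and another probe set of the gene (-0.34) was the only alternative within. For Cer1 on U74Av2 the paper's value is -1.40 and the value here -1.82. The offset (-1.70), leaving out wild-type pool 2 (-1.58) and leaving out Foxa2 null pool 1 (-1.66) brought it within, and the other alternatives did not. For Pim1 on MOE430v2 the paper's value is -1.68 and the value here -0.27, and neither another probe set of the gene (-0.37) nor any other alternative fell within.

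The paper's Additional File 5 gives 4199 U74Av2 and 3256 MOE430v2 probe sets at a Benjamini-Hochberg adjusted p under 0.05 from a Wilcoxon test on single probes. Limma on probe set values gave 24 and 137. These are different tests at the same threshold, and no alternative came within the paper's counts. The highest were 292 and 1643 with the replicate block. For the U74Av2 arrays the paper's methods give a scaling target of 1000, and the deposited arrays have a trimmed mean signal of 150, to which no alternative applies.

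The paper states that Igfbp3 was reduced on the arrays. Its log2 ratio here was 0.26 on U74Av2, and -0.34 on MOE430v2, which goes with the paper's direction. The paper names Tagln among the cardiac markers reduced on U74Av2, where it was at -0.58 here, while on MOE430v2 it was at 0.09. Efhd2 is given as reduced on MOE430v2 (-0.65 here), and on U74Av2 it was at 0.19. The paper states that Foxa1, T, Sox17 and Trh were reduced on both platforms, and all 4 had ratios below 0 on both here, while by limma only Foxa1 on MOE430v2 passed. With the replicate block all of them passed on both platforms.

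Other genes that the paper gives as reduced and that did not pass here were called under these settings. A call with a pool left out does not measure the spread between the pools of that genotype. On U74Av2 an offset added none, median centring called Gal and Actc1, and cyclic loess called Actc1. Leaving out wild-type pool 1 called Foxa2, wild-type pool 2 Igfbp5, Foxa2 null pool 1 Cdx1, and Foxa2 null pool 2 Gal, Actc1 and Frzb. On MOE430v2 an offset called Foxd4, Shh, Gal, Nptx2, Meox1, Nkx1-2 and Tmsb4x, and median centring called Gal. Leaving out Foxa2 null pool 1 called Foxd4, Igfbp5, Cnn2, Col1a1, Meox1 and Tmsb4x. Leaving out Foxa2 null pool 2 called Foxd4, Shh, Gal, Cer1, Gpx2, Nptx2, Cdc14b, Meox1, Nkx1-2, Pcdh19, Scd2 and Tbx6, and another probe set was called for Pcdh19. The replicate block called 71 of the named genes and platforms, among them Foxa2, Gal, Prnp, Actc1 and Myl7 on both platforms, Pim1, Hesx1, Wnt3a and Dll1 on U74Av2, and Shh, Chrd, Josd2, Smoc1, Gstm5, Cyp26a1 and Efhd2 on MOE430v2. The values averaged over both platforms called Foxa2, Foxa1, Shh, Gal, Prnp, Gpx2, Hesx1, Actc1 and Myl7 among others.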

Other observations

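The tests on single probe sets, the comparison of the stages and the lists without genes the study names were chosen after the results had been seen, and the comparison of the younger with the older wild-type pool was set earlier.

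Mest, an imprinted gene expressed from the paternal allele, fell by 2.50 on U74Av2 (standard error 0.18, limma with Benjamini-Hochberg, adjusted p = 0.00137, 2 pools per genotype) and by 2.33 on MOE430v2 (standard error 0.12, adjusted p = 0.000284). Averaged over both platforms it fell by 2.41 (standard error 0.12, adjusted p = 1.81e-05), and with 1 probe set per gene it was the only imprinted gene to pass on either platform. Another probe set of Ndn fell by 1.04 on MOE430v2 (adjusted p = 0.032), while the one used for the list was at -0.16. The imprinted genes together had a median log2 ratio of -0.01 over 21 genes on U74Av2 (camera adjusted p = 0.48) and -0.16 over 27 on MOE430v2 (0.47). Xist fell by 1.76 on U74Av2 (standard error 0.26, adjusted p = 0.0421) and was at -1.13 on MOE430v2 (adjusted p = 0.066), where another of its probe sets fell by 1.81 (adjusted p = 0.0108). As the only tested gene of its list Xist gave a camera adjusted p of 0.0042 and 0.027 (0.38 and 0.55 with an estimated correlation, and 0.074 on MOE430v2 without wild-type pool 1 and 0.051 among lists without genes the study names, range 6e-05 to 0.55). The Y-linked genes had a median of 0.46 over 3 genes and 0.43 over 5 (adjusted p = 0.12 and 0.18), with 1 gene below 0 on each platform. Averaged over both platforms by limma, Ddx3y was at 0.73 (adjusted p = 0.103), Eif2s3y at 0.62 (0.0844) and Uty at 0.11 (0.704). The labels give the sexes as mixed. Whether the pools differed in their share of male embryos stays open and was not tested. Class I histocompatibility and retroviral genes had a median of -0.62 on U74Av2 (6 of 7 below 0, camera adjusted p = 3e-04, and 0.34 with an estimated correlation) and -0.90 on MOE430v2 (2 genes, 0.0037, and 0.42, with 0.095 for the mean over probe sets). The study names some of these genes as reduced on these samples, and without genes it names neither call held (0.15 and 0.25, ranges 6.7e-05 to 0.34 and 0.0011 to 0.42). H2-K1 fell by 1.01 (standard error 0.14, adjusted p = 0.0119) and H2-D1 by 0.84 (standard error 0.17, adjusted p = 0.036) averaged over both platforms, and the other H2-K1 probe sets on MOE430v2 had a median of -0.23.

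Genes of the epiblast and of pluripotency were higher as a list, with a median log2 ratio of 0.51 on U74Av2 (6 of 7 above 0, camera adjusted p = 0.0078, and 0.62 with an estimated correlation) and 0.38 on MOE430v2 (8 of 9, 0.0012, and 0.57). Without wild-type pool 1 the adjusted p was 0.069 and 0.074, and without Foxa2 null pool 2 it was 0.3 and 0.085 (ranges 0.00013 to 0.62 and 3.8e-08 to 0.57). By limma 0 of its genes passed (4 and 5 at an unadjusted p under 0.05). The list was also higher in the younger than in the older wild-type pool, by 0.28 and 0.45 (54.5% and 117% of its difference between the genotypes), and higher in Foxa2 null pool 2 than in pool 1, by 0.40 and 0.43. Against wild-type pool 1, which had the same average age by staging as the Foxa2 null pools, its medians were 0.71 and 0.60. Secreted antagonists of Wnt, BMP and Nodal were lower, at -0.42 on U74Av2 (7 of 8 below 0, 0.0013, and 0.46 with an estimated correlation) and -0.41 on MOE430v2 (6 of 10, 0.047, and 0.6). On MOE430v2 this was lost without wild-type pool 2 and without Foxa2 null pool 1 (0.24 each) and by quantile normalization (0.052). The list holds Cer1, Frzb and Chrd, which the study chose as reduced on these samples, so it is not independent evidence, and without genes the study names the medians were -0.27 and 0.00 and neither call held (0.16 and 0.71, ranges 3.6e-05 to 0.46 and 0.00051 to 0.71). Hox genes were lower on U74Av2, at -0.28 (13 of 17 below 0, 0.017, and 0.46 with an estimated correlation; 0.13 without wild-type pool 1, 0.12 without Foxa2 null pool 1 and 0.15 without genes the study names, range 0.0025 to 0.46), and were at -0.33 on MOE430v2 (12 of 17, 0.066). Chaperones of the endoplasmic reticulum were lower on MOE430v2, at -0.13 (9 of 12 below 0, 0.041, and 0.57 with an estimated correlation), and were at -0.02 on U74Av2 (0.72). The MOE430v2 value was lost without wild-type pool 1 (0.22), without Foxa2 null pool 2 (0.29), for the mean over probe sets (0.18) and without genes the study names (0.28, range 0.002 to 0.57). In that list Sdf2l1 fell by 1.35 (standard error 0.21, adjusted p = 0.0371) and a probe set of Pdia4 by 1.01 (standard error 0.15, adjusted p = 0.032), while the other Pdia4 probe set on MOE430v2 was at 1.08.

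The remaining lists did not pass by camera on either platform. Genes of motile cilia had a median of -0.52 over 2 genes on U74Av2 (adjusted p = 0.19) and -0.50 over 15 on MOE430v2 (0.14), and Hedgehog targets of -0.01 over 2 (0.81) and 0.21 over 3 (0.97). Targets of p53 were at 0.04 over 6 (0.76) and 0.13 over 9 (0.22). Genes of cholesterol synthesis were at 0.04 over 13 (0.48) and -0.02 over 14 (mean 0.05, 0.97). Genes of glycolysis and hypoxia were at -0.11 over 11 (mean 0.10, 0.72) and 0.06 over 13 (0.14), and of these Pdk1 rose by 0.93 averaged over both platforms (standard error 0.13, adjusted p = 0.0123, with 1.16 on U74Av2 and 0.71 on MOE430v2). The vascular genes that the study names, which are not independent evidence, had 1 tested gene on each platform, at -0.50 (0.43) and -0.38 (0.38).

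On MOE430v2, 75 called probe sets have another probe set of the same gene. For 44 of these (58.7%) the other probe sets had a median under 0.5 of the called log2 ratio. Examples are Tia1 (-4.60 against 0.16) and Imp4 (-3.22 against 0.18). Called probe sets were picked for large ratios, which alone would leave the other probe sets with smaller ones. No share without a change was drawn for comparison, so this share does not decide whether whole transcripts changed. Outside chromosome 8 the share was 40 of 61, and on it 4 of 14 (Fisher exact p = 0.016). This test does not decide why the shares differ. Some calls on chromosome 8 were small (0.52 for Tomm20) beside a median of 0.35 for its genes. Probe sets of the same gene, such as 2610005L07Rik, were also counted separately. Sequence differences between mouse strains under single probe sets could give other probe sets that do not follow, and 9 of the 61 had other probe sets of the opposite sign. Such differences cannot be told apart from a change in 1 form of a transcript. The labels do not settle the strain of the Foxa2 null cells, and base differences were not analysed here.

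Younger embryos in the Foxa2 null pools are argued against, by staging, as the source of the lower streak and cardiac genes. Neither Foxa2 null pool had a lower average age than a wild-type pool, and 32.7% of the Foxa2 null embryos were at the head-fold stage against 23.3% of the wild-type embryos. The younger wild-type pool lay at a median of -0.04 from the older on U74Av2 (12 of 23 lower) and -0.27 on MOE430v2 (17 of 22 lower), which is 5.06% and 31.7% of the decrease in the Foxa2 null pools, and for the cardiac genes alone at -0.08 and -0.44 (8.22% and 54.9%). These values do not exclude an effect of age on their own, and the ratios themselves are no test of it, since the study chose the genes as lower on these samples. A delay that staging does not show, the origin of the embryos and strain stay open and were not tested.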
